# An amphioxus neurula stage cell atlas supports a complex scenario for the emergence of vertebrate head mesoderm

**DOI:** 10.1038/s41467-024-48774-4

**Published:** 2024-05-29

**Authors:** Xavier Grau-Bové, Lucie Subirana, Lydvina Meister, Anaël Soubigou, Ana Neto, Anamaria Elek, Silvia Naranjo, Oscar Fornas, Jose Luis Gomez-Skarmeta, Juan J. Tena, Manuel Irimia, Stéphanie Bertrand, Arnau Sebé-Pedrós, Hector Escriva

**Keywords:** Evolutionary developmental biology, Cell lineage, Neurulation

## Abstract

The emergence of new structures can often be linked to the evolution of novel cell types that follows the rewiring of developmental gene regulatory subnetworks. Vertebrates are characterized by a complex body plan compared to the other chordate clades and the question remains of whether and how the emergence of vertebrate morphological innovations can be related to the appearance of new embryonic cell populations. We previously proposed, by studying mesoderm development in the cephalochordate amphioxus, a scenario for the evolution of the vertebrate head mesoderm. To further test this scenario at the cell population level, we used scRNA-seq to construct a cell atlas of the amphioxus neurula, stage at which the main mesodermal compartments are specified. Our data allowed us to validate the presence of a prechordal-plate like territory in amphioxus. Additionally, the transcriptomic profile of somite cell populations supports the homology between specific territories of amphioxus somites and vertebrate cranial/pharyngeal and lateral plate mesoderm. Finally, our work provides evidence that the appearance of the specific mesodermal structures of the vertebrate head was associated to both segregation of pre-existing cell populations, and co-option of new genes for the control of myogenesis.

## Abstract (web summary)

The evolution of the vertebrate head mesoderm involved the emergence of new structures and cell types. Here the authors generated a cell atlas of the cephalochordate neurula to study the origins of these novelties and propose a revised scenario for the evolution of the vertebrate head muscles.

## Introduction

Chordates are an animal clade characterized by the presence of a notochord (in at least one stage of their life cycle)^1^ and that include vertebrates, tunicates (or urochordates), and cephalochordates (*i.e*. amphioxus). Even if tunicates are phylogenetically more closely related to vertebrates^2^ and share with them some morphological features absent in amphioxus^3^, they show developmental modalities and a genomic content and organization that have diverged considerably from the chordate ancestral state^4^. On the other hand, amphioxus exhibit relatively conserved morphological, developmental, and genomic characteristics, and represent a model of choice for studying chordate evolution and the emergence of vertebrate novelties^5,6^.

The gastrula of cephalochordates has two germ layers: the ectoderm, which forms the epidermis and the central nervous system, and the internal mesendoderm, which develops into mesodermal structures in the dorsal part, and into endodermal structures in the ventral region^7^. Unlike vertebrates, the mesoderm is first simply divided during neurulation into the axial territory forming the notochord, and the paraxial domain that becomes completely segmented into somites from the most anterior to the posterior part of the embryo. In vertebrates, in addition to the notochord and somites, the mesoderm is subdivided into other territories: the lateral plate mesoderm in the trunk that forms several structures among which part of the heart and circulatory system, blood cells, fin buds or excretory organs^8^; and the prechordal plate (axial) and cranial/pharyngeal (non-axial, unsegmented) mesoderm in the anterior region that form head muscles and part of the heart^9,10^. If we consider that the amphioxus mesoderm organization could resemble that of the chordate ancestor, these mesodermal territories represent vertebrate-specific traits that contributed to the acquisition of particular structures, including the complex vertebrate head.

Although the entire paraxial mesoderm of amphioxus is segmented into somites, which first form epithelial spheres during neurulation, these segments elongate during development towards the ventral region where the cells intermingle between the endoderm and the epidermis^11^. The orthologs of several genes expressed in the vertebrate lateral plate mesoderm (or derivatives) are expressed in this ventral region of the amphioxus somites, suggesting homology between these two embryonic territories^11–14^. This hypothesis was further supported by transgenesis experiments showing that the regulatory region of *draculin*, a gene specifically expressed in the entire lateral plate mesoderm of zebrafish, is able to drive expression of a reporter gene in cells of the ventral region of amphioxus somites^15^. On the other hand, two studies, based on electron microscopy and in situ hybridization, suggested the compartmentalization of amphioxus somites not into a myotome part and non-myotome part, but into four regions that would be homologous to the myotome, the sclerotome, the dermomyotome and the lateral plate mesoderm of vertebrates^16,17^. Finally, gene expression and functional data also showed that the first amphioxus somite pair differs from the other somites and that it contributes to the formation of the excretory organ of the larva and of putative hematopoietic cells^14,18,19^.

Concerning the axial mesoderm, although the notochord extends along the entire anteroposterior axis of the amphioxus, we and others have shown that the anterior region exhibits cellular behaviors and gene expression that differ from those of the central and posterior notochord^20–22^. Based on these observations and our previous work on the control of somitogenesis in amphioxus, we have proposed a multi-step scenario for the evolution of the vertebrate anterior mesoderm^22,23^. The first step consists of the segregation of the ventral mesoderm from the paraxial mesoderm and the loss of its segmentation. This implies that the ventral part of amphioxus somites is homologous to the vertebrate lateral plate mesoderm as previously suggested^11–17^. The second step corresponds to the loss of the paraxial mesoderm in the anterior part of the embryo. This would have enabled the relaxation of the developmental constraints imposed by the anterior somites and the remodeling of the axial and lateral plate mesoderm, resulting in the appearance of the prechordal plate and cranial/pharyngeal mesoderm. This would mean that i) the cranial/pharyngeal mesoderm has a lateral rather than paraxial origin, and partly shares a common developmental program with the amphioxus anterior somites and ventral part of posterior somites, and ii) the prechordal plate is in part homologous to the amphioxus anterior notochord.

Here we sought to explore the evolutionary origin of the vertebrate head mesoderm from a cell type perspective. In order to compare embryonic cell types between amphioxus and vertebrates, we conducted a scRNA-seq analysis of the *Branchiostoma lanceolatum* neurula (N3)^24,25^. The neurula stage shows the highest global transcriptional similarity with vertebrates^26^, corresponding to the chordate phylotypic stage^27^, and our cell atlas uncovers the gene expression signatures of most of the previously described embryonic territories at this stage. Concerning the mesodermal compartments, we found a cell population localized in the anterior part of the neurula and with a mixed profile between endoderm and notochord, supporting the existence of a transient prechordal plate-like structure in amphioxus^22,28^. We also show that cells of the first somite pair form a population with a transcriptomic profile different from the posterior somites, highlighting the peculiarity of this somitic pair. Moreover, these cells express orthologues of vertebrate genes expressed in both head and lateral plate mesoderm and their derivatives, bringing further support to our evolutionary scenario, and suggesting how, from pre-existing cell populations, new embryonic territories might have emerged in vertebrate anterior mesoderm. Finally, transgenic zebrafish experiments using regulatory regions of amphioxus *Gata1/2/3*, *Tbx1/10* and *Pitx* also supports the lateral origin of the cranial/pharyngeal mesoderm and gives insights into how genes that were presumably not controlling muscle formation in the chordate ancestor were co-opted as master genes of the myogenesis program in the vertebrate head.

## Results and discussion

### A cell atlas of the amphioxus neurula stage embryo

To build a transcriptional cell atlas of the amphioxus neurula stage (N3), we applied MARS-seq^29^ to embryos at 21 hpf (hours post-fertilization, at 19 °C) (Fig. 1a). 

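Neurulae of the amphioxus *Branchiostoma lanceolatum* were dissociated as a pool of embryos and measured by MARS-seq, a method in which single cells are sorted into the wells of a plate and each captured transcript carries a unique molecular identifier (UMI), so that PCR copies of a molecule are counted once. The deposited table holds 27,073 genes in 14,586 cells from 40 plates, with 31,802,996 UMIs in all. The authors mapped the reads to the *B. lanceolatum* genome, filtered erroneous UMIs, excluded doublets at sorting, removed a metacell of low transcriptomic information and deposited raw UMI counts with a metacell and a cell type for every cell. The labels list 2 single-cell samples, but no file used here assigns the cells to them, so all cells were treated as 1 sample; there are no replicates, no test was run, and all intervals are exact 95% intervals that cover counting error only. The level of a gene in a group of cells is the sum of its UMIs per 10,000 UMIs of that group, with an exact Poisson interval. A fold is the level in the group over the level in all other cells together, unless another group is named, with the exact interval of a ratio of 2 Poisson counts. A gene was called enriched at a fold of at least 2 with at least 10 UMIs in the group and an interval above 1. Genes were matched to the table through the identifiers printed in the paper's figure panels, which gave 121 entries when each identifier of a gene is counted. *Foxab*, *Cola*, *Wnt3*, *Tbx6/16* and *Piwil1* were not analysed here. *Foxaa*, *Thsd7* and *Pax3/7* carry different identifiers in different panels and are reported under each of them. The identifier of *Nhlh1/2* is also printed on a panel named *Pou3f*, so the values of *Nhlh1/2* and *Pou3fl* are uncertain.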

Briefly, cells were dissociated and alive single cells (calcein positive, propidium-iodide negative) were sorted into 384-well plates, followed by scRNA-seq library preparation. 

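Depth differed between the cell types of the neurula. Over all cells the median was 1585 UMIs per cell (quartiles 974 and 2724.75) and 787.5 detected genes per cell. Cells of the posterior epidermis, the largest group, had a median of 1246 UMIs, below the 2061 UMIs of the anterior epidermis and the 2401 UMIs of the neural cells. By the median, the deepest cells were the 108 cells of epidermal neural group 1 with a median of 6757.5 UMIs, and the shallowest were the 166 putative neuroendocrine cells with 415.5 UMIs. In total 904 cells (6.20%) had fewer than 500 UMIs. Shares of cells with a UMI of a gene are therefore given with the depth of the cells, whereas summed levels are scaled to the same total.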

At this developmental stage, the embryo is made of around 3,000 cells and we sampled in total 14,586 single-cell transcriptomes, representing approximately a five-fold coverage. These cells were grouped into 176 transcriptionally coherent clusters (referred to as “metacells”^30^ (Fig. 1b, Supplementary Fig. 1a). 

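The metacells held 28 to 189 cells each (median 82). Their summed depth ran from 17,747 to 859,219 UMIs (median 126,798), and the counting error of a level is wider in the shallow metacells than in the deep ones. Epidermal cells made up 119 of the metacells, against 13 for the endoderm including the endostyle, 10 for the somites and 21 for the neural plate. The median metacell took 17.9% of its cells from a single plate.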

Metacells were further assigned to a tissue/cell type by using transcriptional signatures of known marker genes: epidermis, endoderm, mesoderm, muscular somite and neural (Fig. 1c, Supplementary Fig. 2a). 

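The markers of the main tissues were concentrated in the cells carrying the matching label. In the epidermis all 8 markers were enriched, from 4.23-fold for *Foxj1*, a regulator of motile cilia, to 14.8-fold (95% interval 14.5 to 15.1) for the keratin *Krt13*, which reached 106 UMIs per 10,000. All 8 endodermal markers were enriched as well, among them the HMG-box gene *Soxf* (19.4-fold) and the gene *Hypp9287* (55.3-fold). In muscular somites, *MLC-alk*, an alkali myosin light chain, reached 27.5 UMIs per 10,000 and was 229-fold above all other cells (204 to 256), while the muscle regulator *Mef2* was 7.74-fold higher. The neural plate had all 11 of its markers enriched, with *Elav*, an RNA-binding protein of neurons, at 14.0-fold (13.4 to 14.6) and *Soxc* at 2.91-fold. Over all lists 70 of 77 markers were enriched and 74 had a fold above 1. The lists were taken from genes the study names, mostly for these populations (not *Wnt1*, *Wnt4* and *Wnt6* in the list of the posterior epidermis) and partly from the same cells, so the counts are not independent evidence for the labels. When levels were compared with the median over the other cell types, 75 of 139 folds of named genes moved by more than 1.5 times, and *Soxc* fell below a fold of 2 (1.79-fold).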

The proportion of cells assigned to each structure/germ layer was overall consistent with cell counting in 3D embryos reconstructed using confocal imaging of labeled nuclei followed by image segmentation, with more than half of the cells belonging to the epidermis (Fig. 1d).

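Epidermal cells were the majority of the transcriptomes. Of the 14,586 cells, 9735 (66.7%, exact binomial 95% interval 66.0% to 67.5%) carried an epidermal label, 21.9% anterior and 44.9% posterior. The neural groups, which include the neural-like and epidermal neural cells, held 14.3% of the cells (13.7% to 14.9%), the endoderm 7.30% (6.88% to 7.74%) and the muscular and non-muscular somites together 5.81% (5.44% to 6.21%). Over these 4 layers alone (13,732 cells), the shares were 70.9% epidermis, 15.2% neural, 7.76% endoderm and 6.18% somites. Among the 8982 nuclei of the same layers in the paper's confocal counts, the paper's numbers give 57.3% epidermis, 14.9% neural, 16.8% endoderm and 11.0% somites. In both, the epidermis exceeded 50% of the cells, with a larger share among the transcriptomes, and the neural shares were close. Endoderm and somites had smaller shares among the transcriptomes than among the nuclei, and the intervals do not overlap. For endoderm they were 7.31% to 8.22% against 16.0% to 17.6%, and for somites 5.78% to 6.59% against 10.3% to 11.6%. The nuclei and the sorted cells are different populations, and the sorted cells of a single plate were 49.7% to 84.9% epidermal. From these proportions the paper states that the transcriptomes represent the germ layers much as the counted nuclei do.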

**Fig. 1:**
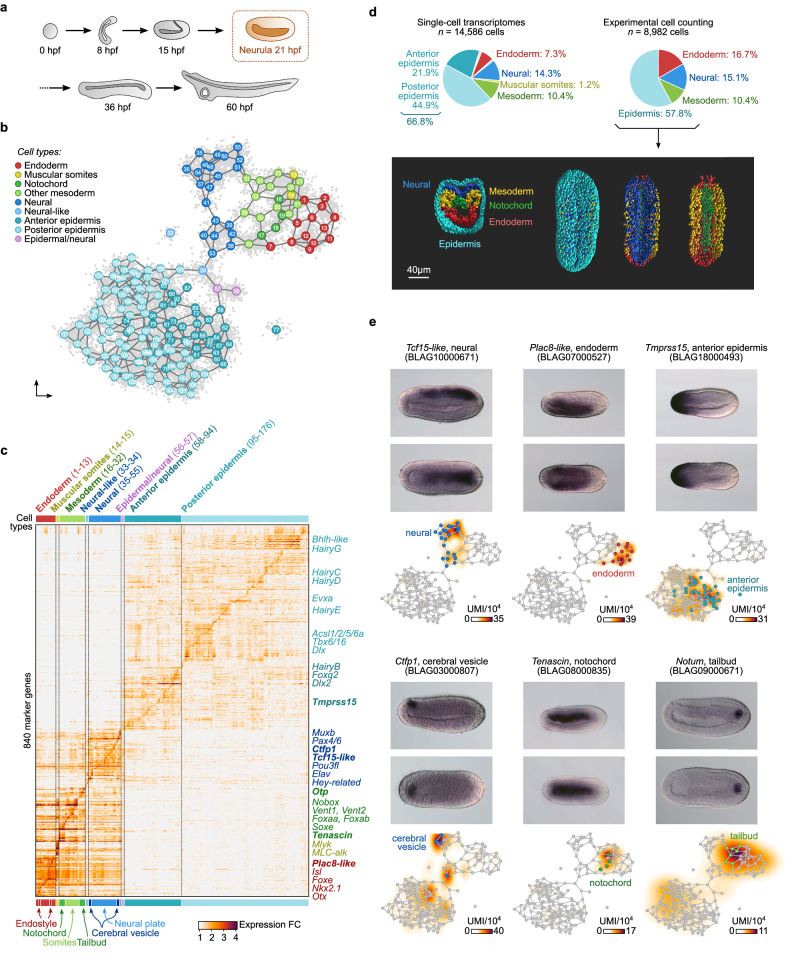
Amphioxus neurula cell type atlas. **a** drawings of Mediterranean amphioxus developmental stages from the egg to the larva (with one open gill slit) stage. The developmental time (hours post fertilization, hpf) is given for embryos raised at 19 °C, and we highlight the neurula stage presented in this study (21 hpf). **b** Two-dimensional projection of cell clusters (metacells) using a force-directed layout based on the co-clustering graphs for individual cells (see *Methods*). Metacells are color-coded by cell type. **c** Normalized fold change expression of top variable genes (rows) per metacell (columns, grouped by cell type). For each metacell, we selected up to 30 markers with a minimum fold change ≥ 2. Selected gene names from known markers, used to annotate each cell type, are indicated to the right of the heatmap. Genes in bold case are shown in panel (**d**). **d** Pie charts depicting the fraction of cells mapped to each cell type among the cell transcriptomes and the cell counting experiment (top); and the 3D reconstruction with assignment of nuclei to each germ layer (bottom). A transverse section is shown on the left, and dorsal views with anterior to the top on the right (full, without epidermis nuclei, without epidermis and neural cells nuclei. **e** Expression profile of previously unknown marker genes for specific cell types (neural, endoderm, anterior epidermis, presumptive cerebral vesicle, notochord, and tailbud) analyzed by in situ hybridization (ISH, top, with anterior to the left and dorsal to the top in side views, *n* = 10 embryos) and corresponding two-dimensional expression maps (bottom, based on the same layout as panel **b**). Gene expression is shown as density maps representing UMI counts (per 10,000 UMIs) in each cell.

Gene expression signatures across epidermal metacells shows that this tissue is not homogenous. For example, we recognized anterior epidermal cells (i.e. expressing *Arpd2, Fgfrl*, *Fzd5/8*, *Pax4/6*)^20,31–33^, posterior cells (*Cdx*, *Tbx6/16*, *Wnt3*)^34–36^ and subpopulations of potential epidermal sensory cells (*Delta*, *Elav*, *Tlx*)^37–39^. 

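The anterior epidermal cells stood out by genes of the head ectoderm. Against the posterior epidermis, *Fzd5/8*, a Wnt receptor of the Frizzled family, was 4.89-fold higher (95% interval 4.19 to 5.73), *Arpd2* 4.56-fold (3.79 to 5.52), the FGF receptor-like gene *Fgfrl* 3.70-fold (3.15 to 4.36) and the paired-box gene *Pax4/6* 3.30-fold (2.99 to 3.65). These genes were higher in the anterior cells on 37 to 40 of the 40 plates. *Cdx*, a homeobox gene of the posterior body, ran the other way, at 1.14 UMIs per 10,000 in posterior and 0.296 in anterior epidermis. In posterior epidermis it was not enriched against all other cells of the embryo (1.72-fold), but reached 3.75-fold against the median over the other cell types. Of the secreted ligands that the paper names for the tailbud and posterior somites, *Wnt1* was at 0.977 in posterior and 0.276 in anterior epidermis, and *Wnt1* (0.606-fold), *Wnt6* (0.402-fold) and *Wnt4* (0.119-fold) were below their level in all other cells; against the median over the other cell types *Wnt1* reached 2.99-fold. Of the 5 anterior markers *Fgfrl* alone was not enriched against all other cells, at 1.13-fold. Of the 3 genes that the paper names for potential sensory cells, *Delta* and *Elav* were raised in both small epidermal neural groups. Compared with the anterior and posterior epidermis together, the Notch ligand *Delta* was 8.93-fold higher in epidermal neural group 1 (6.67 to 11.8) and 4.37-fold higher in group 2 (2.40 to 7.38), and *Elav* was 4.83-fold and 8.68-fold higher. *Tlx* shares its printed identifier with a *VGAT* panel, so its values are uncertain: 0.222-fold in group 1 and 1.80-fold (1.12 to 2.75) in group 2. Group 1 held the deepest cells of the embryo, and the mixture of other cell types that best fitted its levels drew 52.5% from types other than the anterior and posterior epidermis and epidermal neural group 2.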

Among the neural metacells, we identified several metacells corresponding to the presumptive cerebral vesicle (anterior central nervous system, *Otx*^40^). 

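The cells labelled anterior archencephalon, 245 cells in 3 metacells, expressed genes of the anterior nervous system. *Otx*, a homeobox gene of the forebrain and midbrain, was at 2.88 UMIs per 10,000 there, 2.80-fold above all other cells (95% interval 2.39 to 3.27); its highest level was in the endostyle and club-shaped gland, at 9.48. More restricted were the zinc-finger gene *Fezf* (26.5-fold, 21.4 to 32.7), the signalling factor *Fgf8/17/18* (40.2-fold, 26.9 to 59.8) and the RNA-binding *Celf3/4/5/6* (25.4-fold). Of 7 cerebral vesicle markers 6 were enriched; the exception was *Six3/6*, at 1.84-fold (1.15 to 2.81) from 22 UMIs. *Six3/6* passed a fold of 2 when each cell's level was averaged (2.67-fold) and against the median over the other cell types (3.92-fold).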

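Axial genes marked a notochord group of 409 cells. The homeobox gene *Mnx* was 38.1-fold higher there than in all other cells (95% interval 32.6 to 44.6), the BMP antagonist *Chordin* 8.90-fold and the extracellular matrix gene *Crtac1a* 57.3-fold. The guidance molecule *Netrin* was at 1.97 UMIs per 10,000 in notochord and 1.57-fold above the rest (1.34 to 1.83); averaging each cell's level gave 2.25-fold, and the median over the other cell types gave 4.16-fold. A tailbud group of 279 cells carried the ligand *Wnt1* at 23.3 UMIs per 10,000, 22.9-fold above all other cells (21.4 to 24.4). The germline genes *Nanos* and *Vasa* were 17.1-fold and 11.4-fold higher in the tailbud (14.9 to 19.5 and 10.6 to 12.3), and the homeobox gene *Noto* 47.9-fold. All 8 tailbud markers and 7 of 8 notochord markers, counting both identifiers of *Foxaa*, were enriched.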

Concerning the mesodermal cell populations, we could assign several metacells to the notochord (*Cola*, *Foxaa*, *Mnx*, *Netrin*)^41–44^ and tailbud compartments (*Nanos*, *Piwil1*, *Vasa*, *Wnt1*)^36,45,46^. 

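In the deposited annotation, 223 cells in 2 metacells were labelled endostyle and club-shaped gland, organs of the ventral pharynx of the larva. The forkhead gene *Foxe* (BLAG13000518), an endostyle marker, was at 9.26 UMIs per 10,000 in these cells and 103-fold above all other cells (95% interval 89.2 to 120.1), higher on 32 of the 36 plates that held such cells. The pharyngeal paired-box gene *Pax1/9* was 28.8-fold higher (24.9 to 33.2), the T-box gene *Tbx1/10* 36.3-fold and the homeobox gene *Nkx2.1* 32.6-fold (29.4 to 36.1). At least 1 UMI of *Foxe* was found in 34.5% of these cells (median 1833 UMIs) and in 0.535% of posterior epidermis cells (median 1246 UMIs); with each cell thinned to 500 UMIs the shares were 20.3% and 0.267%.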

In the endoderm, one metacell could be assigned to the ventral endodermal region that later develops into the endostyle and the club-shaped gland (*Foxe*, *Nkx2.5*)^12,47^. We further validated our atlas by analyzing by in situ hybridization the expression of several genes with undescribed patterns at this stage, including genes enriched in neural plate (*Tcf15-like*), endoderm (*PLAC8 motif-containing protein 1)*, anterior epidermal (*Tmprss15*), presumptive cerebral vesicle (*Calcitonin Family Peptide 1* (*Ctfp1*)), notochord (*Tenascin*) or tailbud (*Notum*) populations (Fig. 1e and Supplementary Fig. 2a, b). 

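Each of the 6 genes was enriched in the population named for it. The extracellular matrix gene *Tenascin* (BLAG08000835) was at 6.55 UMIs per 10,000 in notochord and 60.4-fold above all other cells (95% interval 52.7 to 69.3), and the peptide hormone gene *Ctfp1* (BLAG03000807) reached 22.6 UMIs per 10,000 in the anterior archencephalon, 67.6-fold above the rest (62.3 to 73.3). *PLAC8 motif-containing protein 1* (BLAG07000527) was 42.3-fold higher in the endoderm (39.8 to 44.9), and *Notum* (BLAG09000671), which encodes a secreted Wnt-inactivating enzyme, 18.1-fold higher in the tailbud (13.0 to 24.8). The helix-loop-helix gene *Tcf15-like* (BLAG10000671) was 16.0-fold higher in the neural plate (14.9 to 17.1), at 6.75 UMIs per 10,000, but reached 11.9 in the tailbud. The protease gene *Tmprss15* (BLAG18000493) was at 8.82 UMIs per 10,000 in anterior and 4.36 in posterior epidermis, 2.03-fold apart (1.95 to 2.10). Within single plates, *Tenascin* was higher in notochord on 37 of 40 plates, *Ctfp1* in the archencephalon on 35, *PLAC8 motif-containing protein 1* in the endoderm on 40, *Tmprss15* in the anterior over the posterior epidermis on 39 and *Notum* in the tailbud on 21. A UMI of *Tenascin* was found in 40.6% of notochord cells (median 1530 UMIs) and 0.932% of posterior epidermal cells (median 1246 UMIs), or 20.2% and 0.383% at 500 UMIs per cell. The paper takes the in situ hybridization patterns of these genes as its check of the atlas.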

We also verified the cell type identities of the metacells by identifying homologous cell populations in the neurula stage of *B. floridae*^48^, another amphioxus species, based on the pattern of shared transcription factors (TFs) (Supplementary Fig. 2c). Overall, our single-cell transcriptomic atlas uncovers the diversity of cell states associated to each major germ layer in the amphioxus neurula. This atlas can be browsed interactively in a dedicated web app: https://sebelab.crg.eu/amphioxus-neurula-21hpf/.

### Cross-species comparison of neurula stage embryonic tissues

To gain insights into the evolutionary affinities of amphioxus neurula stage tissues, we compared aggregated expression profiles of the different structures and tissues with those of other chordates, using published developmental single-cell atlases for *B. floridae*^48^, *Ciona intestinalis*^49^, *Xenopus tropicalis*^50^, *Danio rerio*^51^ (Fig. 2a, b) and *Mus musculus*^52^ (Supplementary Fig. 3). We focused our comparative analysis on stages approximately corresponding to the amphioxus neurula stage^26^ and used single-cell expression profiles similarly grouped into embryonic tissues.

**Fig. 2:**
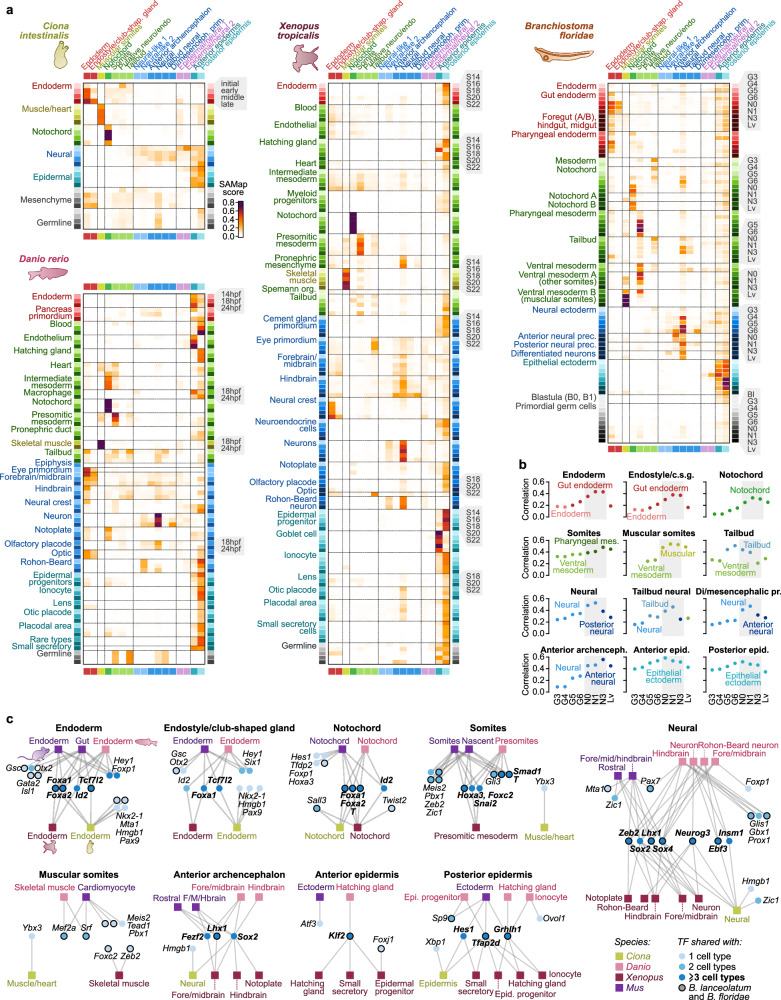
Cross-species comparison with other chordate developmental datasets. **a** Comparison between cell type transcriptomes of the amphioxus neurula stage (rows) and matched developmental time-points (rows) in the chordates *Ciona intestinalis* (initial to late tailbud stage), *Danio rerio* (14 hpf to 24 hpf), *Xenopus tropicalis* (S14 to S22 stages), and *Branchiostoma floridae* (including blastula [Bl], four gastrulation stages [G], three neurula [N] stages, and larva [Lv]). Cell type similarity was measured using SAMap scores based on all available pairwise markers (see *Methods*). Cell types are color-coded by cell type or developmental layer (endoderm, mesoderm/muscle, neuroectoderm, ectoderm, and other), and, in the case of the multi-stage chordate datasets, by developmental time-point (color intensity, legend to the side of each plot). **b** Most similar pairs of cell populations between the *B. lanceolatum* neurula (subpanels) and the *B. floridae* developmental stages (color-coded dots in each subpanel, from gastrula [G3] to larva [Lv]). Similarity is measured using Pearson’s correlation coefficient of cell type-level normalized fold change values, using genes with FC > 1.05 in at least one cell type. Only the top *B. floridae* cell type is displayed. Gray boxes highlight the neurula stages, where similarity typically peaks. **c** Graph representation of transcription factors (TFs, circular nodes) shared (i.e. connected by an edge) between amphioxus and homologous cell types in *Ciona*, *Danio* and *Xenopus* (square nodes). Specific TFs are considered to be shared between two cell types if they are significantly overexpressed in both. TFs in bold are shared between all species considered. For amphioxus, we required fold-change > 1.25, and BH-adjusted *p-*value < 0.05. For the matched cell types from other species, we required significant overexpression in at least one of the developmental time-points considered. A complete list of genes shared between all pairs of cell types is available in Supplementary Data 1. Di/mesenceph. prim= Di/mesencephalon primordium.

In general, we find strong similarities between the two amphioxus species (which diverged *ca*. 100 Mya^53^), with reciprocal matches for most cell types across species (Fig. 2a). As expected, the similarity between our *B. lanceolatum* neurula and the various cell types along the *B. floridae* time course is highest in the neurula stages of the latter (Fig. 2b). These results are in line with the validation of our cell type classification based on the identification of cell populations with matching TF usage across both species (Supplementary Fig. 2c).

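Notochord cells expressed the T-box gene *Brachyury2* (BLAG01001008) at 6.96 UMIs per 10,000 (95% interval 6.41 to 7.53), 7.84-fold above all other amphioxus cells (7.17 to 8.57); its highest level was in the tailbud, at 9.92. The forkhead gene *Foxaa* was highest in notochord among the 17 cell types under both of its identifiers, at 6.14 UMIs per 10,000 for BLAG04001275 (15.4-fold, 13.9 to 17.0) and 6.12 for BLAG04001273 (8.91-fold, 8.09 to 9.80). Both *Brachyury2* and *Foxaa* (BLAG04001275) were higher in notochord than in the other cells on 39 of 40 plates. *Foxab* and the data of the other species were not analysed here.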

In the pairwise comparisons with *C. intestinalis*, *X. tropicalis* and *D. rerio*, the notochord showed the strongest transcriptional similarity and shared expression of the TFs *Brachyury2* (*T)*, *Foxaa* and *Foxab* (*Foxa1* and *Foxa2)* (Fig. 2c). Conversely, in spite of sharing the same core TFs, the mouse and the amphioxus notochords exhibited low global transcriptomic similarity (Supplementary Fig. 3). This lack of conservation compared to mouse probably reflects the different structural roles that the notochord can play during development in amniote and non-amniote vertebrates. Likewise, amphioxus differentiated muscular somites resemble muscle/skeletal muscle in tunicates and the three vertebrates (Fig. 2a), albeit with different sets of TFs between species (Fig. 2c). In contrast, the non-muscular part of amphioxus somites resembles vertebrate presomitic mesoderm and shares expression of the TFs *Foxc* (*Foxc2)*, *Snail* (*Snai2)* and *Hox3* (*Hoxa3)* (Fig. 2c).

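The muscular somite cells carried the regulators of myogenesis. Compared with the non-muscular somite, the helix-loop-helix myogenic factor *Mrf1* (BLAG18000529) was 84.1-fold higher (95% interval 47.3 to 165), *Mrf2a* 7.92-fold, *Mrf2b* 7.71-fold and *Mrf4* 3.51-fold (2.86 to 4.31). Of the homeobox genes that act upstream of them in vertebrate muscle, *Six4/5* was 1.96-fold higher in muscular cells (1.42 to 2.69), whereas *Pax3/7* was 0.732-fold (0.598 to 0.888) and 0.503-fold (0.279 to 0.848) under its 2 identifiers, below its level in the non-muscular somite. *Titin-like* (BLAG17000895), related to the giant elastic protein of the sarcomere, was detected in 87.9% of muscular somite cells (median 2182 UMIs) and 1.51% of posterior epidermal cells (median 1246 UMIs), and at 500 UMIs per cell in 56.4% and 0.600%. The other species' data were not analysed here.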

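In the non-muscular somite (666 cells) the 3 factors were all enriched. The zinc-finger gene *Snail* (BLAG07001498), a regulator of cell movement out of epithelia, was at 4.61 UMIs per 10,000 and 6.54-fold above all other cells (95% interval 6.08 to 7.04). The forkhead gene *Foxc* (BLAG07001306) was at 2.71 UMIs per 10,000 and 9.18-fold higher (8.28 to 10.2); the muscular somite had more, at 8.16. *Hox3* (BLAG12000125) had the smallest of these folds, 4.30 (3.78 to 4.89), at 1.34 UMIs per 10,000. Against the median over the other cell types *Snail* fell to 2.99-fold and *Foxc* rose to 17.8-fold.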

Amphioxus neural cells also resemble vertebrate neural populations and co-express neural TFs like *Soxb1c* (*Sox2), Soxc (Sox4)* and *Neurogenin* (*Neurog3)*. These same TFs are also shared by tunicate neural cells, but the overall transcriptome does not show similarity with amphioxus neurons. 

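Among the 1243 cells of the neural type, the proneural gene *Neurogenin* (BLAG15000404) was the most restricted of the 3, at 1.13 UMIs per 10,000 and 18.9-fold above all other cells (95% interval 15.8 to 22.8). The HMG-box gene *Soxb1c* (BLAG14000923), of the family that marks neural progenitors, was 4.64-fold higher (4.27 to 5.04). *Soxc* (BLAG02000921) had the highest level, 3.51 UMIs per 10,000, and the smallest fold, 2.84 (2.65 to 3.03), which fell to 1.57 against the median over the other cell types.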

The opposite is true for the endodermal transcriptome: amphioxus endoderm transcriptome matches that of tunicates, but not vertebrate endoderm, although the TFs *Foxaa* and *Foxab* (*Foxa1* and *Foxa2)* are expressed in all of them (Fig. 2c). 

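Endodermal cells expressed *Foxaa* at 2.95 UMIs per 10,000 under BLAG04001275 and 3.98 under BLAG04001273, 7.86-fold (95% interval 7.13 to 8.66) and 6.67-fold (6.15 to 7.23) above all other cells. Under both identifiers the level was below that of the notochord cells. Expression in tunicates and vertebrates was not analysed here.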

Finally, the amphioxus anterior epidermis looks more distinct than the posterior one. Among vertebrate epidermal cells, its most similar pairs are secretory cells both in *Danio* and *Xenopus* (termed “Goblet cells” there). But it also hits different mesodermal tissues in *Danio* (e.g. the endothelium). On the other hand, the amphioxus posterior epidermis is broadly similar to many epidermal cell types of the two vertebrates, most notably the epidermal progenitors and ionocytes.

When examining the lists of shared markers between transcriptionally similar embryonic tissues/cell types (Supplementary Data 1), we observed a general overrepresentation of transcription factors (TFs) and chromatin factors compared with effector genes, as expected when comparing undifferentiated cell populations.

### The accessible chromatin landscape of amphioxus neurula stage

To interrogate the regulatory logic underlying the observed cell-specific transcriptomes, we performed bulk ATAC-seq experiments in neurula-stage embryos. We defined a total of 51,028 ATAC-seq peaks and assigned them by proximity to 19,069 genes (median 2,05 peaks per expressed gene) (Supplementary Fig. 1b–h). We then grouped these peaks according to the expression pattern of the associated genes and conducted motif enrichment analysis on these regulatory element groups, using a combination of de novo inferred and known motifs (see Methods). This analysis revealed 317 distinct motifs with significant enrichments in specific cell populations (Fig. 3a).

**Fig. 3:**
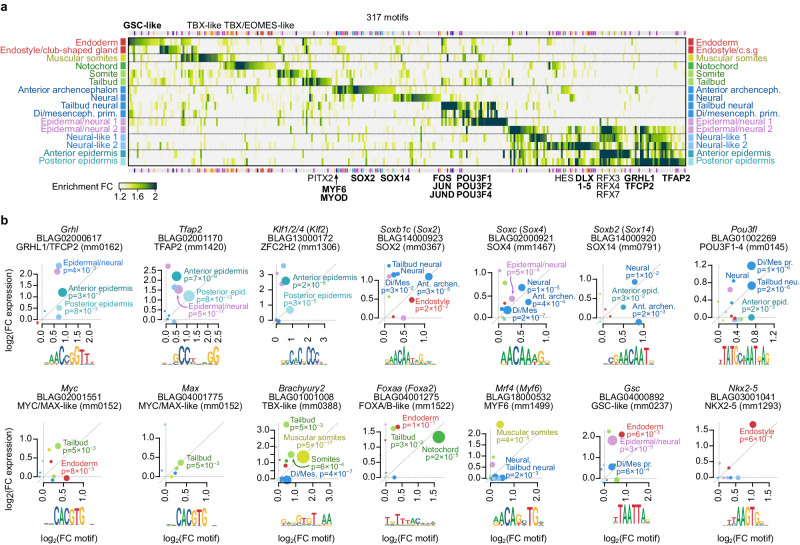
Regulatory landscape of neurula cell types. **a** Heatmap representing the enrichment of specific TF binding motifs (columns) in the regulatory regions of genes in each cell type of the amphioxus neurula (rows). Names from selected motifs are indicated next to the heatmap (in bold those that also appear in panel b). The amphioxus motif library was obtained by merging experimentally determined vertebrate motifs from CIS-BP with de novo inferred motifs for each amphioxus cell type, and removing redundancy (see Methods). Therefore, motif names do not represent specific amphioxus TFs, but rather sequence similarity with motifs of vertebrate homologs. The regulatory regions associated with each gene were obtained from a bulk ATAC-seq experiment. **b** Examples of cell type-specific amphioxus TFs whose expression levels (vertical axis, as log_2_(FC)) match the enrichment of associated motifs (horizontal axis; shown below as information content logos). Circle size is proportional to the BH-adjusted −log_10_(*p*) binomial test of motif enrichment comparing motif occurrence near cell type-specific and unspecific genes (see Methods; exact *p-*values of these tests are shown for significant enrichment at *p* < 0.01, see Source Data for a complete list). Di/mesenceph. prim= Di/mesencephalon primordium.

The identified motifs are consistent with known TF regulators in amphioxus and other metazoans and, in addition, motif enrichments often parallel the expression of the associated TFs (Fig. 3b, Supplementary Fig. 4). For example, in peaks assigned to epidermal genes, we found enrichment for motifs like Dlx, Grhl, Klf1/2/4, Rfx1/2/3 or Tfap2, coincident with the expression of *Dlx*, *Klf1/2/4* and *Tfap2* in epidermal metacells (Fig. 3b). 

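*Dlx*, *Klf1/2/4* and *Tfap2* were expressed in both parts of the epidermis. The homeobox gene *Dlx* (BLAG12000563) was at 3.83 UMIs per 10,000 in anterior and 3.58 in posterior epidermis, 4.54-fold above the non-epidermal cells when both were joined (95% interval 4.25 to 4.84). *Klf1/2/4* (BLAG13000172), a zinc-finger gene, leaned to the anterior, at 6.51 against 3.98, and was 7.37-fold higher in the joined epidermis. *Tfap2* (BLAG02001170) was the most restricted of the 3, at 12.9-fold (11.6 to 14.3), with 3.16 UMIs per 10,000 in anterior and 4.00 in posterior cells, and *Grhl*, a factor of epithelial barriers, was 6.96-fold higher. Since each part of the epidermis counts among the other cells of its counterpart, folds of a single part are smaller; for *Dlx* they were 1.94 in the anterior and 1.76 in the posterior part. *Rfx1/2/3* and the motifs in open chromatin were not analysed here.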

Interestingly, these TFs are part of the in silico reconstructed gene regulatory network controlling epidermis development described in amphioxus^54^ and are known epidermal fate determinants in vertebrates^55–58^ (Fig. 2c).

In endodermal cells, we found a slight but non-significant enrichment of a Fox motif in the regulatory regions of endodermal marker genes, possibly linked to the expression of *Foxaa* and *Foxab* in these tissues (Supplementary Fig. 4). Furthermore, in the endoderm and the endostyle, we also observed the coincident expression/motif enrichment of *Gsc* and *Nkx2-5/6*, respectively (Fig. 3b).

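*Gsc* (BLAG04000892), the homeobox gene Goosecoid, was at 5.00 UMIs per 10,000 in the endoderm, 9.52-fold above all other cells (95% interval 8.81 to 10.3), and was higher there on 38 of 40 plates. Its level was higher still in the endostyle and club-shaped gland, at 7.12, and in the tailbud, at 5.30. *Nkx2-5* (BLAG03001041), a homeobox gene of the ventral pharynx, was at 2.66 UMIs per 10,000 in the endostyle and club-shaped gland and at 0.0285 in all other cells, a 93.5-fold difference (71.3 to 123) from 144 UMIs. On the plates it was higher in 23 of the 36 that held such cells.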

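*Pou3fl* (BLAG01002269), a POU-homeodomain gene of the developing brain whose identifier is uncertain, was enriched in several neural types: 10.8-fold above all other cells in the neural type (95% interval 8.69 to 13.4), 5.47-fold in the neural tailbud (3.84 to 7.62) and 11.1-fold in the Di-Mesencephalic primordium (5.86 to 19.3). The last value rests on 13 UMIs in 38 cells and came to 5.25-fold when cells were compared within plates, a comparison added after the data were seen. *Soxb2* (BLAG14000920) was 2.63-fold higher in the neural type (2.32 to 2.96). In the anterior archencephalon *Soxb1c* was at 3.05 UMIs per 10,000, 4.05-fold above the rest (3.46 to 4.71).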

Neural cell types exhibited expression of various Sox and Pou family TFs and concomitant enrichment of their associated motifs, including *Soxc* (*Sox4*), *Soxb2* (*Sox14*), *Soxb1c* (*Sox2*, although its motif enrichment is only significant in the anterior archencephalon at *p* < 0.01), and *Pou3fl* (*Pou3f4*, with significant motif enrichment in the Di-Mesencephalic primordium^20^ and neural tailbud cells; Fig. 3b). The neural specificities of these TFs appear to be conserved across vertebrates (Fig. 2c) and SoxB1 and Pou3f family factors have been proposed as potential major regulators of nervous system development in amphioxus^54^. The activity of *Pou3fl* (*Pou3f4)* in neural tailbud cells is also consistent with the function of TFs from these families in the maintenance of stemness in vertebrates^59^. This is also the case for the *Myc*/*Max* HLHs in the non-neural tailbud population, as observed in mouse^60^.

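*Myc* (BLAG02001551), a growth regulator, was at 3.20 UMIs per 10,000 in the tailbud and 2.33-fold above all other cells, from 183 UMIs; against the median over the other cell types it was 1.90-fold higher. Its highest level was in the endostyle and club-shaped gland, at 3.70. *Max* (BLAG04001775), its dimerization partner, was spread over the embryo, at 2.92 UMIs per 10,000 in the tailbud and 2.60 elsewhere, 1.12-fold (0.958 to 1.31).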

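Of the T-box genes, 3 were enriched in the non-muscular somite cells. *Tbx15/18/22* (BLAG01000895) was the most restricted, at 1.19 UMIs per 10,000 and 24.0-fold above all other cells (95% interval 19.6 to 29.5). *Eomes/Tbr1/Tbx21* (BLAG16000298) and *Brachyury2* had higher levels, 3.23 and 3.29 UMIs per 10,000, with folds of 3.74 (3.44 to 4.05) and 3.77 (3.48 to 4.09).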

The peaks associated to genes overexpressed in non-muscular somite cell populations are enriched in T-box motifs, consistently with the expression in our dataset of various TFs of this family such as *Eomes/Tbr1/Tbx21*, *Tbx15/18/22*, and *Brachyury2* (Fig. 3b) and with previously reported expression of these genes in forming somites^61–63^. 

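*Mrf4* (BLAG18000532) was at 3.03 UMIs per 10,000 in muscular somite cells and 0.0875 in all other cells, 34.7-fold apart (95% interval 28.5 to 42.0). Its paralogues were at 4.21 (*Mrf1*), 1.65 (*Mrf2a*) and 1.41 UMIs per 10,000 (*Mrf2b*) in the same cells.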

The muscular somite population peaks are enriched in motifs shared with the non-muscular somite, but are also enriched in motifs for Myogenic Regulatory Factors (MRFs) such as *Mrf4* (*Myf6)*, which is also highly expressed in this cell type (Fig. 3b), in line with both the expression of the various amphioxus MRFs described by in situ hybridization^64^, and the role of their orthologues in vertebrate myogenesis^65^. 

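Ranked by fold among the 76 named transcription factors, *Foxaa* held the 2 places after *Mnx* and before *Brachyury2* in the notochord under its 2 identifiers. By level they were the sixth and the seventh, after *Brachyury2* as the fifth, and by the deposited fold *Brachyury2* was the fourth, *Foxaa* the fifth and the sixth and *Mnx* the seventh.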

The strongest TF-motif association concerns the previously reported notochordal marker *Foxaa* (*Foxa2)* (Fig. 3b)^44^, which is also shared with tunicates and vertebrates in our cross-species cell type comparisons (Fig. 2c). Overall, the accessible chromatin landscape of the neurula stage revealed the regulatory motif lexicons underlying amphioxus embryonic cell identities.

### Characterization of neural, endodermal and somitic cell populations

We then focused on the detailed analysis of specific cell populations. To this end, we performed separate clustering of single cells classified as belonging to the endoderm and to the somites (muscular and non-muscular). 

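The same cells were regrouped here from the UMI counts: 1065 cells of the endoderm including the endostyle, 848 somite cells and, for the neural plate, 1737 cells. Genes with more than 30 UMIs in total and more than 2 UMIs in at least 3 cells were kept, 4920, 5313 and 6155 genes; the further limits of the paper's methods, on size correlation and niche score, were not applied. Counts were scaled to 10,000 per cell and log-transformed, reduced to 30 principal components, joined to their 15 nearest neighbours and grouped with the Leiden algorithm at resolution 1. This gave 7 endoderm, 8 somite and 9 neural clusters. A cluster is called "-like" only where at least 3 fixed markers of that name were enriched against the rest of its compartment and no other list had as many. It also stayed unnamed where another list had more markers among its 10 genes of largest fold. At resolution 0.5 the numbers were 4, 4 and 5, and at resolution 2 they were 12, 14 and 17, so cluster numbers are a choice of setting. The metacell numbers of the paper's separate clusterings were not used here; the deposited annotation numbers the metacells of the whole embryo, and these are called whole-embryo metacells with their deposited number. Their agreement with the clusters, as the adjusted Rand index (1 for identical groupings, 0 for chance), was 0.438 in the endoderm, 0.486 in the somites and 0.277 in the neural plate. Clusters and metacells were made from the same counts, so the genes that differ between them describe the groups and do not test them.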

We also performed such an analysis on single cells of the neural tissue (*sensu stricto*, derived from the neural plate) that is detailed in Supplementary Note and Supplementary Fig. 5.

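Of the 7 endoderm clusters, 2 met the rule for a name. An anterior dorsal mesendoderm-like cluster of 76 cells (7.14% of the endoderm, exact binomial 95% interval 5.66% to 8.85%) had 12 of 13 marker identifiers of that region enriched (*Thsd7* and *Pax3/7* count under 2 each), led by the paired-box gene *Pax3/7* under the identifier of its mesodermal panel, at 16.1-fold above the other endodermal cells (12.8 to 20.3), and the zinc-finger gene *Zic* at 15.0-fold (10.5 to 21.6); 71 of its cells came from whole-embryo metacell 1. A cluster of 172 cells, endostyle-like by 3 of 5 markers, had *Foxe*, *Nkx2-5* and *Tbx1/10* enriched (3.29-fold, 4.55-fold and 5.38-fold), together with the posterior ligand *Wnt8* (2.95-fold), and took 100 of its cells from whole-embryo metacell 4, which is labelled endoderm, so its name is uncertain. The remaining 5 clusters had at most 1 marker of any list enriched and stay unnamed. At resolution 0.5 no more than 3 of these 13 identifiers were enriched in a single cluster.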

Concerning the endodermal compartment, we could recognize metacells corresponding to the main known territories (Fig. 4a, b and Supplementary Figs. 2 and 6). The expression of the ventral marker *Nkx2.1*^66^, together with anteriorly expressed genes such as *Dmbx*, *Fgfrl*, *Fzd5/8* and *Sfrp1/2/5*^20,31,33,67–69^ (Supplementary Fig. 6) indicates that metacell 2 corresponds to the ventral anterior endoderm territory whereas metacells 3 and 7 show a combination of marker genes that are typical of the ventral endoderm that later develops into the club-shaped gland and the endostyle such as *Foxe*, *Nkx2.5*, *Tbx1/10* and *Pax1/9*^12,47,70,71^ (Fig. 4a, b and Supplementary Fig. 6). 

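Ventral pharyngeal genes were strongest in whole-embryo metacell 3, of 87 cells. There *Foxe* reached 13.2 UMIs per 10,000, 15.3-fold above the other endodermal cells (95% interval 12.9 to 18.1), *Nkx2-5* 13.5-fold (9.97 to 18.3), *Tbx1/10* 14.0-fold and *Pax1/9* 3.05-fold. *Nkx2.1* was at 13.9 UMIs per 10,000 in the same cells (6.90-fold), beside weaker enrichment of the anterior genes *Dmbx* (2.08-fold) and *Fgfrl* (2.12-fold). Whole-embryo metacell 10, the other metacell labelled endostyle, held these genes at lower levels, with *Foxe* at 3.60, *Nkx2-5* at 0.945 and *Nkx2.1* at 6.07 UMIs per 10,000, none of them enriched within the endoderm. That comparison includes metacell 3. In the cells labelled endoderm alone *Nkx2-5* was at 0.222 and *Nkx2.1* at 1.62 UMIs per 10,000, below metacell 10. The combination of *Nkx2.1* (2.17-fold, 1.40 to 3.23) with *Sfrp1/2/5* (3.21-fold, 2.36 to 4.27), a secreted Wnt antagonist of the anterior, marked whole-embryo metacell 5, of 35 cells.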

The expression of *Pitx* in metacell 3 suggests that metacells 3 and 7 correspond to the left and right part of this territory, respectively^72^.

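*Pitx* (BLAG90000690), the homeobox gene of the left side, was at 1.98 UMIs per 10,000 in whole-embryo metacell 3 (95% interval 1.52 to 2.53) and 1.21 in metacell 10 (0.800 to 1.77), the 2 metacells labelled endostyle. Its highest endodermal level was in whole-embryo metacell 1, at 2.98 (2.44 to 3.61), 3.38-fold above the other endodermal cells.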

**Fig. 4:**
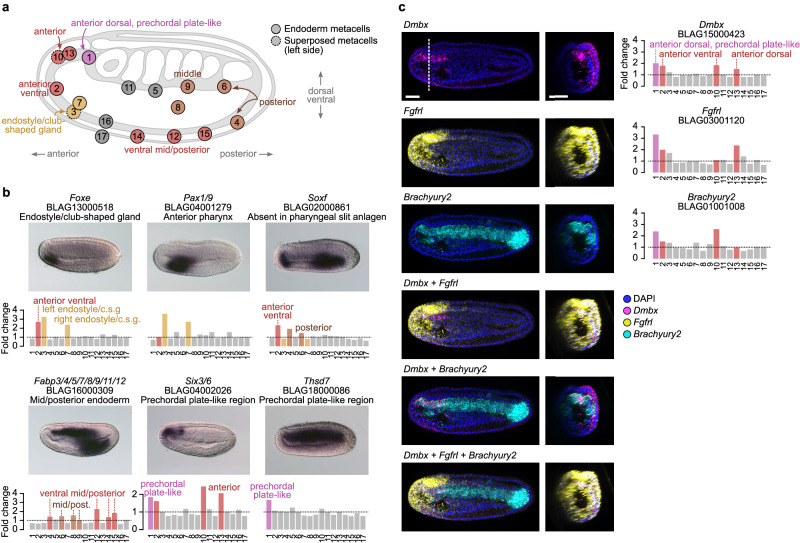
Endoderm metacell subclustering. **a** 2D projection of endodermal metacells on a side view scheme of an amphioxus neurula stage embryo with anterior to the left and dorsal to the top. **b** Gene expression as normalized fold changes of selected gene markers and corresponding ISH (*n* = 10 embryos). Gene expression is shown as density maps representing UMI counts (per 10,000 UMIs) in each cell, with cells positioned in the vicinity of their corresponding metacells. **c** Multiple in situ hybridization for *Dmbx*, *Fgfrl* and *Brachyury2* (*n* = 5 embryos). Lateral views are shown on the left, with anterior to the left and dorsal to the top. Optical cross-sections at the level of the dotted line are also shown. The labeling intensity is stronger on one side due to the thickness of the embryo that was imaged on one side after mounting. The three genes are coexpressed in the anteriormost region of the dorsal mesendoderm (metacell 1). Normalized fold change expression of each marker is shown on the right. Scale bar: 25 µm.

Posterior to that, metacells 16 and 17 that are characterized by low or no expression of *Soxf* correspond to the first pharyngeal slit anlagen^73^ while metacell 14 expresses both *Irxc* and *Foxaa*, a combination specifically observed in a region that is just behind it^44,74^ (Fig. 4a, b and Supplementary Fig. 6). 

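*Soxf* was lowest in whole-embryo metacell 9, with 2 UMIs in 64 cells, or 0.369 per 10,000 (95% interval 0.0447 to 1.33), 0.131-fold of the level in the other endodermal cells. Whole-embryo metacell 8 followed at 1.07 (0.430 to 2.21). *Irxc*, an Iroquois homeobox gene, was enriched in whole-embryo metacell 7 (2.32 UMIs per 10,000, 2.75-fold, 1.48 to 4.70), which had *Foxaa* at 2.49 under BLAG04001273 and 0.828 under BLAG04001275, below the other endodermal cells. These 3 metacells are shallow, with medians of 749, 945 and 557.5 UMIs per cell, which limits what a low level shows.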

Metacells 5 and 11 express *Pax1/9* but no ventral markers and could correspond to the dorsal mid endoderm region^70^ (Fig. 4a, b). 

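In the mid and posterior endoderm, whole-embryo metacells 9 and 12 shared the homeobox gene *Nkx2.2* (3.09-fold and 3.58-fold above the other endodermal cells) and *Foxaa* under BLAG04001275 (3.10-fold and 2.21-fold); under BLAG04001273 *Foxaa* was 1.22-fold (0.808 to 1.77) and 1.14-fold (0.931 to 1.38). The fatty acid-binding protein gene *Fabp3/4/5/7/8/9/11/12* (BLAG16000309) was at 3.65 UMIs per 10,000 in metacell 12 (3.04-fold, 95% interval 2.37 to 3.87) and 2.77 in metacell 9 (2.00-fold, 1.11 to 3.34). *Gata4/5/6*, a zinc-finger gene of the ventral endoderm, was at 2.52 UMIs per 10,000 in metacell 12 and 1.48 in metacell 9, with intervals of 1.92 to 3.24 and 0.637 to 2.91.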

Metacells 8 and 12 show a very similar profile with an enrichment in transcripts of mid/posterior endoderm markers such as *Nkx2.2*, *Foxaa*^44,75^ (Supplementary Fig. 6), and *Fabp3/4/5/7/8/9/11/12*, a marker described here for the first time (Fig. 4a, b). Metacell 12 additionally expresses *Gata4/5/6*, indicating that the corresponding cells are more ventral than those from metacell 8^14^ (Supplementary Fig. 6). Metacell 9 has a transcriptional profile similar to that of metacells 8 and 12 combining expression of the mid/posterior marker *Foxaa*^44^ (Supplementary Fig. 6) and absence of *Pax1/9* expression^70^ (Fig. 4a, b). The posterior marker *Wnt8*^76^ is expressed in metacells 4 and 6 with metacell 4 also expressing the ventral marker *Gata4/5/6*^14^, and, hence, representing the ventral posterior territory (Supplementary Fig. 6).

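Whole-embryo metacell 4, of 112 cells, combined both genes. *Wnt8* (BLAG15000542), a secreted ligand of the posterior, was at 4.19 UMIs per 10,000 there, 4.42-fold above the other endodermal cells (95% interval 3.65 to 5.36), and *Gata4/5/6* (BLAG16101155) was at 3.43 (2.41-fold, 2.00 to 2.89). In whole-embryo metacell 8 *Gata4/5/6* was 2.07-fold higher (1.32 to 3.12) with *Wnt8* at 1.22, 0.773-fold (0.331 to 1.54).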

Finally, metacells 1, 10 and 13 are characterized by an enrichment in anterior markers *Dmbx*, *Fgfrl*, *Fzd5/8* and *Sfrp1/2/5*^31,33,67–69^ as well as *Six3/6*, *Six4/5* and *Zic*^77,78^ (Fig. 4a, b and Supplementary Fig. 6). They show a transcriptional signature of the anterior dorsal mesendoderm, a region which is continuous with the notochord per se posteriorly, and which is continuous laterally with the endoderm per se. 

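All 7 anterior genes were enriched in whole-embryo metacell 1, of 90 cells. *Sfrp1/2/5* (BLAG06001050) had the highest level, 19.8 UMIs per 10,000, 8.44-fold above the other endodermal cells (95% interval 7.55 to 9.45). The FGF receptor-like gene *Fgfrl* (BLAG03001120) was 5.37-fold higher (4.50 to 6.39), *Fzd5/8* 7.43-fold and the homeobox gene *Dmbx* (BLAG15000423) 3.18-fold (2.34 to 4.27). Among the remaining factors, *Zic* was 16.8-fold, *Six3/6* 4.03-fold and *Six4/5* 2.74-fold higher. A weaker form of the same set was found in whole-embryo metacell 6, of 67 cells, where *Six3/6* (4.36-fold), *Fgfrl* (2.47-fold), *Zic*, *Six4/5* and *Dmbx* were enriched but *Fzd5/8* (1.98-fold) and *Sfrp1/2/5* (1.61-fold) were not.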

Metacell 1 is also expressing *Thsd7* described here (Fig. 4a, b), together with *Brachyury2*, *Pax3/7* and *Zeb*^54,63,79^ and lacks *Nkx2.1* expression^80^ (Supplementary Fig. 6) suggesting it represents the axial part of this region, whereas metacells 10 and 13, expressing *Nkx2.1*, would correspond to the paraxial more ventral portion that latter form the left and right Hatschek’s diverticula^80^ (Supplementary Fig. 6). Therefore, metacell 1 represents a potential prechordal plate-like territory showing a transcriptomic profile characterized by anterior and axial markers together with endodermal markers.

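The axial genes followed the anterior ones into whole-embryo metacell 1. *Brachyury2* was at 7.15 UMIs per 10,000 in these cells, 4.22-fold above the other endodermal cells (95% interval 3.59 to 4.94), and the paired-box gene *Pax3/7* (BLAG11000799) at 7.06, 16.3-fold (12.9 to 20.6). The zinc-finger gene *Zeb* was 5.72-fold higher than in the other endodermal cells (4.28 to 7.63) and 2.25-fold higher than in all other cells of the embryo, a fold that fell to 1.93 against the median over the cell types and to 1.96 within plates. *Thsd7*, a thrombospondin-domain gene, was 3.92-fold higher under BLAG18000086 (2.87 to 5.31) and 2.24-fold under BLAG12000338 (1.44 to 3.39). *Nkx2.1* was below the other endoderm, at 0.429-fold (0.320 to 0.563), but not at 0, with 55 UMIs or 1.56 per 10,000. In whole-embryo metacell 6, with the weaker anterior set, *Nkx2.1* stood at 4.73. The other identifier of *Pax3/7* gave 1.04-fold (0.198 to 3.50).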

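Anterior and axial genes were found in the same single cells. Of the 1065 endodermal cells, 57 held UMIs of both *Dmbx* and *Brachyury2*, against 27.7 expected from independent detection, a ratio of 2.06 (exact 95% interval 1.57 to 2.64). For *Fgfrl* with *Brachyury2* the numbers were 84 and 49.5, a ratio of 1.70 (1.36 to 2.08). All 3 genes were detected together in 34 cells, 16 of them in whole-embryo metacell 1 and 8 in metacell 3, where independent detection predicts 5.49 over the endoderm. With the expected number summed over metacells, the ratios were 1.29 for *Dmbx* (0.984 to 1.66) and 1.14 for *Fgfrl* (0.918 to 1.40), intervals that include 1, and with cells thinned to 500 UMIs that of *Dmbx* was 1.47 (0.402 to 3.76). A UMI of *Dmbx* was found in 10.5% of cells labelled endoderm (median 1936 UMIs) and in 6.11% of notochord cells (median 1530), or 3.37% and 2.39% at 500 UMIs. From the anterior, axial and endodermal genes of this group, the paper proposes a prechordal plate-like territory.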

We validated the existence of this cell population by undertaking multiple in situ hybridization for *Dmbx*, *Fgfrl* and *Brachyury2*, showing a clear overlap of expression in the anterior tip of the dorsal axial mesendoderm (Fig. 4c). Such territory was already proposed to exist in amphioxus based on both cell behavior and gene expression of several marker genes^21,22,28^ but our data highlight the strong difference in its transcriptomic profile compared to the other notochord cells, reinforcing the idea that ancestral chordates possessed a prechordal plate-like region that later evolved specific functions in vertebrates.

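Whole-embryo metacell 1 and the 409 notochord cells shared *Brachyury2*, at 1.03-fold of the notochord level (95% interval 0.884 to 1.19). Anterior genes were higher in metacell 1, with *Otx* 38.3-fold (24.3 to 63.5), *Fgfrl* 13.3-fold (9.59 to 18.9), *Six3/6* 10.4-fold and *Gsc* 2.24-fold, as were the endodermal genes *PLAC8 motif-containing protein 1* (6.30-fold) and *Soxf* (10.9-fold). Notochord genes were lower: *Tenascin* stood at 0.143-fold (0.0975 to 0.203), *Crtac1a* at 0.0844-fold, *Mnx* at 0.146-fold and the BMP antagonist *Chordin* at 0.117-fold (0.0613 to 0.203). *Foxaa* was at 0.162-fold under BLAG04001275 and 0.834-fold under BLAG04001273. Relative to the somites, *Otx* and *Gsc* in metacell 1 were 31.7-fold and 43.2-fold higher, and relative to the anterior archencephalon *Brachyury2* was 47.5-fold higher.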

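Of the 8 somite clusters, 5 could be named. A muscular-like cluster of 107 cells had all 8 muscle markers enriched, with *MLC-alk* 122-fold above the other somite cells (95% interval 99.1 to 153), and a tailbud-like cluster of 163 cells had all 8 tailbud markers, with *Wnt1* at 28.8-fold (24.2 to 34.5). Ventral-like clusters of 96 and 94 cells had 5 and 3 of 5 ventral markers enriched, and a first somite pair-like cluster of 96 cells had 3 of 4 markers of that pair, as did the larger ventral-like cluster. The remaining 3 clusters carried at most 2 markers of any list.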

Re-clustering of cells assigned to the somites resulted in 12 metacells (Fig. 5a, b and Supplementary Figs. 2 and 7). 

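Muscle genes peaked in whole-embryo metacells 14 and 15, the 2 metacells labelled muscular somite. *Titin-like* was at 41.3 UMIs per 10,000 in metacell 14, 20.1-fold above the other somite cells (95% interval 18.1 to 22.4), and 8.89 in metacell 15. The contractile gene *MLC-alk* was higher in metacell 15 than in 14 (29.2 and 24.0), as was *Mef2* (23.6 and 15.6), whereas the myogenic factors *Mrf1* (3.18 and 6.19) and *Mrf4* (1.45 and 6.09) were lower. *Lmo4*, a LIM-domain gene, was enriched in both (4.45-fold and 5.70-fold).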

As expected, we found a population (metacell 8) with a profile typical of the muscular part of somites that starts to differentiate, characterized by the expression of *Mef2*, *Lmo4*, several MRFs, together with *MLC-alk*^64,81,82^ (Supplementary Fig. 7) and the *Titin-like* marker described here (Supplementary Figs. 2 and 7). 

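The genes *Brachyury2*, *Delta* and *Twist-like* (BLAG19000659), the last a helix-loop-helix factor, were enriched together in whole-embryo metacell 25, at 2.68-fold, 2.51-fold and 4.81-fold above the other somite cells. There *Titin-like* stood at 1.46 and *Mrf4* at 1.24 UMIs per 10,000, neither enriched against the other somite cells. These include the muscular metacells 14 and 15, so the comparison does not show that the genes were absent. Both levels lay above the medians over the cell types of the embryo, 0.160 for *Titin-like* and 0.0183 for *Mrf4*. Whole-embryo metacell 20, of 48 cells, joined *Brachyury2* (4.25-fold) and *Twist-like* (2.24-fold) with *Mrf4* (2.97-fold, 95% interval 1.74 to 4.75), and the muscular metacell 14 joined *Delta* (2.36-fold) with the muscle genes.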

Metacells 7 and 9 have similar profiles and also express *Titin-like* and several MRFs^64^ (Supplementary Figs. 2 and 7) together with *Brachyury2*, *Delta*^39,63^ and the newly described gene *Twist-like* (Supplementary Figs. 2 and 7). They hence correspond to the last somites that have just been formed, with metacell 7 more posterior as indicated by the expression of *Wnt1* or *Wnt4*^76^.

**Fig. 5:**
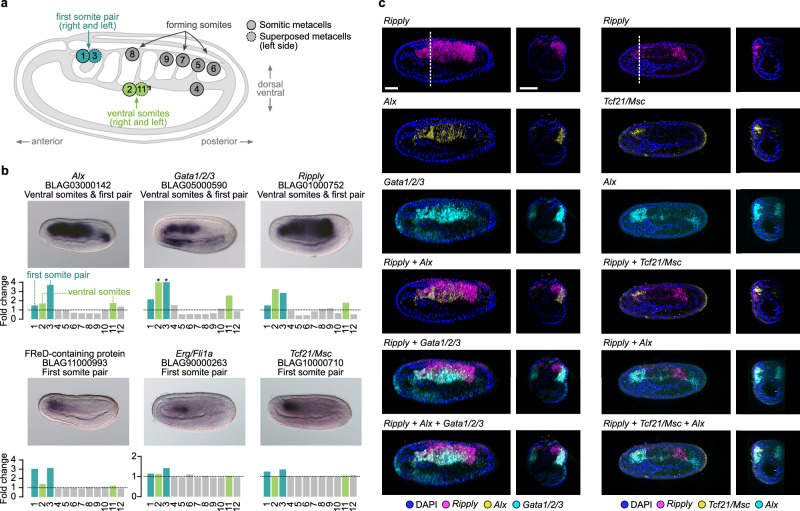
Somite metacell subclustering. **a** 2D projection of somitic metacells on a side view scheme of an amphioxus neurula stage embryo, with anterior to the left and dorsal to the top. **b** Gene expression as normalized fold changes of selected gene markers and corresponding ISH (*n* = 10 embryos). **c** Multiple in situ hybridization for *Ripply+Alx+Gata1/2/3* and *Ripply+Tcf21/Msc+Alx* (*n* = 5 embryos). Lateral views are shown on the left, with anterior to the left and dorsal to the top. Optical cross-sections at the level of the dotted line are also shown. The labeling intensity is stronger on one side due to the thickness of the embryo. *Ripply*, *Alx* and *Gata1/2/3* are coexpressed in the non-muscular part of formed somites (metacells 2 and 11) whereas *Ripply*, *Tcf21/Msc* and *Alx* are coexpressed in the first somite pair (metacells 1 and 3). Scale bar: 25 µm.

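Whole-embryo metacell 24, of 62 cells, held the tailbud genes of the somites. *Wnt1* reached 25.0 UMIs per 10,000, 8.80-fold above the other somite cells (95% interval 7.82 to 9.89), with *Wnt6* 8.05-fold and *Wnt4* 3.34-fold higher. The homeobox gene *Otp* was 8.15-fold, *Nanos* 7.81-fold and *Vasa* 3.29-fold higher, and so were *SF2 family helicase* (BLAG07000948; 5.09-fold) and the RNA-binding gene *Bicc* (BLAG15000685; 2.63-fold). The same cells carried *Brachyury2* at 3.47-fold and *Mrf4* at 3.90-fold (3.00 to 5.03). A second group with *Wnt1* (6.94-fold) and *Otp* (5.03-fold), whole-embryo metacell 23, had *Mrf4* at 0.531-fold (0.353 to 0.771). The other somite cells include the muscular metacells 14 and 15, so this does not show that *Mrf4* was absent.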

More posteriorly, metacell 5 is characterized by the expression of newly described tailbud gene markers such as *Bicc*, and *SF2 family helicase* (Supplementary Figs. 2 and 7), together with *Nanos*, *Otp*, *Vasa*, and *Wnt1*, *4* and *6*^20,46,76^ but also expresses *Brachyury2* and *Mrf4*, a combination corresponding to the tailbud somitic part^63,64^ (Supplementary Fig. 7). Metacells 4 and 6 also express tailbud markers but do not express MRF genes. Moreover, metacell 4 is characterized by an enrichment in transcripts of the ventral markers *Gata1/2/3* and *Vent1/Vent2*^11,14,83^ (Fig. 5a, b and Supplementary Fig. 7).

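In the whole-embryo metacells with tailbud genes, *Vent1*, a ventral homeobox gene, was at 6.96 UMIs per 10,000 in metacell 24 (1.70-fold of the other somite cells, 95% interval 1.40 to 2.04) and 1.32 in metacell 23. *Gata1/2/3* was low in both, at 0.334 and 0.463. Against all other cells of the embryo, *Vent1* was 2.73-fold higher in metacell 24 (2.27 to 3.25), *Alx* 6.34-fold (4.11 to 9.36) and *Vent2* 1.52-fold. The metacells of the paper's somite clustering were not analysed here.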

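A lateral and ventral set of genes, the homeobox gene *Alx* (BLAG03000142), the zinc-finger gene *Gata1/2/3* (BLAG05000590), the co-repressor *Ripply* (BLAG01000752) and the homeobox genes *Vent1* and *Vent2*, was enriched as a whole in the first ventral-like cluster. *Gata1/2/3* was 5.68-fold above the other somite cells there (95% interval 5.16 to 6.24), *Alx* 3.60-fold and *Ripply* 2.58-fold. In the second ventral-like cluster *Vent1* (4.13-fold), *Vent2* (3.51-fold) and *Alx* (2.06-fold) were enriched, with *Gata1/2/3* at 1.76-fold. Both clusters were named from these genes, so the enrichment describes the clusters and does not test them. Single cells joined the genes: 178 of 848 somite cells held both *Gata1/2/3* and *Alx*, 2.02 times the 88.3 expected from independent detection (1.76 to 2.29), and 195 held *Gata1/2/3* and *Ripply* (1.67 times, 1.47 to 1.89). *Ripply*, *Alx* and *Gata1/2/3* met in 124 cells. With the expected number summed over metacells the ratios were 1.20 (1.04 to 1.36) and 1.09 (0.959 to 1.23), and the interval for *Ripply* includes 1. *Gata1/2/3* had a UMI in 45.0% of non-muscular somite cells (median 3001.5 UMIs) and in 17.8% of anterior epidermal cells (median 2061), or 20.4% and 5.08% at 500 UMIs.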

Concerning the four putative compartments of formed somites proposed by Young and colleagues^17^, we could only recognize, apart from the myotome region (clusters 7, 8 and 9), a non-myotome region (corresponding to cell clusters 2 and 11) enriched in markers expressed in territories described as lateral and/or ventral such as *Alx*, *Gata1/2/3, Ripply* and *Vent1/Vent2*^11,14,42,84^ (Fig. 5a–c and Supplementary Fig. 7). We validated the existence of these cell populations using in situ hybridization for *Alx*, *Gata1/2/3* and *Ripply*, which showed co-expression of the three genes in the non-myotome region of somites (Fig. 5c). To simplify, we will refer to the non-myotome portion of somites as the “ventral somite” throughout the remainder of the manuscript.

Finally, the most important novelty concerns the first somite pair, which clearly shows a transcriptomic profile divergent from the other pairs. Metacells 1 and 3 correspond to this first pair of somites, with metacell 1 representing the right somite, and metacell 3 the left one (Fig. 5a, b). Indeed, contrary to metacell 1, cells of the latter express the left side marker *Pitx*^72^ as well as *Gremlin*, which is expressed in the first left somite at this stage^85^ (Supplementary Fig. 7). Both metacells express the anterior marker *Fgfrl*^31^ (Supplementary Fig. 7), and three newly described markers: *Erg/Fli1a*, *Tcf21/Msc* and *FReD containing protein* (Fig. 5a, b and Supplementary Fig. 7). They also express the ventral somite marker genes *Alx*, *Gata1/2/3*, *Ripply* and *Vent1/Vent2*^11,14,42,83,84^ (Fig. 5a, b and Supplementary Fig. 7). 

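The left-side genes differed between whole-embryo metacells 26 and 27. *Gremlin* (BLAG04000087), a secreted BMP antagonist, was at 2.97 UMIs per 10,000 in metacell 27 (95% interval 2.54 to 3.46) and 0.0889 in metacell 26 (0.0289 to 0.207), and *Pitx* at 2.26 (1.88 to 2.69) and 0.498 (0.331 to 0.719). Against all other somite cells, metacell 27 was 15.7-fold higher for *Gremlin* and 3.70-fold higher for *Pitx*. No deposited label marks the first somite pair, and 87 of the cells of metacell 27 lay in the first ventral-like cluster. From such a difference between its paired metacells, the paper concludes that they are the right and the left part of the first somite pair.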

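In whole-embryo metacell 26, of 98 cells, all 4 genes were enriched. *FReD containing protein* (BLAG11000993), a fibrinogen-related gene, was at 4.60 UMIs per 10,000, 7.15-fold above the other somite cells (95% interval 5.84 to 8.78), *Fgfrl* was 4.02-fold (3.02 to 5.35), the helix-loop-helix gene *Tcf21/Msc* (BLAG10000710) 4.79-fold (2.40 to 9.60) and the ETS gene *Erg/Fli1a* 2.59-fold (1.43 to 4.57) higher. In metacell 27, of 112 cells, *Fgfrl* (2.27-fold) and *Erg/Fli1a* (2.79-fold) were enriched, while *Tcf21/Msc* (1.99-fold) and *FReD containing protein* (1.97-fold) stood just below 2. *Tcf21/Msc* rests on 20 and 12 UMIs in the 2 metacells; it was found with *Ripply* in 18 of 848 somite cells where 8.02 were expected from independent detection. The expected number summed over metacells gave a ratio of 1.24 (0.738 to 1.95) in place of 2.25.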

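The ventral genes were stronger in whole-embryo metacell 27 than in metacell 26. *Gata1/2/3* was at 17.3 UMIs per 10,000 in metacell 27 (95% interval 16.2 to 18.4) and 8.02 in metacell 26 (7.30 to 8.79), *Ripply* at 12.0 and 6.61, and *Alx* at 4.89 and 2.58. All 5 ventral genes were enriched in metacell 27 against the other somite cells, from 2.46-fold (*Vent2*) upwards. In metacell 26 *Gata1/2/3* (1.51-fold), *Alx* (1.44-fold) and *Ripply* (1.29-fold) stayed below 2, and *Vent1* (0.506-fold) and *Vent2* (0.677-fold) were below their level in the other somite cells. Against all other cells of the embryo, the first 3 were enriched in metacell 26 as well, *Gata1/2/3* 5.80-fold (5.25 to 6.39), *Alx* 13.4-fold and *Ripply* 10.7-fold, while *Vent1* (0.924-fold) and *Vent2* (1.66-fold) were not; compared within plates, a comparison added after the data were seen, *Vent1* was 1.43-fold and *Vent2* 2.21-fold, above the limit, and *Ripply* 19.0-fold.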

To note, no Wnt genes are expressed in these metacells, whereas the ventral markers are expressed together with *Wnt16*^76^ in metacells 2 and 11 that correspond to the ventral region of the formed somites posterior the the first pair (Supplementary Fig. 7). 

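*Wnt16* (BLAG05000999), a secreted ligand, was at 1.71 UMIs per 10,000 in whole-embryo metacell 27 (95% interval 1.38 to 2.09), 1.15 in metacell 21, where *Vent1* and *Vent2* were highest among the somite metacells, and 0.267 in metacell 26 (0.149 to 0.440). *Wnt8* was at 4.18 in metacell 21 and 0.391 in metacell 26, with 2.94 in metacell 27. The muscular metacells 14 and 15 had the most *Wnt16*, 2.19 and 2.95 UMIs per 10,000. The first somite pair-like cluster held *Wnt16* at 0.338 and the first ventral-like cluster at 1.89.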

Interestingly, *Erg/Fli1a* is orthologous to *Fli-1* which is implicated in vertebrate hemangioblast development together with *Vegfr* and *Scl/Tal-1*^86^. It has been shown that the amphioxus orthologs of these genes are also expressed in the first pair of somites^14^, reinforcing the proposition of homology between this first pair and the embryonic hematopoietic/angiogenic field of vertebrates that derives from the lateral plate mesoderm. On the other hand, *Tcf21/Msc* is orthologous to *Tcf21/Capsulin* and *Msc/MyoR* are main regulators of head muscle myogenesis in vertebrates, upstream of MRFs^87–89^, suggesting that the first somite pair of amphioxus has a profile that resembles both vertebrate head and lateral plate mesoderm. We further validated the co-expression of *Tcf21/Msc* with *Ripply* and *Alx* in the first somite pair (Fig. 5c).

### The evolution of the chordate anterior mesoderm

The most striking feature of the amphioxus neurula highlighted by our data is the presence of three cell populations with a peculiar transcriptional profile: cells of the first left and right somites (metacells 1 and 3, Fig. 5a, b), and cells that could correspond to a prechordal plate-like structure (metacell 1, Fig. 4a, b). The first somite pair in amphioxus has long been proposed as being distinct from the other pairs, and we previously showed that this somite pair is the only one whose formation is controlled by the FGF signaling pathway^22,23,90^. Our molecular atlas additionally shows that the cells of the first pair of somites transcriptionally resemble vertebrate head and lateral plate mesoderm (metacells 1 and 3, Fig. 5 and Supplementary Fig. 7), while the cells of the ventral part of amphioxus somites posterior to the first pair express orthologues of genes expressed in vertebrates lateral plate mesoderm or derivatives (metacells 2 and 11, Fig. 4 and Supplementary Fig. 6). These data support the homology we and others proposed between vertebrate lateral plate mesoderm and amphioxus ventral part of the somites, as well as the ventral origin of vertebrate cranial/pharyngeal mesoderm.

Such proposed homology based on transcriptomic profile should reflect a conserved regulatory logic. Considering homology at the level of gene expression regulation, we reasoned that if our scenario for vertebrate mesoderm evolution supported by our cell atlas is correct, regulatory regions of genes that are active in the ventral region of the somites at the neurula stage in amphioxus could drive expression of a reporter gene in the vertebrate lateral plate and head mesoderm, as a reminiscence of an ancestrally shared regulatory program. Among such genes, *Gata1/2/3* is the transcription factor with the highest enrichment (fold change) in metacells 2 and 11 of the somite reclustering analysis (Fig. 5a, b), which we could assign to the ventral region of the somites. 

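Among the named transcription factors with at least 10 UMIs, *Gata1/2/3* was the second by fold in whole-embryo metacell 27 (5.48-fold above the other somite cells, 95% interval 4.98 to 6.03), after *Gata4/5/6* (6.36-fold, 5.42 to 7.46), and it had the higher level of the 2. In whole-embryo metacell 21, the other metacell with ventral genes, it was the tenth at 1.28-fold, behind *Vent1* (3.54-fold) and *Vent2* (3.26-fold). The metacells in which the paper ranks the factors were not analysed here.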

We first decided to test for the function of Gata1/2/3 in amphioxus embryogenesis to validate its role in the development of the ventral region of the amphioxus somites.

We showed that overexpression of a constitutive repressor form (Gata1/2/3-engrailed) induced somite defects clearly visible at the N4 stage (Fig. 6). Indeed, although the dorsal *MLC-alk* expressing region, which later form the muscles, is little affected, the ventral *Alx*-positive part, which normally elongates at this stage, has formed anarchically organized epithelial spheres, surrounded by a basal lamina, which have colonized the ventral region in embryos with the strongest phenotype (Fig. 6). These data demonstrate that Gata1/2/3 plays a major role in the development of this somite compartment and that repression of expression of its target genes induces a loss of coordinated cell-shape changes and migration.

**Fig. 6:**
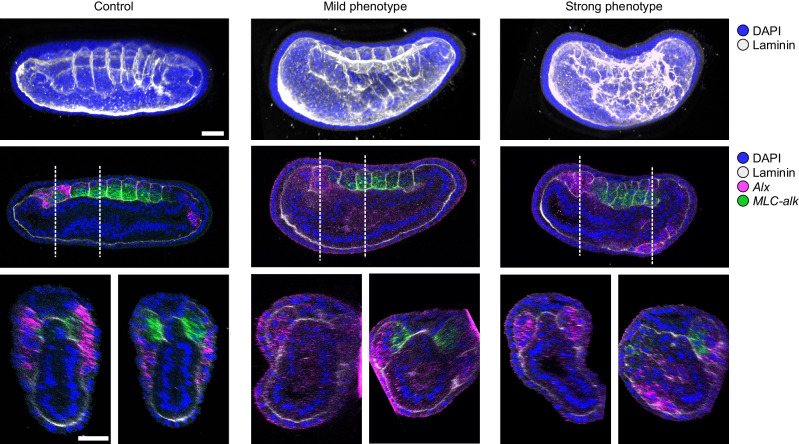
Phenotype of N4 stage embryos after overexpression of a constituve repressor form of Gata1/2/3. Control embryos (*n* = 5), injected embryos with a mild phenotype (*n* = 5/10) and injected embryos with a strong phenotype (*n* = 5/10) from two independent injection experiments were processed for double in situ hybridization for *MLC-alk* and *Alx* followed by immunostaining against Laminin. Side views of 3D reconstructions of the nuclei and Laminin labeling are shown on the top, with anterior to the left and dorsal to the top. Sections in side views showing all the chanels are shown below, as well as transverse optic sections at the level indicated by the white lines. *MLC-alk* is expressed in the myotome region of the somites that is little affected. *Alx* is expressed in the ventral region of the somites that is completely disorganized in injected embryos, as revealed by anti-Laminin labeling. Scale bar: 25 µm.

We hence decided to test whether the regulatory elements controlling the expression of amphioxus *Gata1/2/3* at the neurula stage are recognized by any tissue/cell type specific regulatory state in zebrafish, which would point at evolutionary conservation (at least partially) of *Gata1/2/3* regulation. We show that one of the putative regulatory regions selected using ATAC-seq data (Supplementary Fig. 8a) was able to drive the expression of the *eGFP* reporter gene in zebrafish embryonic regions that partly overlap with the expression of *Prrx1a* in the head mesoderm and finbuds (Supplementary Fig. 8b and Supplementary Fig. 9a). This suggests that *Gata1/2/3* in the chordate ancestor probably already had the potentiality to be recruited during vertebrate evolution for expression in the pharyngeal and lateral plate mesoderm. However, these data still need to be supported by a more precise analysis of reporter expression domains at different developmental stages.

In vertebrates, both the anterior axial (prechordal plate) and pharyngeal/cranial mesoderm structures develop into different muscle populations: the extraocular muscles, and several facial/branchial muscles, respectively^10^. Interestingly, myogenesis in these cells, although it is mediated by the activity of members of the MRF family, is controlled by the upstream factors *Pitx2* (extraocular muscles) and *Tbx1* (pharyngeal muscles) and not by *Pax3/7* and *Six1/2* factors as it is the case for muscles deriving from the somites^10,89,91^. In amphioxus, we previously showed that all the somites form under the control of *Pax3/7*, *Six1/2* and/or *Zic*^23^. Moreover, *Pitx*, the ohnologue of vertebrate *Pitx1*, *Pitx2* and *Pitx3*, has been shown by in situ hybridization to be expressed on the left side of the embryo and in few neurons and is controlling left/right asymmetry^36,72,92^, while we observed in our data its expression only in two metacells (3 and 11) in the somite subclustering atlas (Supplementary Fig. 7). On the other hand, *Tbx1/10* has been shown to be expressed long after MRFs in the amphioxus somites^23,71^ and we showed in our data a reduced expression in metacell 8 in the somite subclustering atlas (Supplementary Fig. 7), metacell we assigned to the muscular part of the trunk somites, while its expression was not detected in the other metacells expressing MRFs. Furthermore, functional analysis by TALEN mutagenesis or morpholino injection for *Pitx*^93^ and *Tbx1/10*^94^ respectively, showed that knockout or knockdown of these genes did not alter somite development.

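Across the somites, *Pitx* was highest in whole-embryo metacells 27 and 21, the latter at 2.22 UMIs per 10,000 (95% interval 1.53 to 3.12) and 2.61-fold above the other somite cells. The muscular metacell 14 came next at 1.65 (1.13 to 2.31), from 33 UMIs, and 0.724 was found in metacell 15. Muscular and non-muscular somite cells as a whole differed by 1.16-fold (0.861 to 1.55). A UMI of *Pitx* was found in 9.76% of non-muscular somite cells and in 6.15% of anterior epidermal cells (medians 3001.5 and 2061 UMIs), or 3.99% and 2.09% with cells thinned to 500 UMIs. *Pitx* and at least 1 of the *Mrf* genes were detected together in 32 somite cells, 1.25 times the number expected from independent detection (0.862 to 1.75).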

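*Tbx1/10* (BLAG01102804) had 7 UMIs in whole-embryo metacell 14 and 17 in metacell 15, the muscular metacells, or 0.349 and 0.440 per 10,000 (95% intervals 0.140 to 0.719 and 0.256 to 0.704). None was counted in the 666 non-muscular somite cells. With 3 UMIs taken for the count of 0, the muscular cells were 32.7-fold higher. That value is set by the replacement and is not the lower end of an exact interval. A UMI was found in 8.24% of muscular cells (median 2182 UMIs) and 0.220% of anterior epidermis cells (median 2061), or 1.68% and 0.0643% at 500 UMIs. *Tbx1/10* and *Pitx* met in 3 somite cells, with 1.68 expected from independent detection, too few to tell the ratio from 1 (0.368 to 5.20).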

If our scenario of head mesoderm evolution is correct, it implies that *Pitx2* and *Tbx1* were co-opted for the control of myogenesis in the vertebrate head. In order to test this co-option, we investigated the activity of putative regulatory regions of amphioxus *Pitx* and *Tbx1/10* in zebrafish reporter assays. In the case of *Tbx1/10*, one genomic region tested was able to drive the expression of the reporter gene in head and finbud regions that partly overlap with *Prrx1a* expression territories (Supplementary Fig. 8c, d, and Supplementary Fig. 9b). This suggests that *Tbx1/10* in the chordate ancestor probably contained regulatory information that allowed its later recruitment in the vertebrate head mesoderm for a new function as a myogenesis controlling factor. In the case of *Pitx*, one region drove a restricted reporter expression in the zebrafish hatching gland (Supplementary Fig. 8e, f). Interestingly, this structure derives from the anterior prechordal plate and expresses *Pitx2*^95–98^, suggesting that the *Pitx* gene in the chordate ancestor already had the potentiality to be recruited in this mesoderm region during vertebrate evolution. However again, these data still need to be supported by a more precise analysis of reporter expression domains at different developmental stages.

To conclude, our results support a scenario for the emergence of the vertebrate lateral plate mesoderm and cranial/pharyngeal mesoderm through the segregation of pre-existing cell populations (homologous to amphioxus ventral part of the somites, first pair and posterior, respectively), which, by becoming partly independent from the somites, could evolve new structures in the trunk and in the head (Fig. 7). We also provide new evidence of the existence of a prechordal plate-like territory in amphioxus and give insights into how the appearance of vertebrate head muscles developing from the prechordal plate and cranial/pharyngeal mesoderm might have been achieved through the co-option of *Pitx2* and *Tbx1* for the control of myogenesis.

**Fig. 7:**
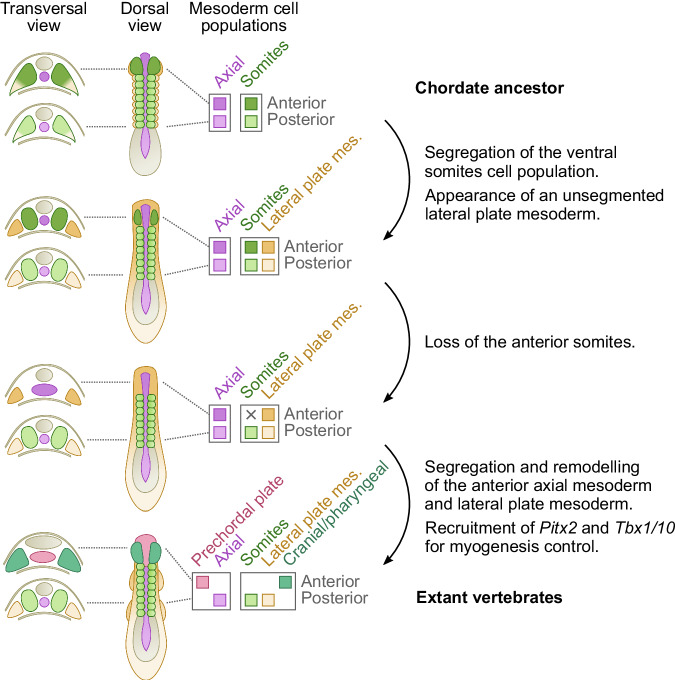
Evolutionary scenario for mesoderm evolution in chordates. Schemes of putative embryos in dorsal views with anterior to the top are shown, with transverse sections at the level of the anterior and trunk regions on the left. Diagrams on the right represent mesoderm cell populations that were inferred at each step. We propose that the chordate ancestor possessed a mesoderm organized in an axial domain with two cell populations: a prechordal-plate like region in the anterior part (dark purple), and a notochord (light purple) more posteriorly; and a paraxial domain completely segmented into somites (green), containing in the ventral part a cell population homologous to the ventral part of amphioxus somites (orange), and showing heterogeneity between the anterior (dark orange/green) and trunk (light orange/green) regions. During the first step of evolution, we propose that the ventral somite cell populations became independent from the paraxial mesoderm to give rise to the unsegmented lateral plate mesoderm (lateral plate mes., orange). In a second step, the anterior paraxial mesoderm would have been lost (dark green), and we previously proposed that this could be due to a change in the function of the FGF signaling pathway^22,23^. This loss would have led to a relaxation of the developmental constraints imposed by the segmented paraxial mesoderm in the anterior region, enabling remodeling of the tissues of the anterior axial mesoderm (dark purple) and anterior lateral mesoderm (dark orange), which could have evolved into the prechordal plate (pink) and pharyngeal/cranial mesoderm (blue/green). The ability of these new embryonic structures, derived from non-myogenic cell populations, to form muscles, would have been associated with the co-option of *Pitx2* and *Tbx1/10* as master genes of the myogenesis program.

## Methods

### Ethics approval

All the experiments were performed following the Directive 2010/63/EU of the European parliament and of the council of 22 September 2010 on the protection of animals used for scientific purposes. Ripe adults from the Mediterranean invertebrate amphioxus species (*B. lanceolatum*) were collected at the Racou beach near Argelès-sur-Mer, France, (latitude 42° 32′ 53′ ′ N and longitude 3° 3′ 27′ ′ E) with specific permission from the Prefect of Region Provence Alpes Côte d’Azur. Zebrafish embryos were obtained from AB and Tübingen strains, and manipulated following protocols approved by the Ethics Committee of the Andalusia Government and the national and European regulation established.

### Cell suspension preparation

Adult amphioxus (*Branchiostoma lanceolatum*) were collected at the Racou beach near Argelès-sur-Mer, France. Gametes were obtained by heat stimulation as previously described in ref. ^99^. Embryos ( ~ 100) at 21 hours post-fertilization (hpf, at 19 °C) were washed 2 times in Ca2 + /Mg2 + -free and EDTA-free artificial seawater (CMFSW: 9 mM KCl, 449 mM NaCl, 33 mM Na2SO4, 2,15 mM NaHCO3, 10 mM Tris-HCl). CMFSW was replaced by CMFSW with Liberase TM at 250 µg/mL (Roche, 05401119001). Cells were then dissociated by a series of pipetting and vortexing during 25 minutes at room temperature. The reaction was stopped by the addition of 1/10th volume of 500 mM EDTA. The cell suspension was centrifuged at max speed for 1 min. The pellet was resuspended in CMFSW containing Calcein violet (Invitrogen^TM^, 65085439) and Propidium iodide (PI, 1 µg/mL, Invitrogen^TM^, P3566).

### MARS-seq

Live single cells were selected using a FACSAria II cell sorter. To this end, we sorted only Calcein positive/PI negative cells, and doublet/multiplet exclusion was performed using FSC-W versus FSC-H. Cells were distributed into 384-wells capture plates containing 2 µl of lysis solution: 0.2% Triton and RNase inhibitors plus barcoded poly(T) reverse-transcription (RT) primers for single-cell RNA-seq. Single-cell libraries were prepared using MARS-seq^29^. First, using a Bravo automated liquid handling platform (Agilent), mRNA was converted into cDNA with an oligo containing both the unique molecule identifiers (UMIs) and cell barcodes. 0.15% PEG8000 was added to the RT reaction to increase efficiency of cDNA capture. Unused oligonucleotides were removed by Exonuclease I treatment. cDNAs were pooled (each pool representing the original 384-wells of a MARS-seq plate) and linearly amplified using T7 in vitro transcription (IVT) and the resulting RNA was fragmented and ligated to an oligo containing the pool barcode and Illumina sequences, using T4 ssDNA:RNA ligase. Finally, RNA was reverse transcribed into DNA and PCR amplified. The size distribution and concentration of the resulting libraries were calculated using a Tapestation (Agilent) and Qubit (Invitrogen). scRNA-seq libraries were pooled at equimolar concentration and sequenced to saturation (median 6 reads/UMI) on an Illumina NextSeq 500 sequencer and using high-output 75 cycles v2.5 kits (Illumina), obtaining 483 M reads in total.

To quantify single-cell gene expression, MARS-seq reads were first mapped onto *Branchiostoma lanceolatum* genome (GCA_927797965.1, annotation version 3) using STAR v2.7.3^100^ (with parameters: –*outFilterMultimapNmax* 20 –*outFilterMismatchNmax* 8) and associated with exonic intervals. Mapped reads were further processed and filtered as previously described^29^. Briefly, UMI filtering includes two components, one eliminating spurious UMIs resulting from synthesis and sequencing errors, and the other eliminating artefacts involving unlikely IVT product distributions that are likely a consequence of second strand synthesis or IVT errors. The minimum FDR q-value required for filtering in this study was 0.02.

### Single cell transcriptome clustering

We used Metacell 0.37^30^ to select gene features and construct high-granularity cell clusters (metacells), which were further annotated into cell types (see below). First, we selected informative genes using the *mcell_gset_filter_multi* function in the *metacell* R library, including genes fulfilling these criteria: a total gene UMI count > 30 and >2 UMI in at least three cells, a size correlation threshold of -0.1, and a normalized niche score threshold of 0.01. This resulted in the selection of 844 genes to be used for downstream clustering. Second, we used these genes to build a *K-*nearest neighbors cell graph with *K* = 100 (*mcell_add_cgraph_from_mat_bknn* function), which was the basis to define metacells with an additional *K-*nearest neighbor procedure (*mcell_coclust_from_graph_resamp* and *mcell_mc_from_coclust_balanced* functions) using *K* = 30, minimum metacell size of 15 cells, and 1000 iterations of bootstrap resampling (at 75% of the cells); and a threshold α = 2 to remove edges with low co-clustering weights. 

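Among the 176 deposited metacells, 144 hold more than 50 cells, and 5 of these have a median below 500 UMIs per cell. They are metacell 28, all 166 cells of the putative neuroendocrine type (median 415.5 UMIs), metacell 92 of the anterior epidermis (median 452), and metacells 149, 153 and 173 of the posterior epidermis (medians 494, 465 and 405). Together they hold 613 cells.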

Third, we removed one metacell which exhibited low transcriptomic information ( > 50 cells with a median UMI/cell <500). This resulted in 176 metacell clusters, which were annotated to known cell types (Supplementary Data 4) based on the expression level of known markers (Supplementary Fig. 1). This same metacell clustering procedure has been applied to each of the neurula stages of *B. floridae*^48^.

We recorded gene expression in cell clusters (metacells or cell types) by computing a regularized geometric mean within each cluster and dividing this value by the median across clusters. This normalized gene expression can be interpreted as an expression fold change (FC) for a given metacell or cell type.

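Folds of this kind were recomputed from the UMI counts as a geometric mean per metacell over its median across metacells, and set beside the authors' deposited table for the 94 metacells whose columns were used. The 82 metacells left out are those of the posterior epidermis, so the comparison does not cover that type. Across 16655 genes, which are not independent replicates, Spearman's rho had a median of 0.948 over metacells (0.738 to 0.984). Folds from summed UMIs per 10,000 gave a median rho of 0.963 (0.918 to 0.982).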

Two-dimensional projection of the metacells were created using a force-directed layout based on the metacell co-clustering graph (*mcell_mc2d_force_knn* function).

Gene expression profiles across cell clusters were visualized with heatmaps, using the *ComplexHeatmap* 2.10.0 R library^101^. Cell cluster ordering was fixed according to annotated cell types; and gene order was determined using the highest FC value per cluster. Genes were selected based on minimum differential expression per metacell/cell type, with a maximum number of markers per clusters selected in each case (the actual thresholds used in each heatmap are specified in the corresponding figure legends).

Finally, we selected cells belonging to the endoderm, neural and somitic metacells (Supplementary Data 4), and reclustered them using the same *metacell*-based approach as described for the whole dataset (except that in this case we allowed for smaller metacells, with 10 cells; (Supplementary Data 4). The two-dimensional arrangement of the resulting metacells was curated based on the expression of cell type-specific known markers of various cell subtypes (Supplementary Figs. 5–7).

### ATAC-seq library preparation

For ATAC-seq library construction, 25 embryos at the 21 hpf (19 °C) were transferred in a 1.5 ml tube, in four replicates. We then followed the method described in ref. ^102^. After a one minute centrifugation at 13 000 rpm, seawater was carefully removed. 50 μl of cold lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Igepal) were added and cells were lysed by gentle pipetting. While 25 μl of the lysate was centrifuged at 500 g for 10 minutes at 4 °C, the other 25 μl were used to count nuclei after DNA labeling with DAPI and around 50 000 nuclei were used per transposition reaction. The supernatant was removed, the nuclei resuspended in the reaction mix (25 μl 2x TD buffer (Illumina), 2,5 μL Tn5 transposase (Illumina), 22,5 μL nuclease free H_2_O) and incubated at 37°C for 30 minutes. Following transposition, 3 μl of 3 M AcoNa (pH5.3) were added to the reaction to adjust the pH, and the DNA was purified using the MinElute PCR purification Kit (Qiagen), following the manufacturer’s instructions. The transposed DNA was eluted in 10 μL elution buffer preheated at 37 °C. To amplify the library, the following components were combined: 10 μL of transposed DNA, 10 μL of nuclease free H_2_O, 2,5 μL Nextera PCR primer 1 (25 μM), 2.5 μL Nextera PCR primer 2 (25 μM) and 25 μL NEBNext® high-fidelity 2x PCR master mix (NEB). We used the following conditions for PCR amplification: 72 °C for 5 minutes, 98 °C for 30 seconds, followed by 13 cycles at 98 °C for 10 seconds, 63 °C for 30 seconds and 72 °C for 1 minute. Following PCR amplification, 3 μl of 3 M AcoNa (pH5.3) were added to the reaction to adjust the pH, and the library was purified using the MinElute PCR purification Kit (Qiagen), following the manufacturer’s instructions using 20 μL of elution buffer preheated at 37 °C.

### Analysis of neurula regulatory regions

We used the ATAC-seq data from the 21 hpf embryo to build a catalog of neurula regulatory regions. For comparison, we also used previously published^26^ ATAC-seq libraries of 15 hpf and 36 hpf embryos (the closest developmental timepoints available in that study; NCBI SRA accession numbers SRR6245277 to SRR6245279), as well as H3K4me3 ChIP-seq libraries from these same timepoints (SRA accession numbers SRR6245317 to SRR6245320).

The ATAC-seq libraries corresponding to the 15, 21 and 36 hpf embryos were mapped separately to the *B. lanceolatum* genome using *bwa* 0.7.17 (*mem* algorithm^103^). The resulting BAM files were (i) filtered using *alignmentSieve* (from the *deeptools* 3.5.1 package^104^) to exclude weak alignments MAPQ > 30), (ii) corrected to shift the left and right ends of reads, to account for ATAC mapping biases ( + 4/ − 5 bp in the positive and negative strands, using the --*ATACshift* flag in *alignmentSieve*), and (iii) filtered to only include nucleosome-free alignments (*--maxFragmentLength 120* with *alignmentSieve*). Duplicated reads were marked with *biobambam2* 2.0.87^105^, coordinate-sorted, and removed to produce filtered BAM files. Then, we concatenated the BAM files stage-wise. Normalized coverage for each stage was reported as bins per million mapped reads (BPM), calculated using the *bamCoverage* tool in *deeptools*. The ChIP-seq libraries for 15 and 36 hpf were processed in the same way (except for the ATAC mapping bias correction step and the filtering of nucleosome-free alignments).

For the 21 hpf ATAC-seq experiment, we used *MACS2* 2.2.7.1^106^ to identify regulatory elements with the *callpeak* utility, starting from the nucleosome-free filtered BAM file, with the following options: (i) an effective genome size equal to the ungapped amphioxus genome length, (ii) keeping duplicates from different libraries (*--keep-dup all* flag), (iii) retaining peaks with a *q-*value < 0.01, (iv) enabling multiple summit detection (*--call-summits* flag), and (v) disabling the modeling of peak extension for ChIP-seq libraries (*--nomodel* flag).

We then assigned the *MACS2*-predicted regulatory elements to their proximal genes, based on their distance to each gene’s transcription start site (TSS). Specifically, we selected well-supported *MACS2* regulatory elements (*q-*value < 1 × 10^−6^), standardized their lengths to 250 bp (125 bp to each side of the predicted peak summit), and assigned each peak to nearby genes based on distance to their TSS (excluding genes further away than 20 kbp, and genes located beyond a more proximal gene). Peaks overlapping the promoter region of a particular gene (defined based on TSS coordinates +/– 50/200 bp or coincidence with H3K4me3 ChIP-seq peaks for the 15 and 36 hpf datasets) were not assigned to any other gene. The peak sets were reduced to non-overlapping sets to avoid redundant regions. These genome coordinate operations were done using the *GenomicRanges* 1.46 and *IRanges* 2.28 packages in *R*^107^. We used these gene-regulatory element assignments to define lists of cell type-specific regulatory elements, based on the expression specificity of each gene (expression fold change ≥ 1.5 in a given cell type). In parallel, we also defined a set of background regulatory regions for each cell type (consistent of regulatory regions linked to non-overexpressed genes, at fold change ≤ 1). In total, we assigned 51,028 regulatory regions (ATAC peaks) to 19,069 genes (out of 27,102), with a median of 2 peaks per gene.

We used the cell type-specific sets of active regulatory elements (and their corresponding background sets) to identify motifs de novo using the *findMotifsGenome.pl* utility in *homer* 4.11^108^ Specifically, we set a constant peak size of 250 bp and attempted to identify motifs for each cell type, using *k*-mers of length 8, 10, 12, and 14; and tolerating up to four mismatches in the global optimization step.

In order to build a final motif collection for amphioxus, we concatenated the cell type-specific de novo motifs with known TF binding motifs from the CIS-BP database (as available the 3rd of March, 2023)^109^. Specifically, we used 3547 experimentally determined motifs (with SELEX or PBMs), corresponding to vertebrate or tunicate species (*Homo sapiens*, *Mus musculus*, *Xenopus tropicalis*, *Xenopus laevis*, *Danio rerio*, *Tetraodon nigroviridis*, *Meleagris gallopavo*, *Gallus gallus*, *Anolis carolinensis*, *Takifugu rubripes*, *Ciona intestinalis*, and *Oikopleura dioica*). We reduced the redundancy of this extensive de novo + known motif collection based on motif-motif sequence similarity, as follows: (i) we removed motifs with *homer* enrichment *p*-values < 1 × 10^−9^; (ii) we retained with high contiguous information content (IC), defined as having IC ≥ 0.5 for at least four consecutive bases or IC ≥ 0.5 for two or more blocks of at least three bases; (iv) for each of the remaining motifs, we measured their pairwise sequence similarity by calculating the weighted Pearson correlation coefficient of the position probability matrices of each motif, using the *merge_similar* function in the *universalmotif* 1.12.4^110^ R library with a similarity threshold = 0.95 for hierarchical clustering and a minimum overlap of 6 bp between two motifs in the motif alignment step. Finally, we selected the best motif per cluster based on its IC (highest). This resulted in a final, non-redundant collection of 1,595 motifs.

Then, we calculated the enrichment of each motif among the sets of regulatory regions specific to each cell type. To that end, we used the *calcBinnedMotifEnrR* function in the *monalisa* 1.0 R library^111^ to count motif occurrences in three sets of regulatory regions (bins) defined based on the expression levels of their associated genes: highly cell type-specific genes (FC ≥ 1.5), mildly cell type-specific genes (FC ≥ 1.1 and <1.5), and non-cell type-specific genes (FC < 1). Motif occurrences were defined as motif alignments with scores above 80% of that motif’s maximum alignment score (defined from the corresponding position weight matrices). Motif enrichment in each bin was then calculated using the fold change of occurrence relative to randomly sampled genomic regions (matched by GC content and length, using twice as many regions for background as for the foreground), and its significance assessed using a binomial test followed by Benjamini-Hochberg *p-*value adjustment. We retained the fold change and *p*-values for th set of highly cell type-specific regulatory regions (i.e. from genes with FC ≥ 1.5) for further analysis (Fig. 3 and Supplementary Data 1).

Finally, we scanned the *B. lanceolatum* genome to identify discrete occurrences of each of the 1595 motifs across the 51,028 *MACS2*-defined regulatory regions. We used the *findMotifHits* function in *monalisa*. In order to define bona fide motif alignments, we calculated an empirical *p-*value for each motif alignment (only best alignment per regulatory region) based on the rank of its alignment score when compared to a background distribution of randomly sampled genomic regions of similar sequence composition (only best alignment score per random background bin). Specifically, we divided the foreground regions into 10 equal-size sets based on their GC content, and matched each set with random genomic background sequences (not in the foreground) of similar GC content (same category) and equal length (set to 250 bp). These motif aligments were used to identify enhancer-specific motifs in Fig. 5 (complete list in Supplementary Data 2).

### Cross-species cell type comparison

We used SAMap 1.0.2^112^ to evaluate the similarity between *B. lanceolatum* cell types and the previously published developmental single-cell transcriptomes of *Danio rerio*^51^ (reference gene set in original study: GRCz10 v1), *Xenopus tropicalis*^50^ (reference gene set in original study: Xenbase version 9.0), *Ciona intestinalis*^49^ (reference gene set in original study: KH2012 from the Ghost Database (http://ghost.zool.kyoto-u.ac.jp/download_kh.html), and *Mus musculus*^52^.

For each query species, we used the UMI tables corresponding to the timepoints closest to the *B. lanceolatum* 21hpf developmental stage (12 in total): 14 hpf, 18 hpf and 24 hpf for *D. rerio* (GEO accession: GSE112294); S14, S16, S18, S20 and S22 for *X. tropicalis* (GSE113074); the initial, early, middle and late tailbud stages for *C. intestinalis* (GSE131155) and the stages E7.00, E7.25, E7.50, E7.75, E8.00, E8.25 and E8.50 for *M. musculus*. For *C. intestinalis*, we used the cell type annotations used in the original paper. For *D. rerio* and *X. tropicalis*, we used the consensus cell annotations employed by Tarashansky et al.^112^.

To run SAMap, we first created a database of pairwise alignments with *blastp* 2.5.0 (comparing *B. lanceolatum* peptides to each query species separately; in the case of *Danio rerio* we used *blastx*/*tblastn* instead of *blastp* as the original gene set^51^ was only available as un-translated transcripts). Second, we used the cell-level UMI counts of each gene to calculate the SAMap mapping scores for each pair of cell types (between *B. lanceolatum* and each of the 12 query developmental datasets in other species), using all cells within each cluster for score calculation. SAMap identifies the best cross-species markers from the BLAST-based homology graph using an iterative procedure based on gene-gene expression correlation and cross-species embedding of the transcriptomic manifolds^112^.

Finally, we identified shared marker genes between cell types of *B. lanceolatum* and the query chordate species by identifying sets of cell type-overexpressed genes with the *scanpy* 1.9.3^113^ *rank_genes_groups* function to calculate cell type-level fold change values and overexpression significance (Wilcoxon rank-sum tests followed by BH *p-*value adjustment). For each species, cell type-specific genes were then determined based on fold change and overexpression significance (at adjusted *p* < 0.05 and FC ≥ 1).

For cross-species comparisons, genes were linked based on shared orthology group membership. Orthology groups between genes of the the four species were determined using *Broccoli* 1.1^114^ (using predicted peptides as input; disabling the *k-*mer clustering step; using up to 10 hits per species for maximum-likelihood phylogenetic tree calculations. If available, we gave preference to phylogeny-derived annotation of orthology groups (see below) over the *Broccoli* orthology assignments. The orthology group assignments of all genes are available in Supplementary Data 3.

We also performed a more detailed analysis of shared TFs between amphioxus and the other three chordates, selecting cell type-specific amphioxus TFs (*p* < 0.05 and FC ≥ 1.25; see below details on TF annotation) and evaluating whether their orthologs in chordates were also over-expressed in cell types homologous to the amphioxus endoderm (in this case, it was compared to endodermal tissues in the other chordates), endostyle (to other endodermal tissues), muscular somites (to vertebrate skeletal muscle and tunicate muscle/heart), somites (to vertebrate presomitic mesoderm or tunicate muscle/heart), notochord (to other notochordal tissues) hypothalamus and neurons (each of which was compared to vertebrate neurons, hindbrain, forebrain/midbrain, notoplate and neuroendocrine cells; and to the tunicate nervous system), and the anterior and posterior epidermis (each compared to epidermal progenitors, ionocytes, small secretory epidermal cells, goblet cells, and hatching gland).

### Gene family annotation

We ran gene phylogenies to refine the orthology assignments of TF gene families. We used translated peptide sequences from 32 metazoan (longest isoforms per gene, Supplementary Data 3, which were scanned using *hmmsearch* (*HMMER* 3.3.2^115^) to identify hits of TF-specific HMM profiles (from Pfam 33.0^116^) representing their corresponding DNA-binding regions. For each gene family, the collection of homologous proteins was aligned to itself using *diamond blastp* v0.9.36^117^ and clustered into low-granularity homology groups using the Markov Cluster Algorithm *MCL* v14.137^118^ (using alignment bit-scores as weights, and a gene family-specific inflation parameter; Supplementary Data 3). Then, each homology group was aligned using *mafft* 7.475^119^ (E-INS-i mode, up to 10,000 refinement iterations). The alignments were trimmed with *clipkit* 1.1.3^120^ (*kpic-gappy* mode and a gap threshold = 0.7) and used to build phylogenetic trees with *IQ-TREE* v2.1^121^ (running each tree for up to 10,000 iterations until convergence threshold of 0.999 is met for 200 generations; the best-fitting evolutionray model was selected with *ModelFinder*^122^; statistical supports were obtained using the UFBoot procedure with 1,000 iterations^123^). Outlier genes were removed from each tree using *treeshrink* v1.3.363 (gene-wise mode using the centroid rooting algorithm; scaling factors set to *a* = 10 and *b* = 1); and the trees were recalculated if necessary if any outgroup needed to be removed. Finally, we used *Possvm* 1.1^124^ to identify orthology groups from each gene tree (with up to 10 steps of iterative gene tree rooting), and annotated the orthogroups and the *B. lanceolatum* TFs with reference human gene names.

For genes used to assign metacells to known amphioxus embryonic territories and named in the manuscript, we either used the previously published amphioxus gene names when they exist, or a name based on fine orthology analysis. Amino acid sequences from *B. lanceolatum* were used to search Genbank for putative homologs by *blastp*. Sequences were aligned using *ClustalX*^125^. Alignments were manually corrected in *SeaView*^126^. Maximum Likelihood phylogenetic trees were reconstructed using *IQ-TREE* v2.1^121^ with default parameters (fast bootstraping and automatic best model search). Genes with no clear orthology signal were named based on the presence of known protein domains.

### In situ hybridization and immunostaining

DIG labeled probes were synthesized from fragments cloned into pBKS, or from PCR amplified DNA fragments purchased at Integrated DNA Technologies, Inc (IDT), using the appropriate RNA polymerase (T7, T3 or SP6; Roche, RPOLT7-RO, RPOLT3-RO, RPOLSP6-RO) and the DIG-labeling Mix (Roche, 11277065910). Amphioxus embryos at 21 hpf (19 °C) were fixed in paraformaldehyde (PFA) 4% in MOPS buffer, dehydrated in 70% ethanol and kept at -20 °C. Colorimetric In situ hybridization was undertaken as previously described in^36^. HCR in situ hybridization was performed as described in^127^. Ten embryos were used for each experiment. The probes were designed using the following generator (https://github.com/rwnull/insitu_probe_generator) as published in^128^ and obtained from IDT, and HCR amplifiers (B1-Alexa647 for *Brachyury2*, *Gata1/2/3*, and *Tcf21/Msc*; B2-Alexa488 for *Dmbx*, *MLC-alk* and *Ripply*; B3-Alexa594 for *Alx* and *Fgfrl*) were obtained from Molecular Instruments, Inc. Immunostaining after HCR was undertaken as described in^14^. We used anti-laminin antibody produced in rabbit at 1:50 dilution (Sigma, L9393), and the Goat anti-Rabbit IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor” 680 at 1:500 dilution (Invitrogen^TM^, A-21076). For imaging, embryos were embedded into ProLong™ Diamond Antifade Mountant with DAPI (Invitrogen^TM^, P36961) and confocal stacks were acquired on whole embryos on a Leica SP8 Confocal microscope using a 40X oil-immersion objective. Images were processed using ImageJ (Fiji) and IMARIS v9.7 (Bitplane). Zebrafish embryos were raised until the desired stage, fixed in 4% PFA and dehydrated in methanol. HCR technique was performed as previously described in^129^ and Molecular Instrument’s web page (https://www.molecularinstruments.com/hcr-rnafish-protocols). 20 embryos were used for each HCR experiment. Oligo pools used as probes were designed using Easy_HCR^130^ and obtained from IDT. HCR amplifiers (B5-Alexa Fluor-647 for *Prrx1a* and B1-Alexa Fluor-546 for *GFP*) were obtained from Molecular Instruments, Inc. The accession numbers/sequences used for probe synthesis or as HCR probes are given in Supplementary Data 5.

### Zebrafish transgenesis

The putative regulatory regions were cloned after PCR amplification on genomic DNA in the PCR8/GW/TOPO vector (Life Technologies). Using Gateway technology (Life Technologies), the inserts were then shuttled into an enhancer detection vector composed of a *gata2* minimal promoter, an enhanced GFP reporter gene, and a strong midbrain enhancer (z48) that works as an internal control for transgenesis in zebrafish^131^. Transgenic embryos were generated using the Tol2 transposase system^132^. Briefly, 1-cell stage embryos were injected with 2 nl of a mix containing 25 ng/µL of Tol2 transposase mRNA, 20 ng/µL of purified vector, and 0.05% of phenol red. Zebrafish embryos were obtained from AB and Tübingen strains at the fish facility of Centro Andaluz de Biología del Desarrollo (Seville, Spain). Each crossing implied 10 females and 10 males aged 4 months. The sex of the embryos was not determined. 300 embryos were injected at one-cell stage for the generation of each transgenic line. We then raised the embryos that exhibited a strong GFP expression in the midbrain (approximately a 15-20% of them), driven by the z48 enhancer. When these animals (F0) reached adulthood (4 months), they were outcrossed with wild type animals in order to identify founders and generate stable transgenic lines (F1). Around 30% of the selected animals resulted to be founders, generating a stable transgenic offspring. An element was considered negative when at least three founders transmitted GFP expression only in the midbrain. On the contrary, when other domains besides the midbrain were observed in the offspring of at least three independent founders, and presented no (or very subtle) variation between them, this element was considered positive. From all the constructs injected and screened for F1, 3 showed 3 founders with similar expression (see Supplementary Data 6). The other animals screened showed the expression of the internal control in the midbrain, but not a consistent and specific expression in other domains in 3 independent founders. Embryos were raised until the desired stage, visualized under an Olympus SZX16 fluorescence stereoscope and photographed with an Olympus DP71 camera or fixed in PFA for in situ hybridization. The transgenic lines are no longer available.

### Constitutive repressor mRNA injection

Constitutive repressor form of Gata1/2/3 was created by fusing the coding sequence of the repressor domain of the engrailed protein^133^ to the N-terminal side of the full-length sequence of Gata1/2/3. The sequence (see Supplementary Data 5) was inserted into pCS2 + . The vector was linearized and in vitro transcription was performed using the mMESSAGE mMACHINE® SP6 Transcription Kit (Invitrogen^TM^, AM1340). Microinjections were carried out as described in^134^ with some minor changes. Briefly, eggs were fertilized and dechorionated by pipetting. They were placed in an Petri dish coated with agarose and microinjected with a mix containing 1.5 µg of Gata1/2/3-Engrailed mRNA, 0,5 µg of mCherry mRNA, 18% of glycerol and 18% of Fast Green. 10 hours after fertilization, the embryos showing red fluorescence were placed in a new Petri dish without coating. The embryos were then fixed when desired for subsequent in situ hybridization experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-6

Reporting Summary

### Source data

Source Data

## Data Availability

The *B. lanceolatum* sequencing data generated in this study have been deposited in the GEO database under accession code GSE255742, and the corresponding processed gene expression data are available in this same database and the Source Data file. The gene expression data from other chordates, generated in previous studies, are available in the following databases: for *Ciona intestinalis* GEO database GSE131155; *M. musculus*, *D. rerio* and *X. tropicalis*, TOME database (http://tome.gs.washington.edu/); *B. floridae*, the publication-specific database (https://lifeomics.shinyapps.io/shinyappmulti/). Accession numbers of sequences used for in situ hybridization probe synthesis are given in Supplementary Data 5. Source data are provided with this paper.

# Supplementary material for: An amphioxus neurula stage cell atlas supports a complex scenario for the emergence of vertebrate head mesoderm
**Source:** Nat Commun. 2024 May 29;15:4550. doi: 10.1038/s41467-024-48774-4
**Supplement:** Supplementary file 1 — Supplementary Information

# **An amphioxus neurula stage cell atlas supports a complex scenario for the emergence of vertebrate head mesoderm**

Xavier Grau-Bové<sup>1,\*</sup>, Lucie Subirana<sup>2,\*</sup>, Lydvina Meister<sup>2</sup>, Anaël Soubigou<sup>2</sup>, Ana Neto<sup>3</sup>, Anamaria Elek<sup>1,4</sup>, Silvia Naranjo<sup>3</sup>, Oscar Fornas<sup>5,6</sup>, Jose Luis Gomez-Skarmeta<sup>3</sup>, Juan J. Tena<sup>3</sup>, Manuel Irimia<sup>1,4,7</sup>, Stéphanie Bertrand<sup>2,8,#</sup>, Arnau Sebé-Pedrós<sup>1,4,7,#</sup>, Hector Escrava<sup>2,#</sup>

7. ICREA, Barcelona, Spain.

\*Contributed equally

**This file includes:**

- **Supplementary Figure 1. scRNA-seq and ATAC-seq summary statistics (related to Fig. 1 and 3)**
- **Supplementary Figure 2. *In situ* hybridization of genes showing an enriched expression in some metacells and/or for which expression was not previously described**
- **Supplementary Figure 3**
- **Supplementary Figure 4. Transcription factor expression and motif activity (related to Fig. 1 and Fig. 3)**
- **Supplementary Figure 5. Gene expression distribution on 2D projected cells for neural gene markers**
- **Supplementary Figure 6. Gene expression distribution on 2D projected cells for endodermal gene markers (related to Fig. 4)**
- **Supplementary Figure 7. Gene expression distribution on 2D projected cells for somitic gene markers (related to Fig. 5)**
- **Supplementary Figure 8. Analysis of the activity of putative regulatory regions of amphioxus genes in zebrafish**
- **Supplementary Note**
- **Supplementary References**

Supplementary Figure 1

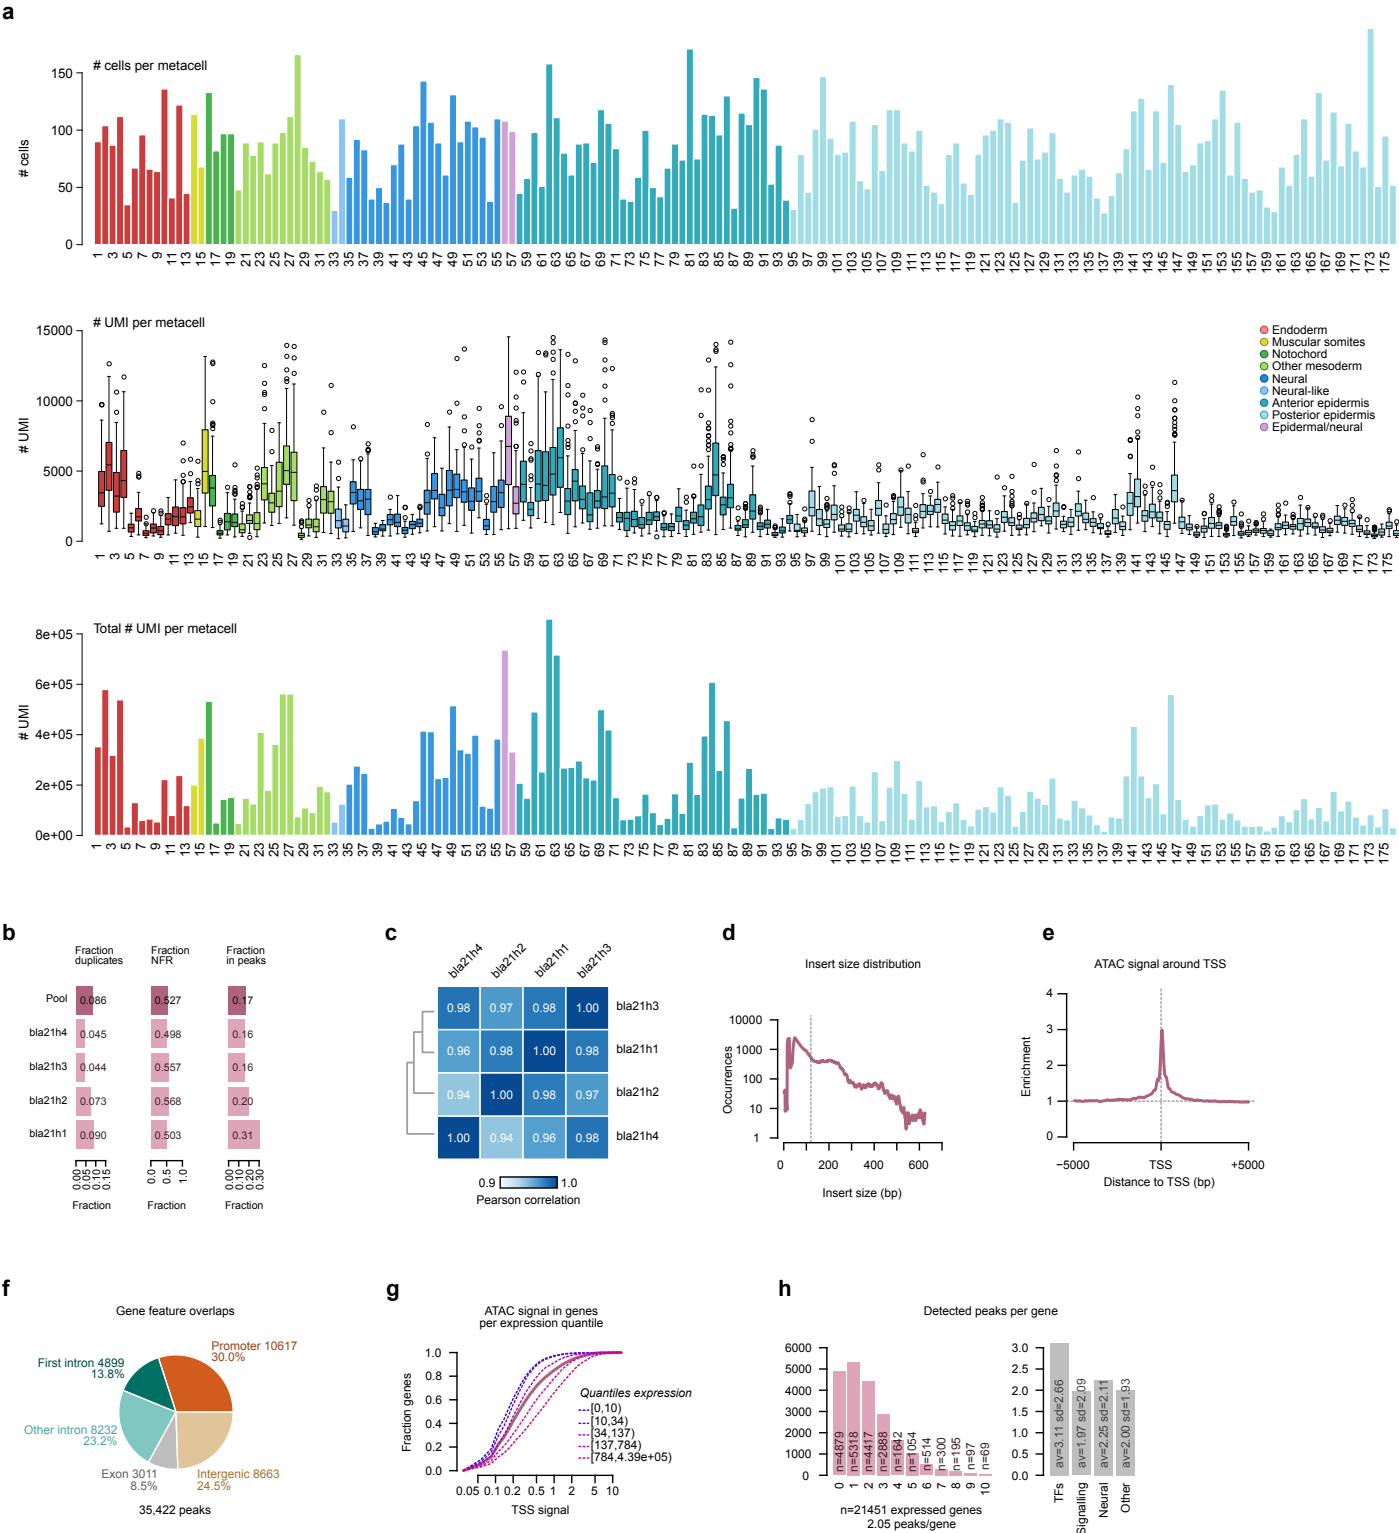

**Supplementary Figure 1. scRNA-seq and ATAC-seq summary statistics (related to Fig. 1 and 3).** **a**, Number of cells per metacell cluster. distribution of UMIs/cell in each metacell, and total number of UMIs per metacell. **b**, Fraction of reads in each ATAC-seq sample (and the pooled dataset) that are duplicated, nucleosome-free (NFR), or mapping in peaks. **c**, Inter-sample similarity for the ATAC-seq replicates, measured using the Pearson correlation coefficient of binned raw counts in the nucleosome-free fraction (bin size = 10 kbp). **d**, Insert size distribution of the pool of ATAC-seq replicates. The dotted line indicates the threshold to define the nucleosome-free fraction (120 bp). **e**, Enrichment of ATAC-seq signal around transcription start sites (TSS), calculated using binned normalised coverage (bin size = 50 bp). **f**, Fraction of ATAC-seq peaks overlapping various features in the genome. **g**, Cumulative distribution of the normalised ATAC-seq signal at the TSS of genes, sorted in five equally-sized bins according to their expression levels (low to high, measured in UMI counts). Highly expressed genes in our scRNA-seq data exhibit stronger bulk ATAC-seq signals. **h**, Distribution of number of ATAC-seq peaks detected per gene, in global (left) and for specific subsets of gene families (TFs, signalling-related genes, and neural-related genes; right).

Supplementary Figure 2

a

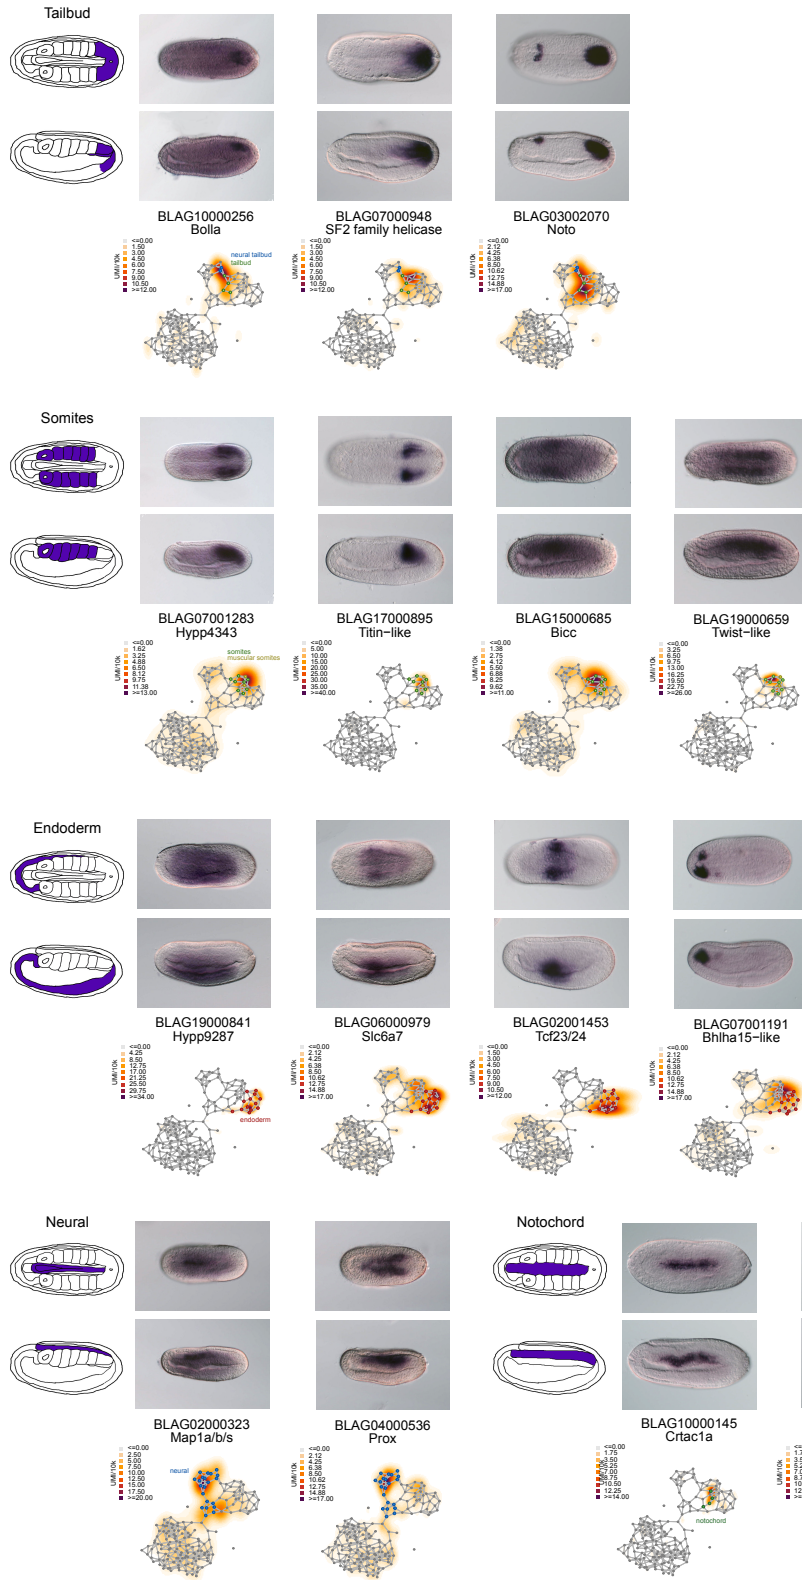

b

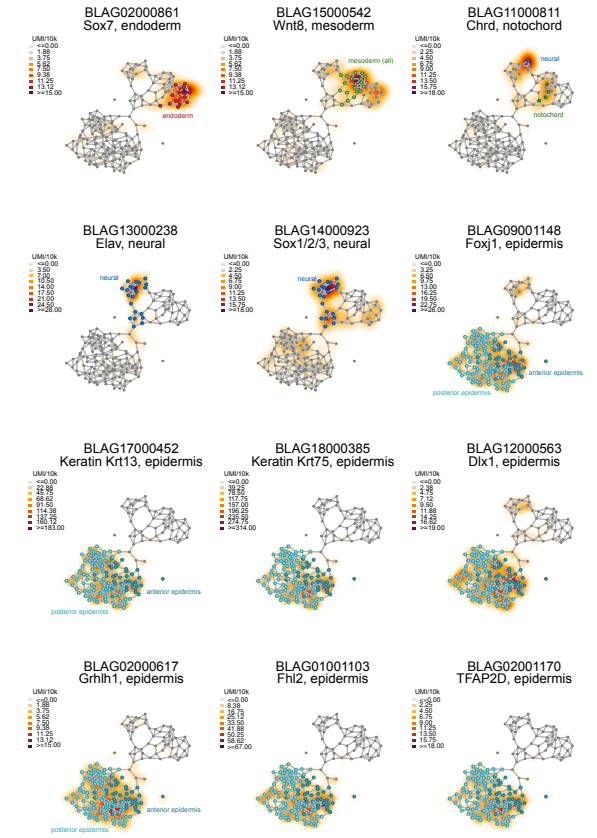

c

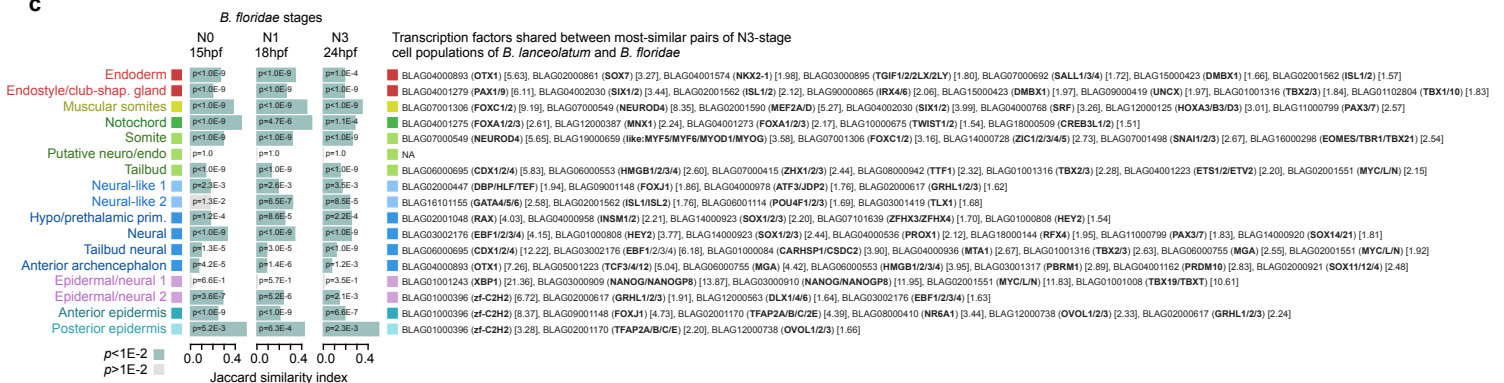

**Supplementary Figure 2. *In situ* hybridization of genes showing an enriched expression in some metacells and/or for which expression was not previously described.** **a,** *in situ* hybridization experiments in N3 stage embryos. Dorsal views with anterior to the left (top) and side views with anterior to the left and dorsal to the top are shown for each gene. Schemes of embryo showing in blue the region in which each series of genes is expressed is presented on the left. Below each *in situ* hybridization picture, transcriptomic expression of the marker is shown as density maps representing UMI counts (per 10,000 UMIs) in each cell, using the same two-dimensional metacell arrangement as in Fig. 1. **b,** Expression profile of additional lineage markers for endoderm, mesoderm, notochord, neural and epidermis, taken from<sup>1</sup>. **c,** Validation of the cell clusters described in our *B. lanceolatum* dataset by identification of matching cell clusters in three neurula stages (N0, N1, and N3) in another amphioxus species, *B. floridae*. For each *B. lanceolatum* cell type, we report the TF usage overlap (as Jaccard index) with the top-ranking metacell in each *B. floridae* stage. The sets of cluster-specific TFs in each species were selected based on fold-change overexpression ( $FC \geq 1.5$ ), and *p*-values on the Jaccard index values calculated using the Measure Concentration Algorithm.

### Supplementary Figure 3

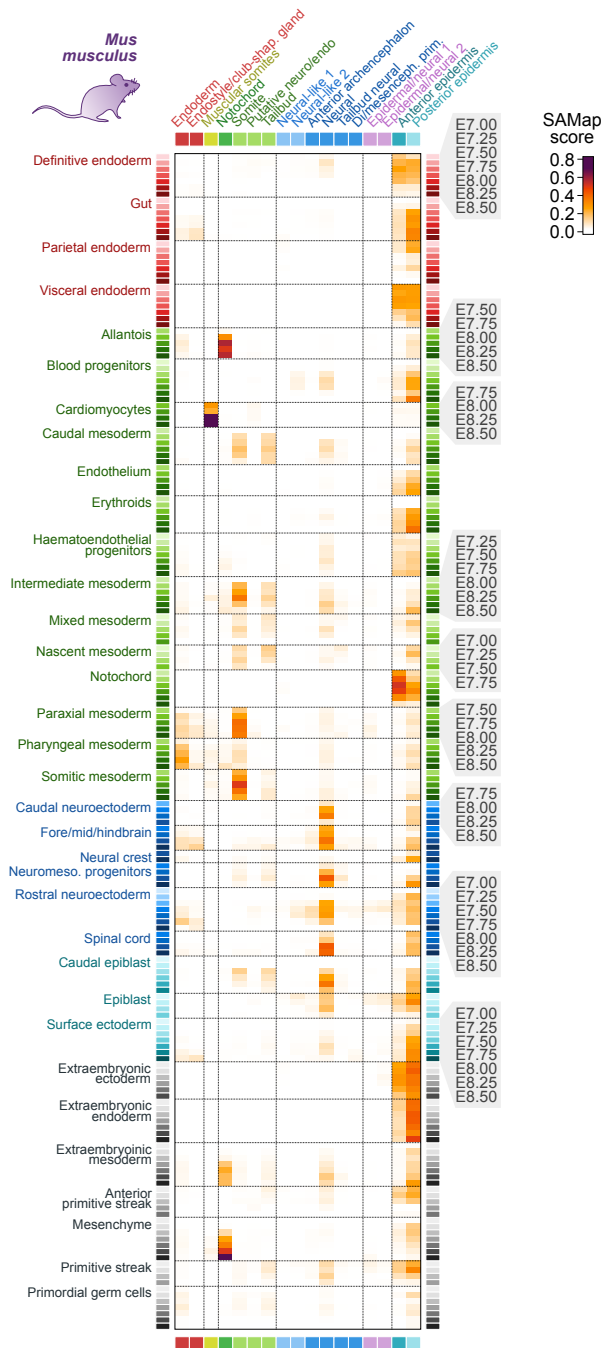

**Supplementary Figure 3.** Cross-species comparison of *B. lanceolatum* (columns) with a *Mus musculus* developmental timecourse (rows, E7.0 to E8.5). Cell type similarity was measured using SAMap scores based on all available pairwise markers (see *Methods*). Cell types are colour-coded by cell type or developmental layer (endoderm, mesoderm/muscle, neuroectoderm, ectoderm, and other), and, in the case of the multi-stage chordate datasets, by developmental time-point (colour intensity, legend to the side of each plot)

### Supplementary Figure 4

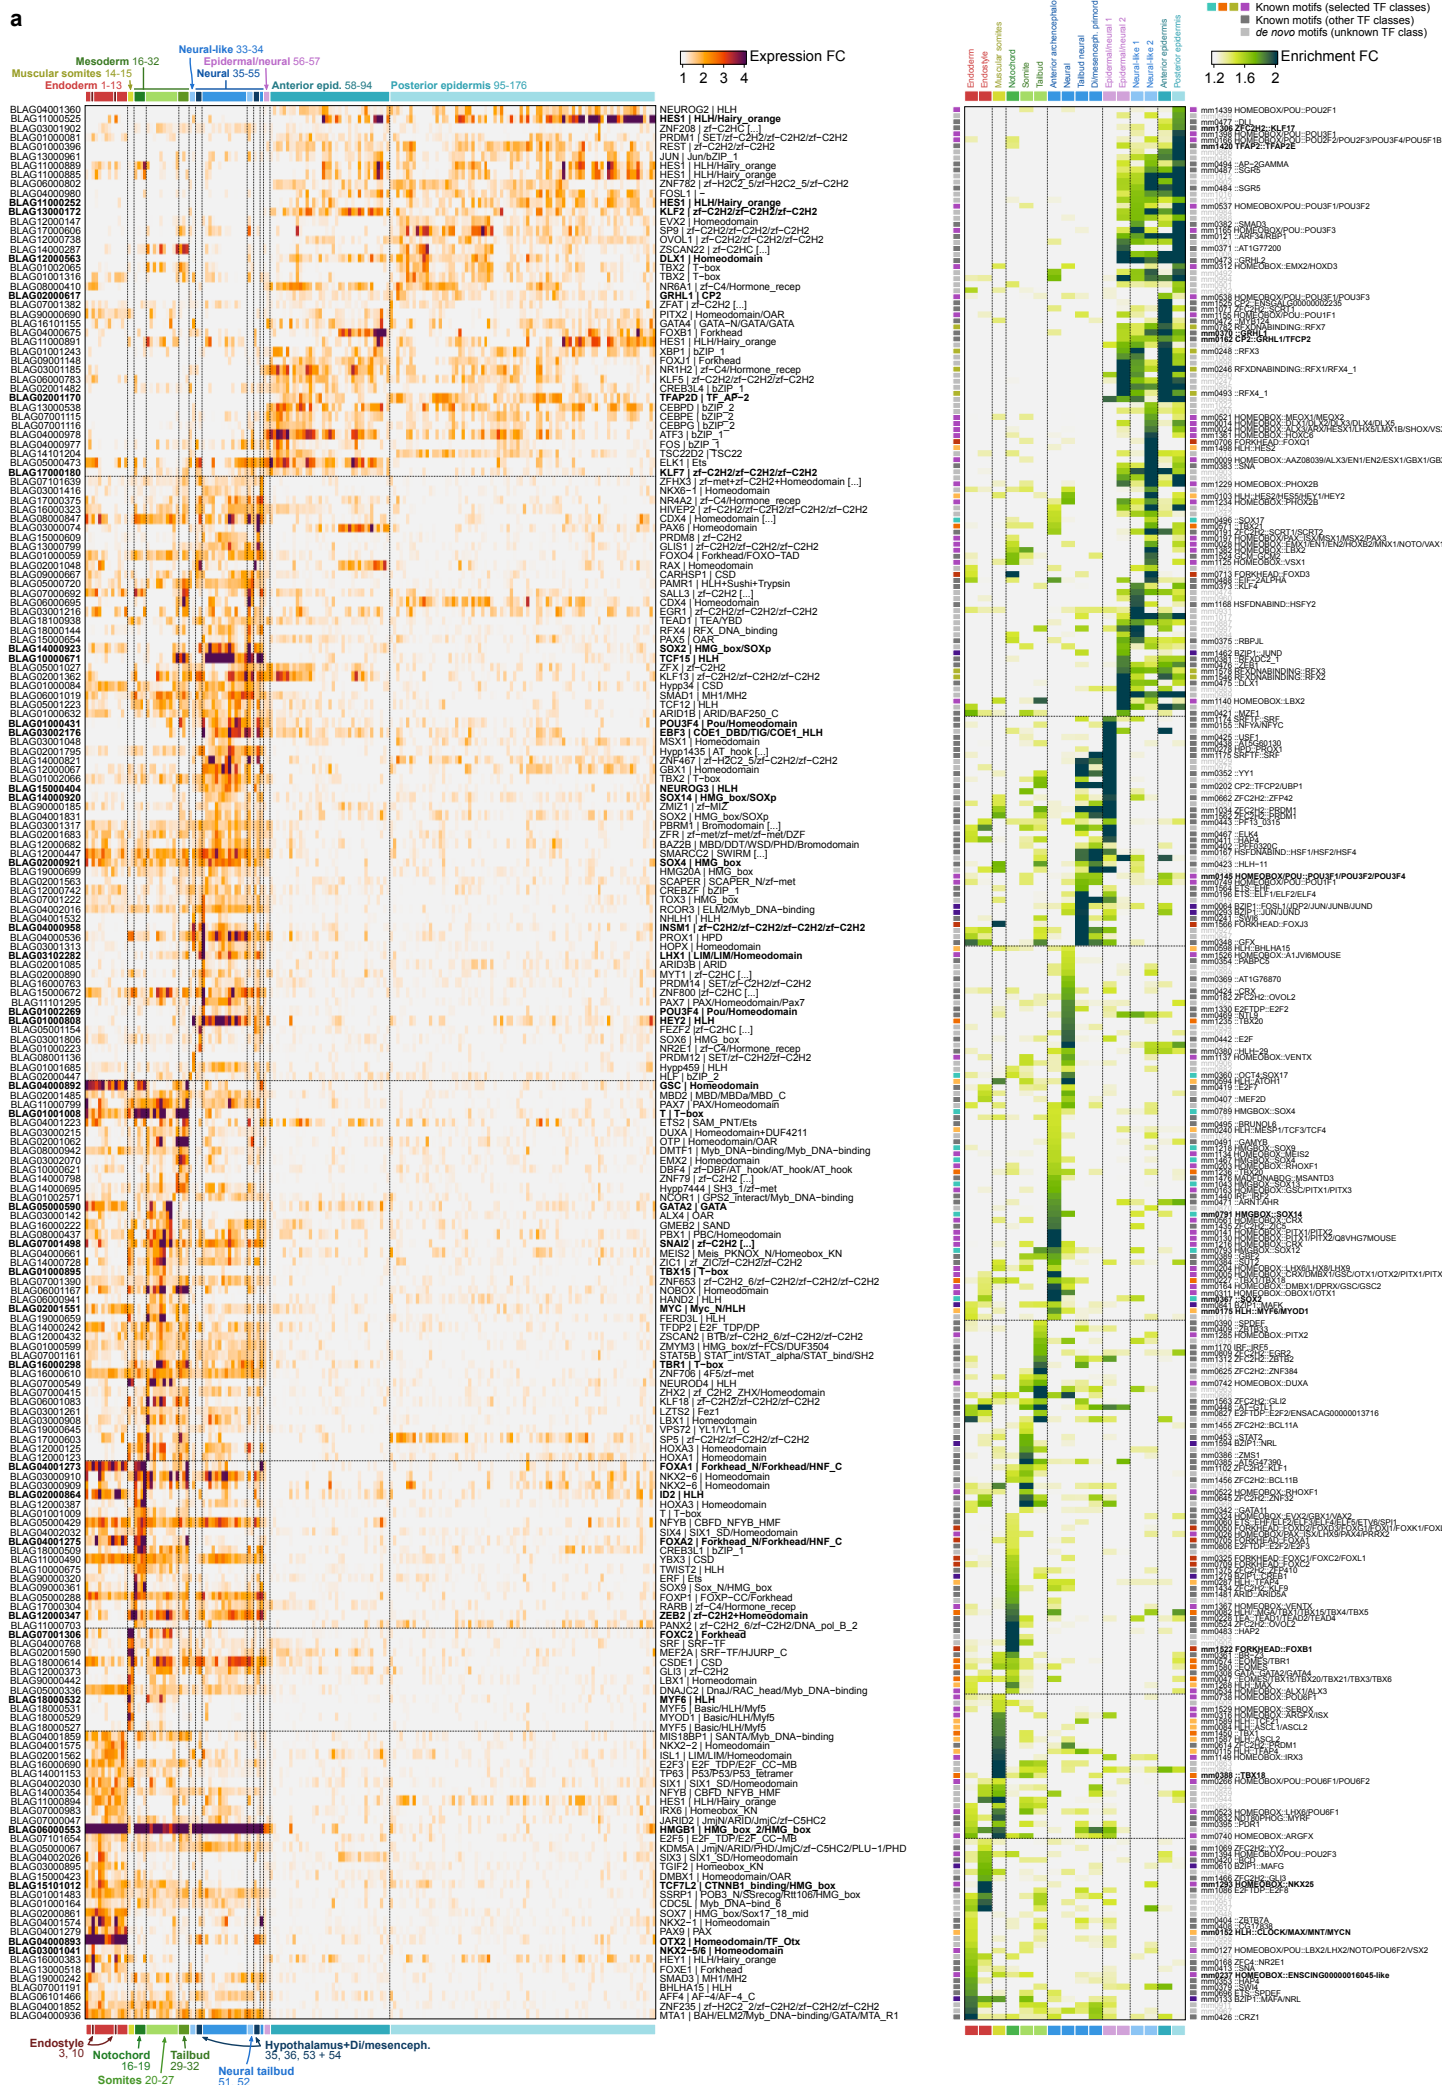

**Supplementary Figure 4. Transcription factor expression and motif activity (related to Fig. 1 and Fig. 3).** **a**, Normalized fold change expression of top variable TFs (rows) per metacell (columns, grouped by cell type). For each metacell, we selected TFs with a minimum fold change  $\geq 2$  and a total of 10 UMIs across all cells. Gene names in bold indicate that the gene is mentioned in the manuscript. **b**, Enrichment fold change of top variable TF binding motifs (rows) per cell type (columns). For each cell type, we selected up to 60 motifs with a minimum fold change  $\geq 1.2$  and enrichment BH-adjusted  $p$ -value  $< 0.05$ . Motifs are color-coded based on their sequence similarity to motifs of known TF structural classes (see *Methods*): light gray indicates *de novo* motifs without similar motifs in known databases, whereas dark gray and other colors indicate motifs that can be mapped to one or more previously described TF binding motifs. Motifs in bold are mentioned in the manuscript.

## Supplementary Figure 5

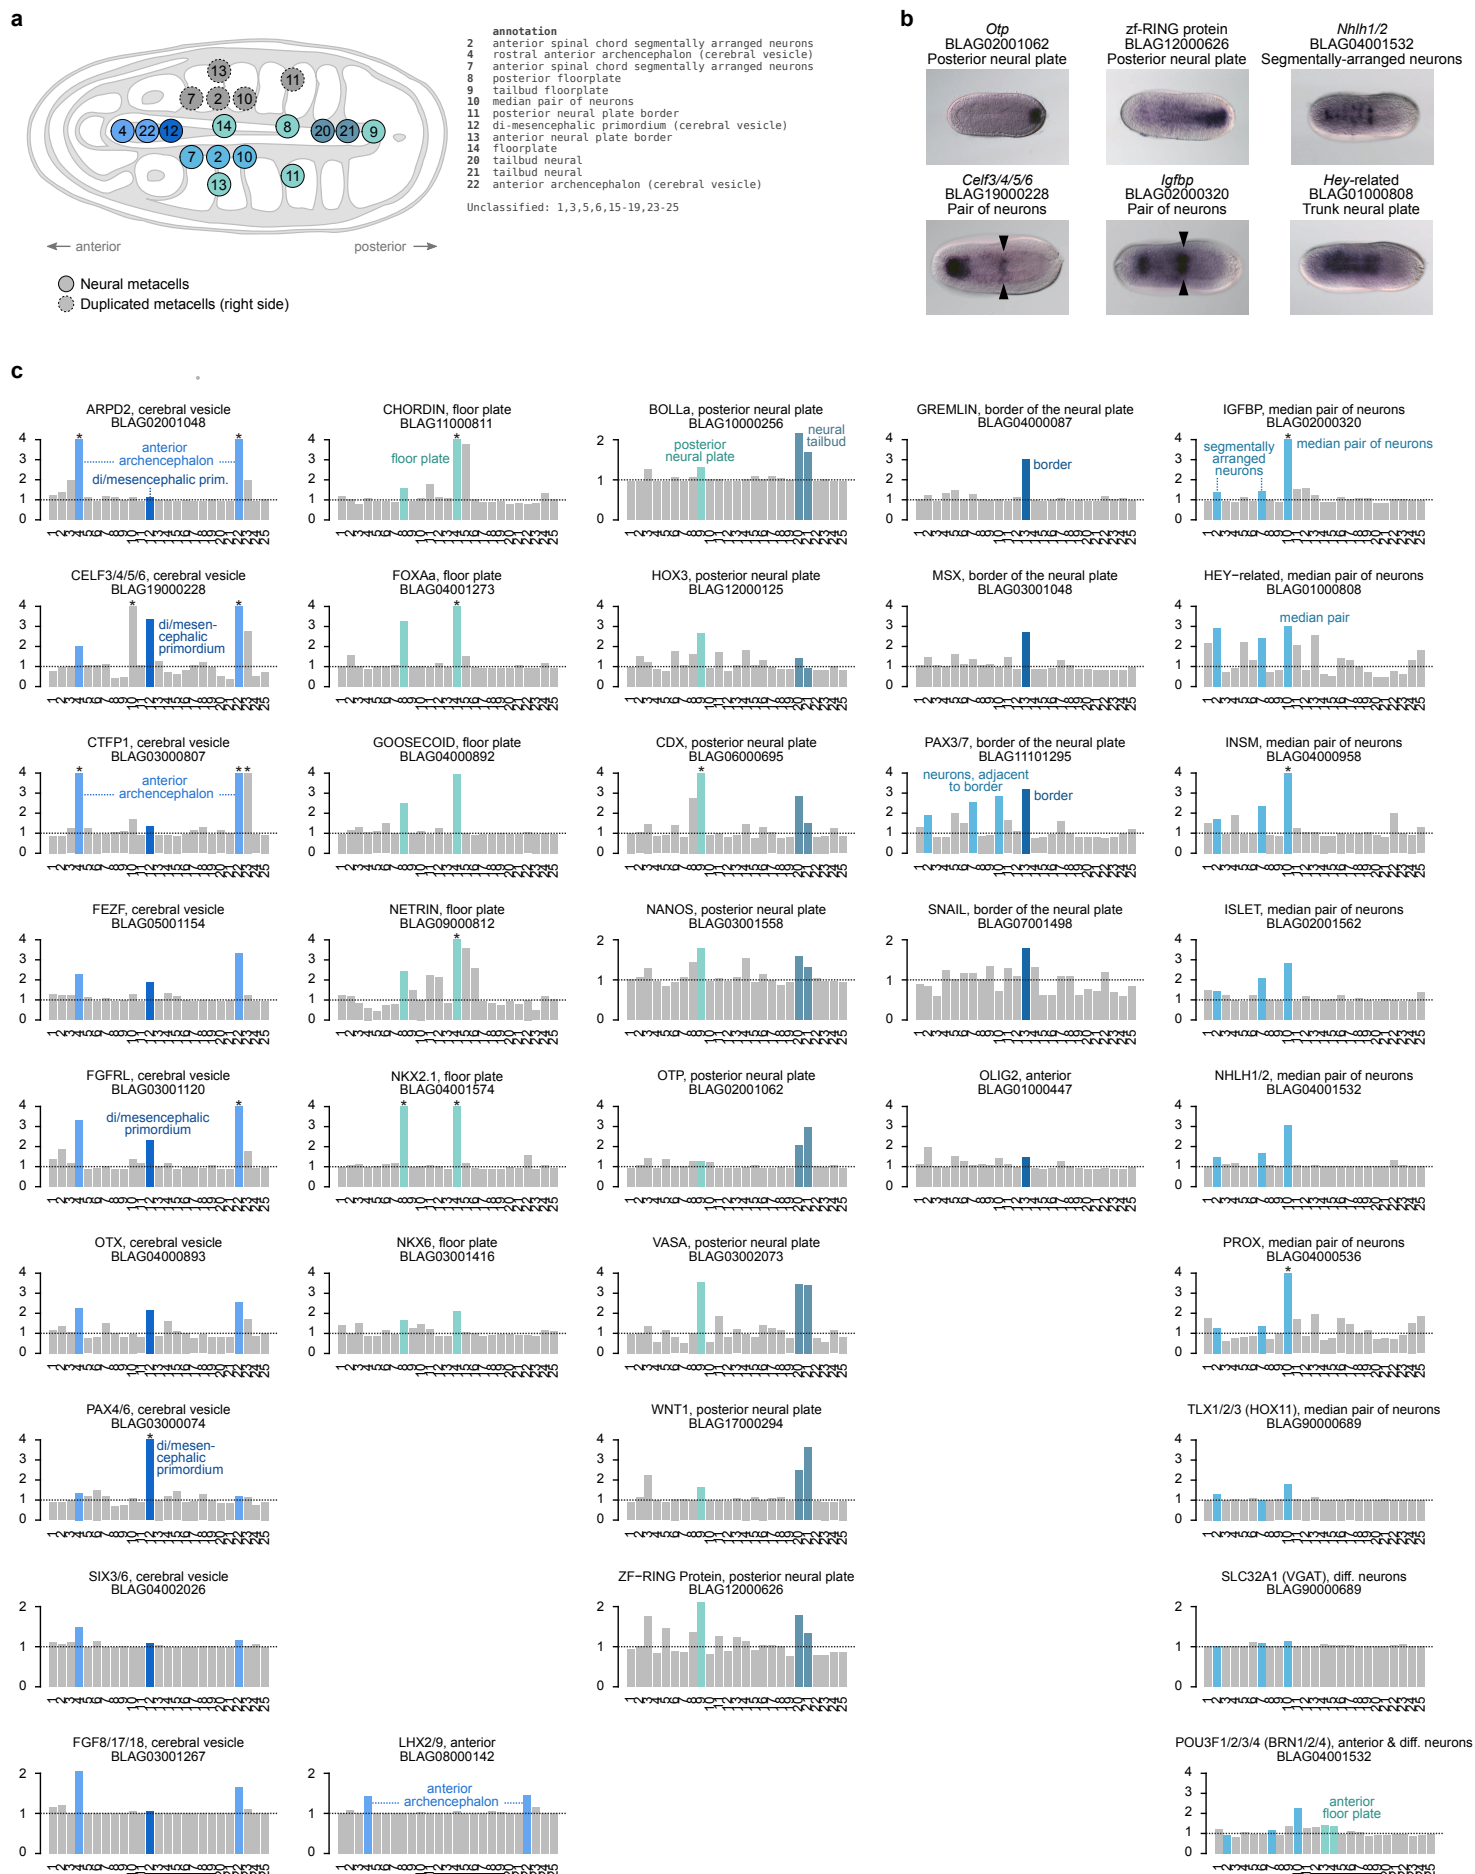

**Supplementary Figure 5. Gene expression distribution on 2D projected cells for neural gene markers.** **a**, Schematics of inferred neural metacell locations over an amphioxus neurula-stage embryo, dorsal with anterior to the left. Metacell annotations (right) are based on the expression of specific markers (panels b and c). **b**, ISH of selected neural markers. **c**, Normalized fold change expression of selected markers in the neural reclustering. Markers are arranged vertically according to similar expression profiles (e.g. the first column includes all markers linked to the presumptive cerebral vesicle), and metacells are highlighted accordingly. Markers were selected from the literature and from ISH analysis of newly discovered genes overexpressed in specific metacells in our dataset.

Supplementary Figure 6

a

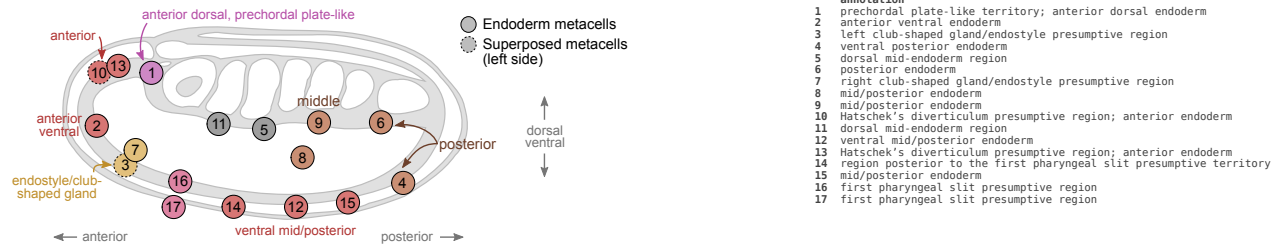

b

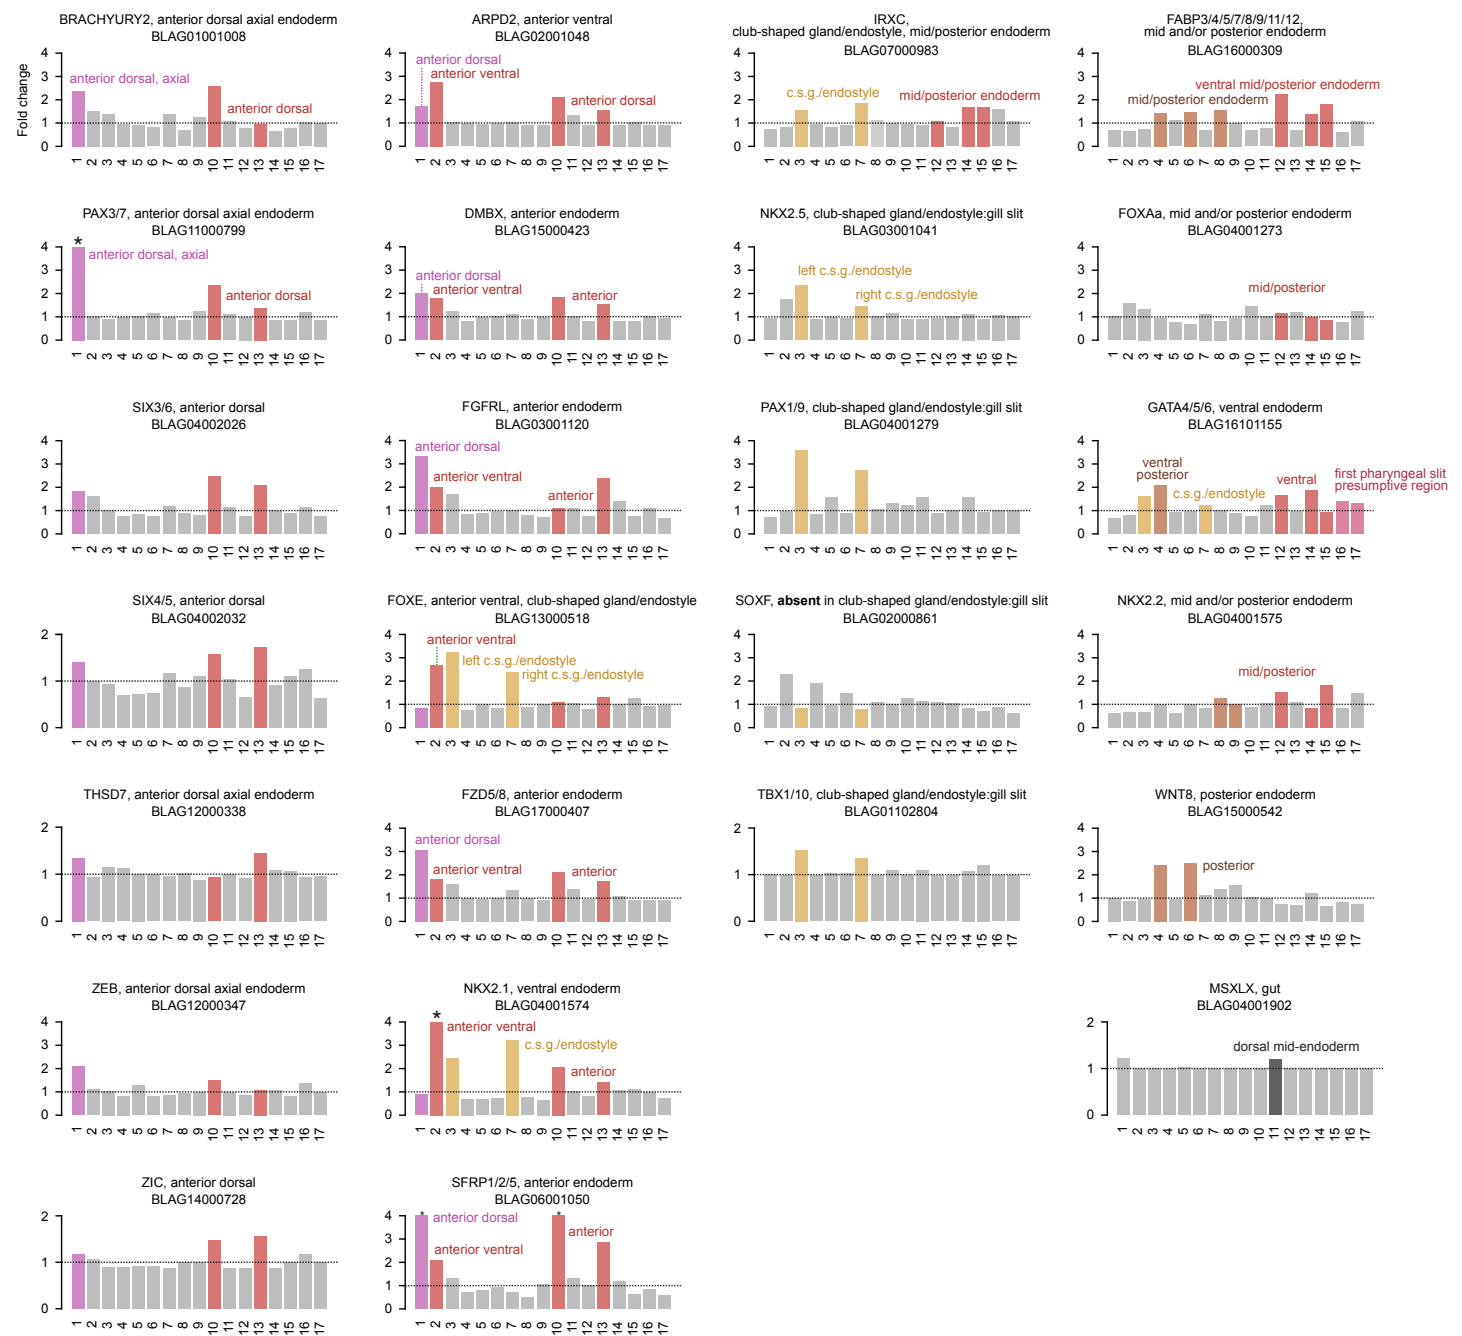

**Supplementary Figure 6. Gene expression distribution on 2D projected cells for endodermal gene markers (related to Fig. 4).** **a**, Schematics of inferred endodermal metacell locations over an amphioxus neurula-stage embryo, side view with anterior to the left and dorsal to the top. Metacell annotations (right) are based on the expression of specific markers (panel b). **b**, Normalized fold change expression of selected markers in the endodermal reclustering. Markers are arranged vertically according to similar expression profiles, and specific metacells are highlighted accordingly.

Supplementary Figure 7

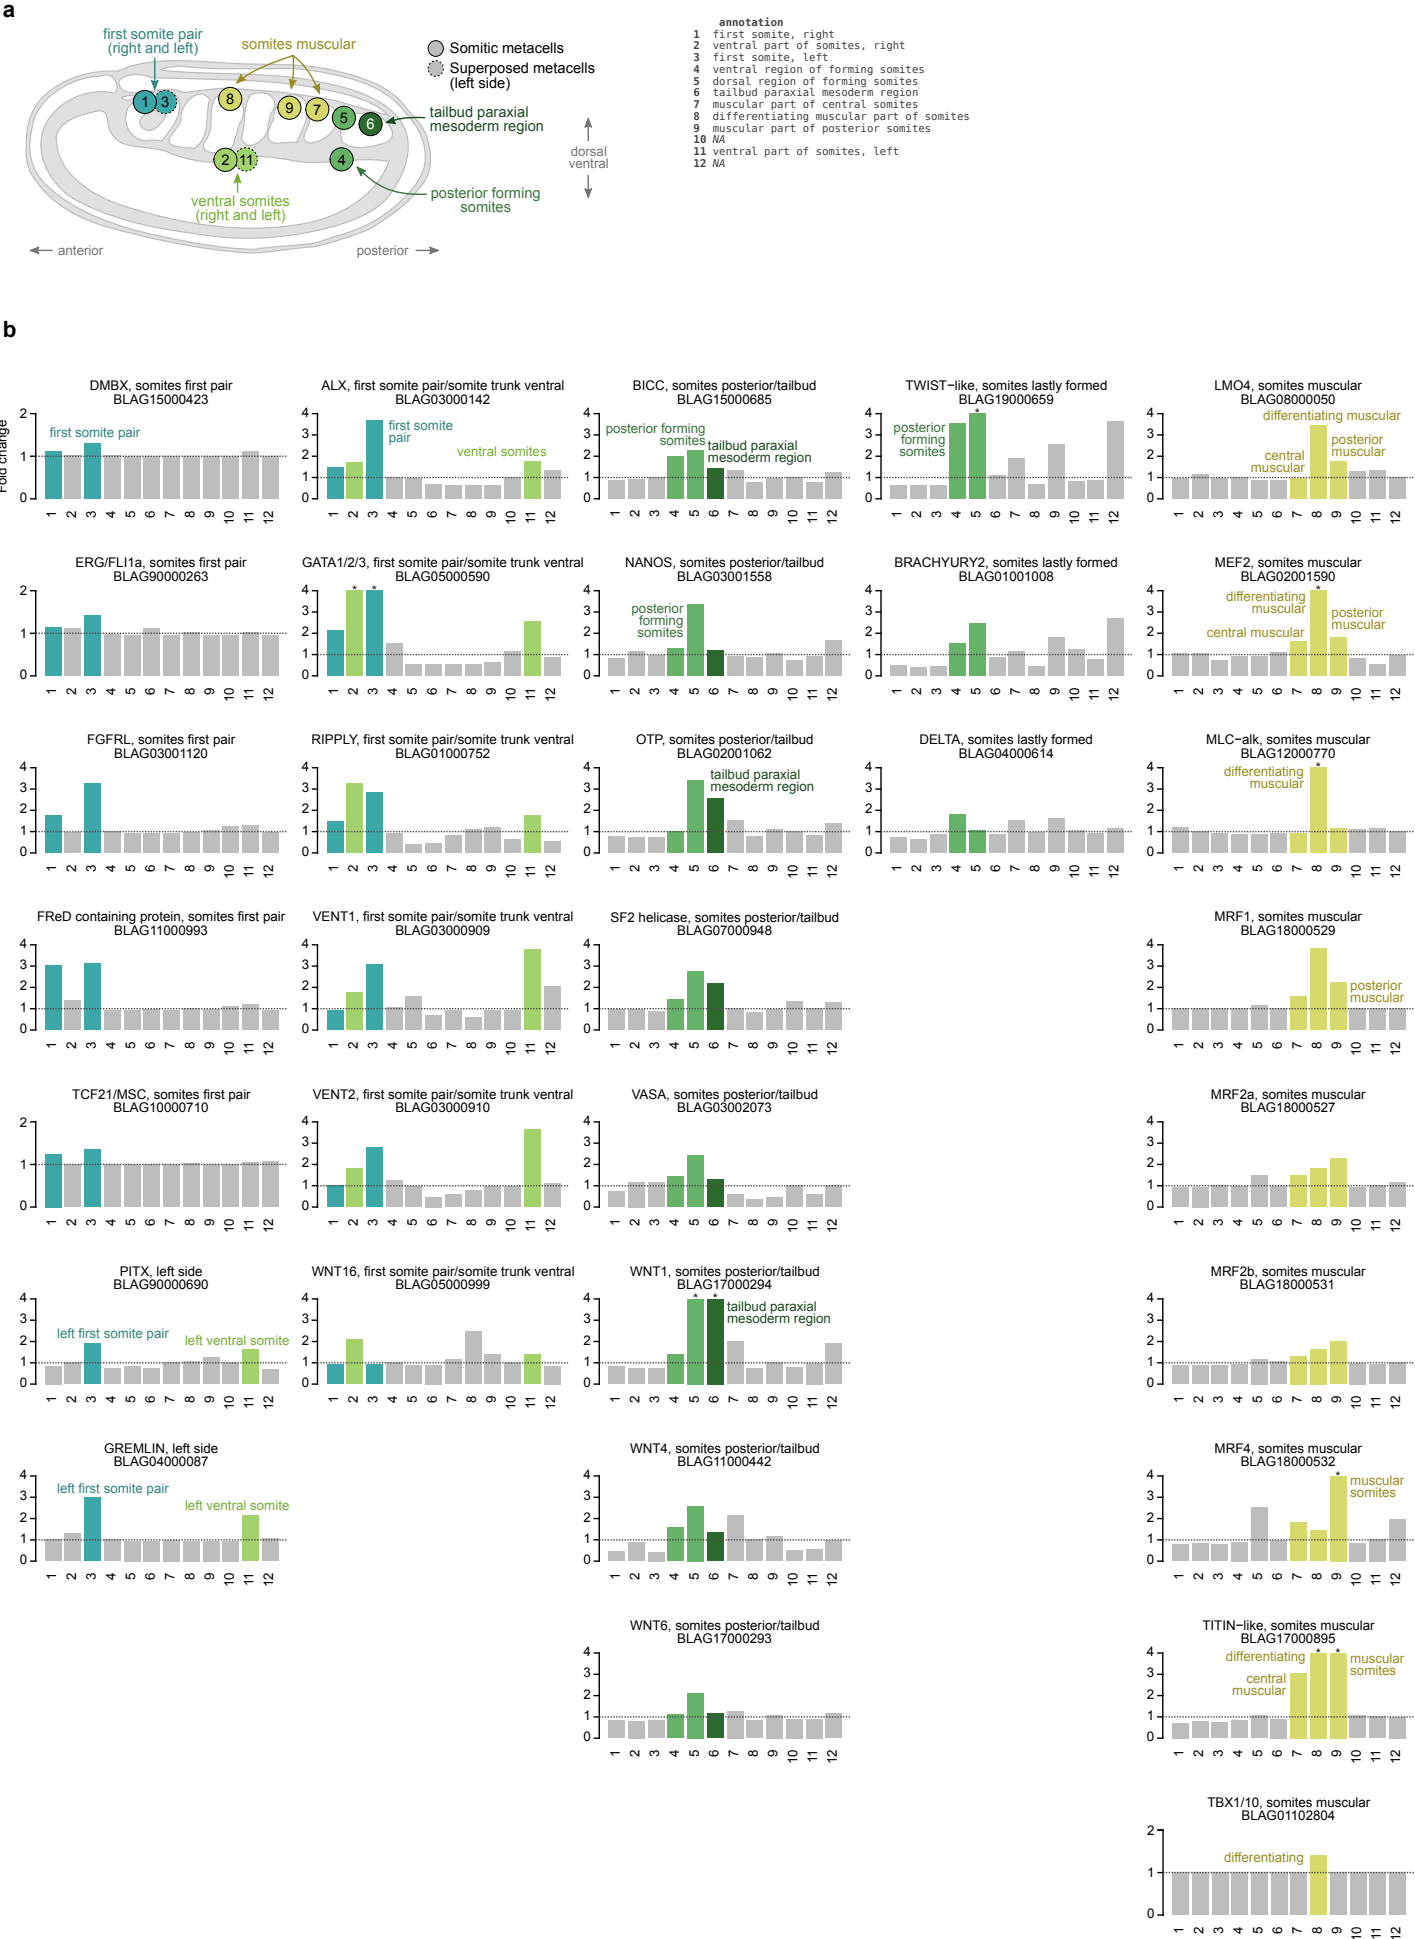

**Supplementary Figure 7. Gene expression distribution on 2D projected cells for somitic gene markers (related to Fig. 5).** **a**, Schematics of inferred somite metacell locations over an amphioxus neurula-stage embryo, side view with anterior side to the left and dorsal to the top. Metacell annotations (right) are based on the expression of specific markers (panel b). **b**, Normalized fold change expression of selected markers in the somitic reclustering. Markers are arranged vertically according to similar expression profiles, and specific metacells are highlighted accordingly.

Supplementary Figure 8

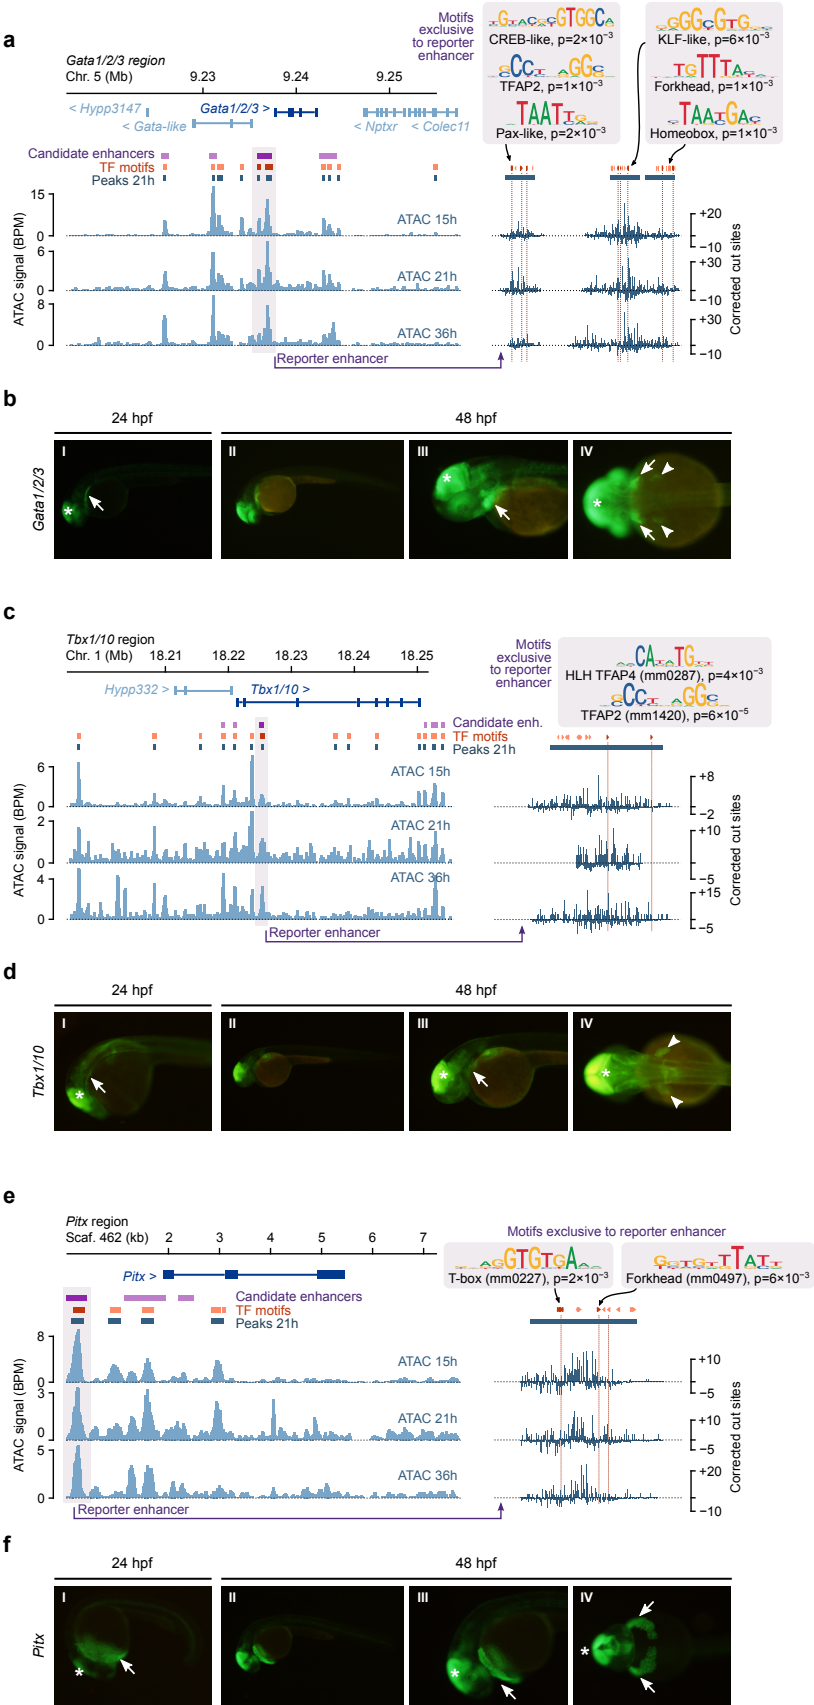

**Supplementary Figure 8. Analysis of the activity of putative regulatory regions of amphioxus genes in zebrafish.** **a**, Identification of putative enhancers of *Gata1/2/3* in amphioxus, based on the examination of bulk ATAC-seq experiments (at 15 hpf, 21 hpf, and 36 hpf, measured in bins per million mapped reads, or BPM). ATAC-seq peaks at 21 hpf are showed in dark grey. Candidate enhancer regions are shown in purple. Mapped TF motifs are shown in red. The right panel to the right shows a zoom-in of the enhancer region cloned in the reporter construct in panel b (grey-shaded region), highlighting some of its unique TF motifs (top, *p*-values reflect significance of enrichment of the motif in that genomic window; see *Methods* and Supplementary Data 2 for the complete list) and the TF binding signatures for each ATAC-seq library (expressed as *TOBIAS*-corrected ATAC cut sites, where negative values indicate regions that are putatively bound by a protein). **b**, GFP signal in F1 transgenic zebrafish embryos for the *Gata1/2/3* construct. Subpanels I to III show the lateral view (anterior to the left) of 24 hpf or 48 hpf embryos showing green fluorescence in the pharyngeal mesoderm (arrows). Subpanel IV shows a dorsal view of the same 48 hpf individual from panel III with green fluorescence in the fin buds (arrowheads). The fluorescence observed in the midbrain corresponds to the positive control included into the reporter constructs and is indicated by a white asterisk. **c**, Same as panel a, indicating putative enhancers of *Tbx1/10* in amphioxus (left) and the unique motifs and TF binding signatures of the reporter enhancer (right). **d**, Same as panel b, showing green fluorescence in the pharyngeal mesoderm from lateral viewpoints (arrows, subpanels I to III) and fin buds from a dorsal viewpoint (arrowheads, subpanel IV), at different developmental stages (24 and 48 hpf). **e**, Same as panels a and c, indicating putative enhancers of *Pitx* (left) and the unique motifs and TF binding signatures of the reporter enhancer (right). **f**, Same as panels b and d, showing green fluorescence in the hatching gland cells from lateral (arrows, subpanels I to III) and ventral (IV) viewpoints, at different developmental stages (24 and 48 hpf).

Supplementary Figure 9

a. *Gata1/2/3*

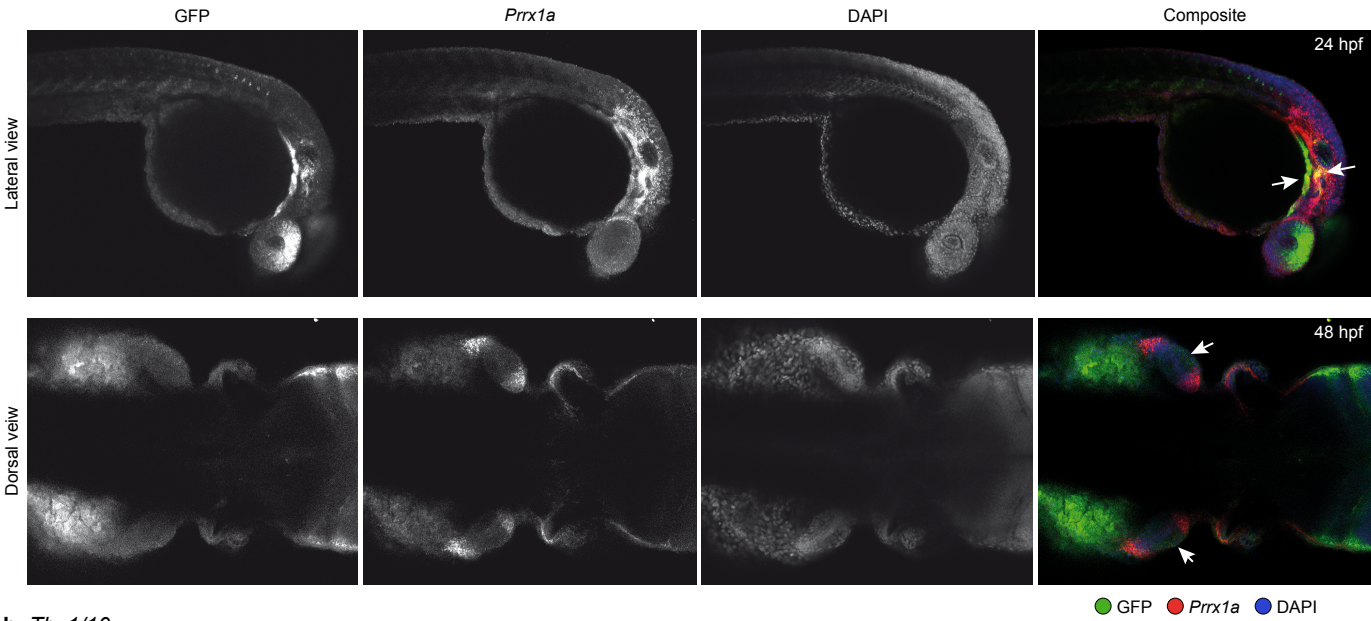

b. *Tbx1/10*

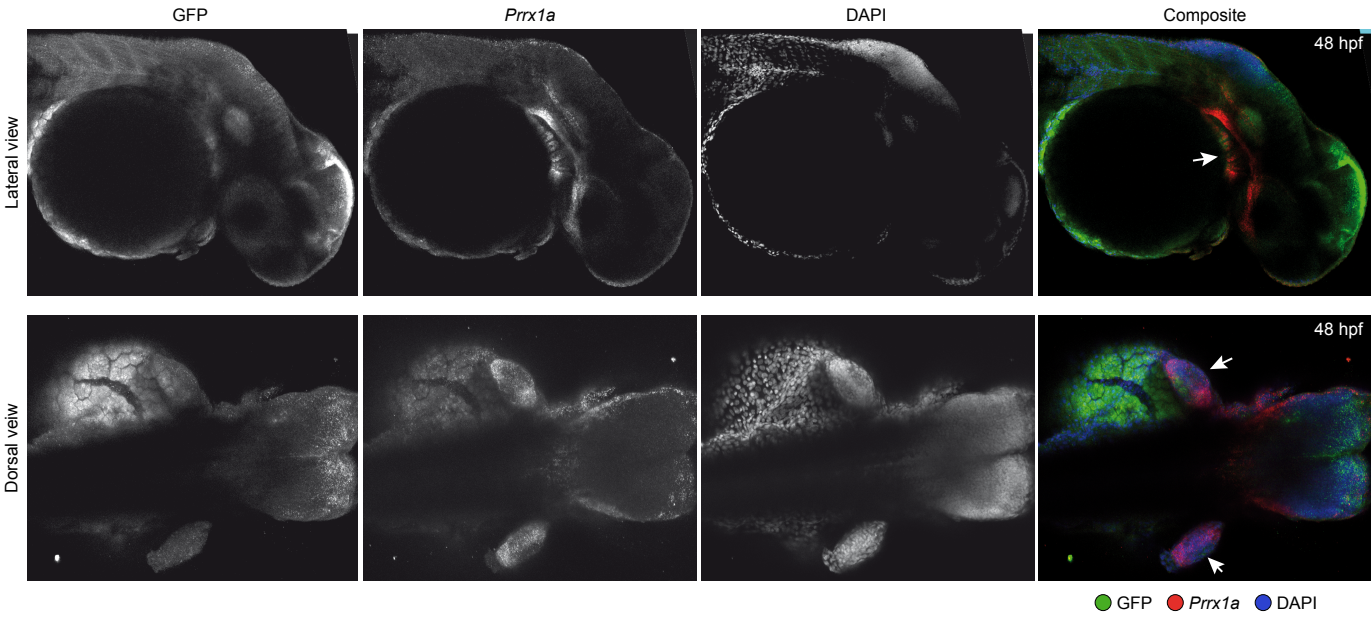

**Supplementary Figure 9. Co-expression of *GFP* and *Prrx1a* in transgenic zebrafish embryos.** HCR *in situ* hybridization in embryos at 24 hpf and/or 48 hpf of the transgenic lines with the reporter constructs for *Gata1/2/3* (**a**) and *Tbx1/10* (**b**). Lateral views with anterior to the right and dorsal to the top are shown, as well as dorsal views with anterior to the left. For the *Gata1/2/3* construction transgenics (**a**), coexpression of *Prrx1a* and *GFP* is shown at 24 hpf in part of the head mesenchyme (arrows) and at 48 hpf in the finbuds (arrows). For the *Tbx1/10* construction transgenics (**b**), coexpression was observed at 48 hpf in part of the head mesenchyme (arrows in side view) and in the finbuds (arrows in dorsal view).

## Supplementary Note:

### *Description of the neural sub-clustering data*

Neural plate cells could be clustered into 22 metacells (Supplementary Fig. 5). Among these, we recognized three metacells corresponding to the presumptive cerebral vesicle (4, 12, and 22). Metacells 4 and 22 coexpress *Arpd2*, *Fezf*, *Fgfr1*, *Fgf8/17/18*, and *Otx*<sup>2-5</sup> (Supplementary Fig. 5) together with *Celf3/4/5/6*<sup>6</sup> (Supplementary Fig. 5a, b) and *Ctfp1* (Fig. 1e, Supplementary Fig. 5) and correspond to the anterior archencephalon, a region previously named Hypothalamo-prethalamic primordium in<sup>2</sup> with metacell 4 overexpressing *Six3/6*<sup>2</sup> (Supplementary Fig. 5) and hence representing its rostral part. On the other hand, metacell 12 shows expression of *Otx* and *Pax4/6*, a combination typical of the Di-Mesencephalic primordium<sup>2</sup> (Supplementary Fig. 5). 

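Anterior genes were joined in whole-embryo metacells 36 and 53, of 92 and 94 cells, both labelled anterior archencephalon. *Fgf8/17/18* (BLAG03001267), a secreted growth factor, was 10.8-fold and 18.1-fold above the other neural plate cells in these 2 metacells, *Arpd2* 13.9-fold and 12.4-fold, the zinc-finger gene *Fezf* 13.2-fold and 4.67-fold, and *Otx* 4.27-fold (95% interval 3.36 to 5.38) and 4.55-fold (3.28 to 6.19). *Celf3/4/5/6*, an RNA-binding gene, was enriched in metacell 36 (5.48-fold) and at 1.79-fold in metacell 53. *Six3/6*, a homeobox gene of the rostral neural plate, was 23.2-fold higher in metacell 53 (10.7 to 48.1), from 13 UMIs, against 7 UMIs in metacell 36. Whole-embryo metacell 35, with the same label, had *Ctfp1* (7.40-fold), *Arpd2* (3.93-fold) and *Fgfrl* (2.13-fold) enriched, but *Otx* at 1.78-fold.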

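Whole-embryo metacell 54, of 38 cells, is the metacell labelled Di-Mesencephalic primordium. *Pax4/6* (BLAG03000074), a paired-box gene, was at 18.7 UMIs per 10,000 there, 18.9-fold above the other neural plate cells (95% interval 15.9 to 22.3), and *Otx* at 3.40 (3.85-fold, 2.67 to 5.40). Among the neural plate metacells *Pax4/6* was enriched in this metacell alone; *Fezf* (3.08-fold) and *Celf3/4/5/6* (2.51-fold) were enriched there as well.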

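Posterior genes were split over whole-embryo metacells 51 and 52, of 108 and 103 cells, both labelled neural tailbud. The germline-related genes *Nanos* (4.86-fold and 2.65-fold above the other neural plate cells) and *Vasa* (3.73-fold and 4.22-fold) were enriched in both, as were *Bolla* (BLAG10000256; 3.21-fold and 17.1-fold) and *Zf-Ring Protein* (BLAG12000626; 4.91-fold and 2.43-fold). The homeobox gene *Cdx* was strongest in metacell 51, at 10.3 UMIs per 10,000 (13.5-fold, 95% interval 11.5 to 15.7), and at 1.99-fold in metacell 52 (1.60 to 2.46). *Wnt1* and *Otp* had the opposite order, with *Wnt1* 18.2-fold (14.8 to 22.4) and *Otp* 23.3-fold higher in metacell 52 and at 1.66-fold and 1.56-fold in metacell 51.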

Metacells 20 and 21 co-express the posterior gene markers *Cdx*, *Nanos*, *Otp*, *Vasa* and *Wnt1*<sup>2,7-9</sup> (Supplementary Fig. 5), together with *Bolla* and *Zf-Ring Protein* described here (Supplementary Fig. 2a, Supplementary Figure 5), suggesting that these metacells represent the posterior-most neural plate. In addition to expressing posterior markers, metacell 9 also expresses *Netrin* that marks the floorplate<sup>10</sup> (Supplementary Fig. 5). 

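The floor plate genes met in whole-embryo metacell 55, of 110 cells. *Netrin* (BLAG09000812), which encodes a secreted axon guidance cue, was at 28.0 UMIs per 10,000, 6.36-fold above the other neural plate cells (95% interval 5.90 to 6.86), and *Chordin* (BLAG11000811) at 12.4 (14.8-fold, 12.9 to 17.1). *Nkx2.1* was 20.9-fold, *Foxaa* 4.83-fold under BLAG04001275 and 20.3-fold under BLAG04001273, *Goosecoid* 17.4-fold and *Nkx6* 4.52-fold higher. Of the posterior genes, *Hox3* was at 2.31-fold (1.76 to 3.00) and *Cdx* at 0.922-fold (0.679 to 1.23). A floor plate-like cluster of 99 cells, 92 of them from this metacell, had all 7 marker identifiers enriched.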

According to the expression of the floor plate marker genes *Chordin*, *Foxaa*, *Goosecoid*, *Netrin*, *Nkx2.1* and *Nkx6*<sup>2,10-16</sup> (Supplementary Fig. 5), metacells 8 and 14 could be assigned to this structure, with metacell 8 additionally expressing the posterior genes *Cdx* and *Hox3*<sup>2,7,17</sup> (Supplementary Fig. 5). The expression of *Msx*, *Pax3/7* and *Snail*<sup>2,18-20</sup> in metacells 11 and 13 indicate they belong to the neural plate border with metacell 13 expressing the anterior marker *Gremlin*<sup>21</sup>, and metacell 11 expressing the posterior gene *Hox3*<sup>2,17</sup> (Supplementary Fig. 5a). 

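In whole-embryo metacell 45, of 143 cells, *Msx*, *Pax3/7* and *Snail*, transcription factors of the neural plate border, were enriched together. *Msx* was 8.75-fold above the other neural plate cells (95% interval 6.68 to 11.4), *Pax3/7* (BLAG11101295) 3.83-fold (3.17 to 4.61; 4.28-fold under its other identifier) and *Snail* 2.47-fold (2.10 to 2.89). *Gremlin* was 11.3-fold higher there, and *Hox3* stood at 1.73-fold (1.29 to 2.29). No other neural plate metacell had *Msx*, *Snail* or *Gremlin* enriched.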

We could also recognize metacells 2, 7 and 10 as segmentally arranged neurons co-expressing *Islet*<sup>22</sup> (Supplementary Fig. 5) and *Nhlh1/2* (Supplementary Fig. 5a,b), with metacell 10 corresponding to a specific pair of neurons characterized by *Celf3/4/5/6* and *Igfbp* expression (Supplementary Fig. 5a,b). 

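Whole-embryo metacell 37, of 83 cells, combined the neuronal genes. *Nhlh1/2* (BLAG04001532), a helix-loop-helix gene whose identifier is uncertain, was 30.4-fold above the other neural plate cells, from 96 UMIs, the LIM homeobox gene *Islet* 17.0-fold (13.3 to 21.7), *Igfbp* (BLAG02000320) 13.1-fold (10.7 to 16.0) and *Celf3/4/5/6* 3.95-fold. *Islet* was also enriched in whole-embryo metacells 47 (2.54-fold) and 41 (2.13-fold), and *Nhlh1/2* in metacells 42 (4.48-fold, 10 UMIs) and 36 (3.91-fold).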

All the other metacells show few specific markers and could represent differentiating cells. These cells express different combinations of the known neural genes *Elav*<sup>23</sup> and *Neurogenin*<sup>24</sup>, together with *Hey-related* (Supplementary Fig. 5b), *Prox* (Supplementary Fig. 2, 5) and *Tcf15-like* genes (Fig. 1e, Supplementary Fig. 5).

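The 5 genes were spread differently over the neural plate metacells. *Elav*, a neuronal RNA-binding gene, and *Prox*, a homeobox gene, were each enriched in whole-embryo metacell 37 alone, at 56.3 UMIs per 10,000 (4.63-fold above the other neural plate cells, 95% interval 4.37 to 4.92) and 17.7 (3.92-fold, 3.53 to 4.35). The proneural gene *Neurogenin* was enriched in metacells 44 (3.32-fold), 45 (3.51-fold), 47 (2.37-fold) and 53 (3.45-fold). *Hey-related* was enriched in metacells 37, 42 and 45, from 2.28-fold to 2.91-fold, and *Tcf15-like* in metacells 51 (4.58-fold), 39 (3.16-fold) and 55 (2.10-fold).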

## Supplementary References

- 1 Ma, P. *et al.* Joint profiling of gene expression and chromatin accessibility during amphioxus development at single-cell resolution. *Cell Reports* **39**, 110979, doi:https://doi.org/10.1016/j.celrep.2022.110979 (2022).
- 2 Albuixech-Crespo, B. *et al.* Molecular regionalization of the developing amphioxus neural tube challenges major partitions of the vertebrate brain. *PLoS Biol* **15**, e2001573, doi:10.1371/journal.pbio.2001573 (2017).
- 3 Bertrand, S. *et al.* Amphioxus FGF signaling predicts the acquisition of vertebrate morphological traits. *Proc Natl Acad Sci U S A* **108**, 9160-9165, doi:10.1073/pnas.1014235108 (2011).
- 4 Bertrand, S., Somorjai, I., Garcia-Fernandez, J., Lamonerie, T. & Escriva, H. FGFR1 is a neglected putative actor of the FGF signalling pathway present in all major metazoan phyla. *BMC Evolutionary Biology* **9**, 226, doi:10.1186/1471-2148-9-226 (2009).
- 5 Williams, N. A. & Holland, P. W. Old head on young shoulders. *Nature* **383**, 490-490 (1996).
- 6 Chowdhury, R. *et al.* Highly distinct genetic programs for peripheral nervous system formation in chordates. *BMC biology* **20**, 152 (2022).
- 7 Brooke, N. M., Garcia-Fernandez, J. & Holland, P. W. H. The ParaHox gene cluster is an evolutionary sister of the Hox gene cluster. *Nature* **392**, 920-922, doi:10.1038/31933 (1998).
- 8 Somorjai, I. M. L. *et al.* Wnt evolution and function shuffling in liberal and conservative chordate genomes. *Genome Biol* **19**, 98, doi:10.1186/s13059-018-1468-3 (2018).
- 9 Wu, H. R. *et al.* Asymmetric localization of germline markers Vasa and Nanos during early development in the amphioxus *Branchiostoma floridae*. *Dev Biol* **353**, 147-159, doi:10.1016/j.ydbio.2011.02.014 (2011).
- 10 Shimeld, S. An amphioxus netrin gene is expressed in midline structures during embryonic and larval development. *Dev Genes Evol* **210**, 337-344, doi:10.1007/s004270000073 (2000).
- 11 Neidert, A. H., Panopoulou, G. & Langeland, J. A. Amphioxus goosecoid and the evolution of the head organizer and prechordal plate. *Evol Dev* **2**, 303-310, doi:10.1046/j.1525-142x.2000.00073.x (2000).
- 12 Panopoulou, G. D., Clark, M. D., Holland, L. Z., Lehrach, H. & Holland, N. D. AmphibMP2/4, an amphioxus bone morphogenetic protein closely related to *Drosophila* decapentaplegic and vertebrate BMP2 and BMP4: insights into evolution of dorsoventral axis specification. *Dev Dyn* **213**, 130-139 (1998).
- 13 Shimeld, S. M. Characterisation of amphioxus HNF-3 genes: conserved expression in the notochord and floor plate. *Dev Biol* **183**, 74-85, doi:10.1006/dbio.1996.8481 (1997).
- 14 Somorjai, I., Bertrand, S., Camasses, A., Haguenauer, A. & Escriva, H. Evidence for stasis and not genetic piracy in developmental expression patterns of *Branchiostoma lanceolatum* and *Branchiostoma floridae*, two amphioxus species that have evolved independently over the course of 200 Myr. *Dev Genes Evol* **218**, 703-713 (2008).
- 15 Venkatesh, T. V., Holland, N. D., Holland, L. Z., Su, M. T. & Bodmer, R. Sequence and developmental expression of amphioxus *AmphiNk2-1*: insights into the evolutionary origin of the vertebrate thyroid gland and forebrain. *Dev Genes Evol* **209**, 254-259, doi:10.1007/s004270050250 (1999).

- 16 Yu, J. K. *et al.* Axial patterning in cephalochordates and the evolution of the organizer. *Nature* **445**, 613-617 (2007).
- 17 Pascual-Anaya, J. *et al.* Broken colinearity of the amphioxus Hox cluster. *EvoDevo* **3**, 1-12 (2012).
- 18 Holland, L. Z., Schubert, M., Kozmik, Z. & Holland, N. D. Amphipax3/7, an amphioxus paired box gene: insights into chordate myogenesis, neurogenesis, and the possible evolutionary precursor of definitive vertebrate neural crest. *Evolution & development* **1**, 153-165 (1999).
- 19 Langeland, J. A., Tomsa, J. M., Jackman, W. R., Jr. & Kimmel, C. B. An amphioxus snail gene: expression in paraxial mesoderm and neural plate suggests a conserved role in patterning the chordate embryo. *Dev Genes Evol* **208**, 569-577, doi:10.1007/s004270050216 (1998).
- 20 Sharman, A., Shimeld, S. M. & Holland, P. An amphioxus Msx gene expressed predominantly in the dorsal neural tube. *Development genes and evolution* **209**, 260-263 (1999).
- 21 Le Petillon, Y., Oulion, S., Escande, M.-L., Escriva, H. & Bertrand, S. Identification and expression analysis of BMP signaling inhibitors genes of the DAN family in amphioxus. *Gene Expression Patterns* **13**, 377-383 (2013).
- 22 Jackman, W. R., Langeland, J. A. & Kimmel, C. B. islet reveals segmentation in the Amphioxus hindbrain homolog. *Developmental biology* **220**, 16-26 (2000).
- 23 Benito-Gutierrez, E., Illas, M., Comella, J. X. & Garcia-Fernandez, J. Outlining the nascent nervous system of Branchiostoma floridae (amphioxus) by the pan-neural marker Amphielav. *Brain Res Bull* **66**, 518-521 (2005).
- 24 Holland, L. Z., Schubert, M., Holland, N. D. & Neuman, T. Evolutionary conservation of the presumptive neural plate markers AmphisoX1/2/3 and Amphineurogenin in the invertebrate chordate amphioxus. *Dev Biol* **226**, 18-33 (2000).

# Supplementary material for: An amphioxus neurula stage cell atlas supports a complex scenario for the emergence of vertebrate head mesoderm
**Source:** Nat Commun. 2024 May 29;15:4550. doi: 10.1038/s41467-024-48774-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Shared orthologous markers between chordate developmental cell types and stages (related to Fig. 2).** This table includes genes overexpressed in various cell types of the *B. lanceolatum* neurula transcriptome (reference species 1) and their overexpressed orthologs in other species (species 2 column: *C. intestinalis* or Cint, *X. tropicalis* or Xentro, or *D. rerio* or Drer). For each gene pair, we indicate in which cell type it is overexpressed in each species (and, for the query species 2, which developmental stage); their expression fold change and BH-adjusted enrichment *p*-value (from Wilcoxon rank sum tests) in both species; the gene-name in amphioxus; and whether the gene is a TF or not.

File Name: Supplementary Data 2

Description: **TF binding motifs in *Tbx1/10*, *Gata1/2/3* and *Pitx* candidate enhancers (related to Fig. 5).** List of motifs aligned to each ATAC-seq peak in the vicinity of three regions of interest around the TFs *Tbx1/10*, *Gata1/2/3* and *Pitx*. For each aligned motif, we list the regulatory region where it was found, whether the region was found to drive specific expression in zebrafish embryos (“is expression driver” column; **Fig. 5**), whether the region was tested in zebrafish (“is cloned” column), the motif ID and its annotation based on similarity to known CIS-BP motifs; whether the motif is exclusive to the regulatory region found to drive expression (“is motif exclusive to successful driver?” column), its alignment coordinates along the genome, its alignment score and empirical *p*-value, and the aligned sequence.

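The supplementary table lists, in the coordinates of its genome assembly, 12 accessible regions near *Gata1/2/3* on chromosome 5, of which 8 are marked as cloned and 3 as expression drivers, with 231 aligned motifs in all. The 3 marked peaks are neighbours, and the paper's text reports a single driving region for this gene, so they need not be separate drivers. The motifs of these peaks span 9235926 to 9236119, 9236777 to 9236929 and 9237163 to 9237324, with 20, 20 and 37 aligned motifs. Near *Tbx1/10* on chromosome 1 it lists 14 regions, 7 of them cloned, and 333 aligned motifs. The driving region holds 13 motifs, which span 18225180 to 18225557, and 10 of them are marked as exclusive to it. Near *Pitx*, on an unplaced scaffold, 4 regions are listed, 2 of them cloned, with 65 aligned motifs. The 15 motifs of the driving region span 148 to 334. These are the paper's own alignments, and the genome sequence was not used here.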

File Name: Supplementary Data 3

Description: **Gene family annotation information. a**, Species used for the gene phylogenetic analyses of TFs, including the data sources and their taxonomy. **b**, List of TF families analyzed, including the representative Pfam domains, the *hmmsearch* threshold strategy, and the inflation parameter employed in MCL clustering. **c**, Phylogeny-based classification of amphioxus TFs, with orthogroup names taken from the human orthologs of each gene (using *Possvm*).

File Name: Supplementary Data 4

Description: **Cell type annotation table. a**, Cell type annotations of all metacell clusters in the neurula transcriptome. For each metacell, we indicate its cell type, developmental layer, and whether it has been included in further reclustering analyses. **b-d**, Annotations of metacells for the neural, endodermal and somitic reclustering analyses.

File Name: Supplementary Data 5

Description: Sequences used for probe synthesis and sequence used for mRNA *in vitro* synthesis.

File Name: Supplementary Data 6

Description: Transgenic zebrafish lines data.

# Supplementary material for: An amphioxus neurula stage cell atlas supports a complex scenario for the emergence of vertebrate head mesoderm
**Source:** Nat Commun. 2024 May 29;15:4550. doi: 10.1038/s41467-024-48774-4
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | N/A                                                                                                                                                                                                                                                                                                                                     |
| Data analysis   | STAR v2.7.3<br>Metacell 0.37<br>bwa 0.7.17<br>deeptools 3.5.1 package<br>biobambam2 2.0.87<br>MACS2 2.2.7.1<br>homer 4.11<br>CIS-BP database<br>universalmotif 1.12.4<br>monalisa 1.0 R library<br>SAMap 1.0.2<br>scanpy 1.9.3<br>Broccoli 1.1<br>HMMER 3.3.2<br>Pfam 33.0<br>MCL v14.137<br>mafft 7.475<br>IQ-TREE v2.1<br>ModelFinder |

treeshrink v1.3.363  
Possvm 1.1  
ClustalX

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The *B. lanceolatum* sequencing data generated in this study have been deposited in the GEO database under accession code GSE255742 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE255742>), and the corresponding processed gene expression data are available in this same database and the Source Data file. The gene expression data from other chordates, generated in previous studies, are available in the following databases: for *Ciona intestinalis* GEO database GSE131155; *M. musculus*, *D. rerio* and *X. tropicalis*, TOME database (<http://tome.gs.washington.edu/>); *B. floridae*, the publication-specific database (<https://lifeomics.shinyapps.io/shinyappmulti/>). Accession numbers of sequences used for in situ hybridization probe synthesis are given in Supplementary Data file. Source Data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sequencing depth and number of libraries were defined to allow support for the paper's main conclusions. In the case of sequencing depth, libraries were sequenced to a median of 6 reads per UMI. The number of cells sorted for transcriptome sequencing was determined based on the expected number of cells in an amphioxus neurula embryo (~3000) and a target coverage (~5x). Concerning in situ hybridization and immunostaining, the sample size is consistent with the habits in the field.

Data exclusions

single-cell transcriptomes deemed to originate from empty MARS-seq wells were removed based on their total UMI counts (see Methods).

Replication

Circa 100 amphioxus embryos were collected at 21hpf, pooled, and used for the single-cell transcriptomics experiments. Sorted cells were sequenced in 40 MARS-seq runs (384 cells in each one). The resulting cell types and metacell clusters were proportionally represented in all sequencing runs. 

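Over the 17 cell types, the plate with the most cells of a type held a median of 6.09% of them. Some smaller types were less evenly spread: the 108 cells of epidermal neural type 1 came from 25 of 40 plates, with 61.1% on 5 plates, and the putative neuroendocrine cells from 30 plates, with 49.4% on 5. Anterior epidermis made up 4.97% to 37.2% of the cells of a plate, posterior epidermis 21.9% to 69.1%, endoderm 2.12% to 15.5% and somites 2.12% to 9.30%. Of the 176 metacells, 6 took at least 50% of their cells from 1 plate, all of them epidermal; metacells 111 (80.5%), 153 (77.0%) and 146 (76.4%) had the highest shares.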

For ISH and immunostaining, n correspond to the number of embryos used, and the micrographs are representative of the pattern observed in all the samples. For the amphioxus embryos injected with Gata1/2/3\_Engrailed, injection was undertaken on oocytes from two independent females.

Randomization

The ~100 embryos were randomly selected before sample preparation. For ISH and immunostaining, the embryos were randomly selected from different batches.

Blinding

N/A not applicable to the sc-RNA-seq analysis, nor to the analysis of gene/protein expression by ISH or immunostaining.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- n/a Involved in the study
- ☐ ☒ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

### Methods

- n/a Involved in the study
- ☒ ☐ ChIP-seq
- ☒ ☐ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

### Antibodies

- Antibodies used Anti-laminin antibody (Sigma L9393), Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 680 (Invitrogen, A-21076)
- Validation The anti-laminin antibody was previously used in PMID: 23201012

### Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

- Laboratory animals Danio rerio (zebrafish) from AB and Tübingen strains were used for embryo obtaining when ages 4 months. Transgenics embryos (F0) were raised until 4 months age for further crossing.
- Wild animals Ripe adults from the Mediterranean amphioxus species (*Branchiostoma lanceolatum*) were collected at the Racou beach near Argelès-sur-Mer, France, (latitude 42° 32' 53" N and longitude 3° 03' 27" E) with a specific permission delivered by the Prefect of Region Provence Alpes Côte d'Azur. *Branchiostoma lanceolatum* is not a protected species. Adults (between 3-7 years old) were sieved from the sand and transferred to the facility and kept in control conditions (light, temperature) during 1 month in small tanks (4L). Gametes were collected by heat stimulation as previously described. Following spawning, adult animals were returned to the sea.
- Reporting on sex Sex was not considered in the study design. For crossings in order to obtain embryos, animal sex was defined on the morphology of the animals as it is commonly used in all laboratories.
- Field-collected samples No field collected samples were used in this study.
- Ethics oversight All the experiments were performed following the Directive 2010/63/EU of the European parliament and of the council of 22 September 2010 on the protection of animals used for scientific purposes. Ripe adults from the Mediterranean invertebrate amphioxus species were collected with specific permission from the Prefect of Region Provence Alpes Côte d'Azur. Zebrafish embryos were obtained from AB and Tübingen strains, and manipulated following protocols approved by the Ethics Committee of the Andalusia Government and the national and European regulation established.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

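The data are single-cell transcriptomes of *Branchiostoma lanceolatum* neurulae at 21 hpf, raised at 19 °C. Embryos were pooled, dissociated and sorted into 40 plates of 384 wells for MARS-seq. The deposited UMI counts are raw whole numbers per gene and cell: the authors mapped the reads to the genome with STAR, counted unique molecules per gene after filtering erroneous UMIs and chose the wells kept as cells. The deposited annotation gives a metacell, a cell type and a broad group for each cell, which the authors assigned from known genes. The deposited metacell table holds a fold per gene and metacell, which the authors computed as a regularized geometric mean over the median across metacells. It lists 21,451 genes, and 5622 genes of the count table are missing from it. Of its columns 94 were used, and the 82 of the posterior epidermis were not used here. The 4 ATAC-seq samples were not analysed here. The regions of Supplementary Data 2 are the paper's own values, and no reference genome was used.

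All 14,586 cells were kept. Since no file used here assigns cells to the 2 single-cell samples, they were treated as 1 sample, so no test between samples was run and the planned edgeR comparison of the 2 samples was not run. Depth was a median of 1585 UMIs per cell, and 904 cells had fewer than 500. Levels are sums of UMIs per 10,000 UMIs of a group, with exact Poisson 95% intervals; folds are ratios of 2 levels with the exact interval of a ratio of 2 Poisson counts; shares have exact binomial (Clopper-Pearson) intervals. All cover counting error only. Where a fold is given against a count of 0, the count was replaced by 3 UMIs. Such a fold is set by that choice and is not an exact lower bound. A gene was called enriched at a fold of at least 2, at least 10 UMIs in the group and an interval above 1. For shares of cells with a UMI, each cell was also thinned to 500 UMIs, leaving shallower cells out. Doublets were excluded by the authors at sorting, and no doublet caller was run.

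The named genes are of 2 kinds. The first holds genes that the paper's text, supplementary notes or figure panels name and that a panel or supplementary table pairs with an identifier of the deposited tables. Some of them, such as *Krt13* and *Hmgb1*, are not named in the text or notes. There are 121 entries in all, with each identifier counted. *Foxaa*, *Thsd7* and *Pax3/7* have conflicting identifiers and are given under each, as uncertain. The values of *Nhlh1/2* and *Pou3fl*, and of *Tlx* with *VGAT*, are uncertain because panels of different names share an identifier. The second holds, per deposited cell type, the 10 genes of largest fold among those with at least 30 UMIs, counted where they have no name. The paper's figures and tables were seen before this rule was written. Genes for which no identifier was found, such as *Cola* and *Wnt3*, were not analysed here, and 1 result for a named gene is not reported here. Marker lists were fixed from genes that the paper names, mostly for the population itself; *Wnt1*, *Wnt4* and *Wnt6*, set as posterior epidermal markers, are named there for the tailbud and somites. No deposited label marks the anterior dorsal mesendoderm, so whole-embryo metacell 1 was used, chosen from its genes, and its enriched genes describe the choice. Endoderm, somite and neural plate cells were regrouped with 15 neighbours, 30 principal components, resolution 1 and seed 0, after keeping genes with more than 30 UMIs in total and more than 2 UMIs in at least 3 cells. Co-detection compares the cells holding both genes with the number expected from independent detection in the same compartment.

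The calling of enriched genes was tested on simulated counts for 27,073 genes with 200 genes changed. In notochord, posterior epidermis and the Di-Mesencephalic primordium, 100 of 100 genes changed 3-fold and 100 of 100 changed 6-fold were called. A call needs at least 10 UMIs, which 2269 genes reached in the data of the Di-Mesencephalic primordium. Since all changed genes were called, they lay above that limit, and the result does not cover sparser genes. Of the 26,873 unchanged genes, 44 were called in notochord, 85 in posterior epidermis and 36 in the Di-Mesencephalic primordium. Alternatives were cells with at least 500 or 1000 UMIs, leaving out the top 1% of cells by UMIs, the mean of each cell's level, the median over the other cell types in place of all other cells, fold limits of 1.5 and 4, a minimum of 30 UMIs or none, ranks by the deposited fold, thinning, at least 2 UMIs of each gene, the expected number summed over metacells, leaving out the plate with most cells of a type, and for the regrouping 30 neighbours, 15 components, resolutions 0.5 and 2, 844 genes and seed 1; these were set before the data were examined, and the comparison within plates (Mantel-Haenszel ratio) was chosen after seeing the data. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9 and leidenalg 0.10.2.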

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

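The comparison within plates was chosen after seeing the data. Of the alternative values of the summary results, 89 stayed within the interval of the value with all cells or, for counts, within 1.5 times of it, 31 moved and 1 reversed. Of the alternative values of single genes and of the other results, 467 stayed, 255 moved and 2 reversed. Against the median over the other cell types, 75 of 139 gene folds moved by over 1.5 times, 4 were lost and 10 gained; with the mean of each cell's level 6 of 142 moved that far, within plates 5, and with cells of at least 500 UMIs or without the top 1% of cells none. Depth limits the genes with few UMIs, whose intervals are wide, and the pairs of genes in cells thinned to 500 UMIs. No paired analysis was possible because the cells carry no map to the 2 single-cell samples, so the planned edgeR fits, with and without the sample as a block, were not run.

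With at least 1000 UMIs per cell the shares were 64.3% for epidermis, 25.2% for anterior and 39.1% for posterior epidermis, 16.5% for the neural groups and 6.97% for somites; with at least 500 UMIs they were 22.7%, 43.8% and 14.9% for anterior epidermis, posterior epidermis and the neural groups. These alternatives leave out 3817 and 904 cells; of posterior epidermis cells 8.37% had fewer than 500 UMIs, and of anterior epidermis cells 2.45%. The median depth over the metacells' medians was 1486.5 UMIs. Against the median over the other cell types the fold of *Wnt1* in the posterior epidermis went from 0.606 to 2.99, and that of *Gata1/2/3* in the muscular somite from 0.427 to 1.18; the cause was not tested. Of 31 pairs of a cell type and a stated factor with a deposited fold, 10 ranked among the first 5 by that fold and 5 by level, and by the fold over all other cells 17 of 35 pairs did; the cause was not tested.

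At resolution 0.5 there were 4 endoderm, 4 somite and 5 neural clusters and at resolution 2 there were 12, 14 and 17, by construction of the setting. At resolution 0.5 the best endoderm cluster had 3 of 13 anterior dorsal mesendoderm markers, against 12. It held 334 cells, against 76 in the main setting, and the cause of the lower count was not tested. Co-detection of *Dmbx* with *Brachyury2* was 1.47 thinned, 3.59 with at least 2 UMIs of each gene and 1.29 with the expected number summed over metacells. With at least 2 UMIs, *Fgfrl* with *Brachyury2* gave 2.89, *Gata1/2/3* with *Alx* 2.72 and with *Ripply* 2.06, *Tcf21/Msc* with *Ripply* 3.79 and with *Alx* 4.52. Summed over metacells, these 5 gave 1.14, 1.20, 1.09, 1.24 and 1.15; intervals of *Dmbx* and *Fgfrl* with *Brachyury2*, *Gata1/2/3* with *Ripply* and *Tcf21/Msc* with *Ripply* and with *Alx* then include 1. Thinned, *Tcf21/Msc* with *Ripply* gave 4.72, and no cell held *Tcf21/Msc* with *Alx* or *Tbx1/10* with *Pitx*, a ratio of 0 for both; thinning leaves fewer UMIs and cells by construction. For the other pairs the cause was not tested.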

Differences from the paper's values

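The paper assigns 1 metacell to the endostyle and club-shaped gland, against 2 with that deposited label, metacells 3 and 10. With cells of at least 500 UMIs, with cells of at least 1000 UMIs and without the top 1% of cells the number stays at 2. Metacell 10 had none of *Foxe*, *Nkx2-5*, *Pax1/9*, *Tbx1/10* and *Nkx2.1* enriched against the other endodermal cells. These include metacell 3, so this does not show that the label of metacell 10 lacks markers. In its separate endoderm clustering the paper gives 2 metacells the genes of this territory. The cell numbers, the total number of metacells and the number of genes that the paper states lie within 1.5 times of those in the table with all cells. Under cells with at least 1000 UMIs, an alternative set before the data were examined, posterior epidermis falls to 4209 cells against the paper's 6546, and neural-like group 2 to 59 against the paper's 110.

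The paper pairs *Max* with *Myc* in the tailbud; the level of *Max* there was 1.12-fold of that in all other cells, 1.22-fold against the median over the other cell types, and its highest level was in the notochord. The paper names *Netrin* among the genes by which it assigned notochord metacells. *Netrin* was 1.57-fold in notochord against all other cells, below the limit for enrichment, but 2.25 with the mean of each cell's level and 4.16 against the median over the other cell types. *Cdx*, a posterior gene of the epidermis in the paper, was 1.72-fold in posterior epidermis, below that limit, but 3.75 against the median over the other cell types. Its level was also higher in posterior than in anterior epidermis. The paper divides by a median across clusters, so the comparison with the median is closer to its measure. By that comparison *Netrin* and *Cdx* do not differ from the paper. *Fgfrl*, an anterior gene of the epidermis in the paper, was 1.13-fold in anterior epidermis against all other cells and 1.33-fold against the median over the other cell types, but 3.70-fold against the posterior epidermis.

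The paper gives *Gata1/2/3* the largest fold among transcription factors in the ventral somite. Among the named factors it was the second in metacell 27, after *Gata4/5/6*, and the tenth in metacell 21. In metacell 27 the intervals of *Gata1/2/3* (4.98 to 6.03) and *Gata4/5/6* (5.42 to 7.46) overlap, so their order is not resolved. These ranks use folds of summed UMIs against the other somite cells, not the paper's fold over a median across clusters. The paper describes ventral genes with *Gata1/2/3* in a metacell with tailbud genes; *Gata1/2/3* was low in the somite metacells 23 and 24, which carry tailbud genes, at 0.463 and 0.334 UMIs per 10,000, and *Vent1* was 1.70-fold of the other somite cells in metacell 24, but enriched there against all other cells of the embryo, at 2.73-fold. These are whole-embryo metacells, and the paper's separate somite clustering was not analysed here.

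The paper describes removal of a shallow metacell with many cells; 5 deposited metacells with more than 50 cells have a median below 500 UMIs. It describes cell types and metacells as proportionally represented in all runs; 6 of 176 metacells took at least 50% of their cells from 1 plate.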

Other observations

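The tests in the last 3 paragraphs were written down before their results were seen, with exceptions. The mixture without the uncertain cell types was chosen after seeing the result, and the limit of 30 UMIs for the neuroendocrine cells was not set beforehand. Neural-like group 2, of 110 cells, carried neuronal genes: *Insm* was 14.5-fold above all other cells (95% interval 10.8 to 19.0), *Nhlh1/2*, of uncertain identifier, 27.1-fold from 20 UMIs, *Islet* 6.25-fold (4.29 to 8.82) and *Elav* 4.92-fold (4.23 to 5.69). The identifier that the figure panels give to both *Tlx* and *VGAT* was 10.2-fold higher (6.85 to 14.5). The putative neuroendocrine cells had *Irxc* at 6.43-fold (3.07 to 11.9) and *Nkx2.1* at 3.19-fold (1.64 to 5.58), from 10 and 12 UMIs.

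Among the somites, whole-embryo metacell 26 with the first somite pair genes was led among the named transcription factors by the homeobox gene *Msxlx*, 27.6-fold above the other somite cells (10.7 to 90.7, 32 UMIs). These lay in only 4 of its 98 cells, a spread that the interval does not cover. It was followed by *Six3/6* at 7.66-fold (3.19 to 19.7, 16 UMIs in 10 cells). In the somite metacell 24, which carries tailbud genes, the homeobox gene *Noto* was 9.86-fold higher (4.37 to 21.4), from 12 UMIs.

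The 108 cells of epidermal neural group 1 had the highest median depth of the 17 cell types, at 6757.5 UMIs. Of 4196 genes with at least 30 UMIs, 0 stood at 2 times the highest other cell type or more, against 2 in anterior epidermis and 108 in notochord, and the best non-negative mixture of the other types took 52.5% from types other than the anterior and posterior epidermis and epidermal neural group 2, with 40.9% anterior epidermis, 6.65% epidermal neural group 2, 12.9% somite and 11.5% endoderm. Without the uncertain cell types the share was 54.9%. Both results are consistent with wells that held more than 1 cell, although the authors excluded doublets at sorting. An intermediate cell state would also give few genes of its own and a mixed profile, so it stays open; epidermal neural group 2 took 47.0% from non-epidermal types, and 32.4% without the uncertain cell types.

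The 166 putative neuroendocrine cells had the lowest median depth, at 415.5 UMIs. Shallow cells with the average RNA of the embryo would carry few genes of their own, but 38 genes with at least 10 UMIs stood at 2 times the highest other cell type or more. Neural-like group 1, of 30 cells, also had 38 such genes, so small groups can reach this count and it does not decide. With at least 30 UMIs, a limit not set beforehand here, the counts were 21 of 306 genes and 2 of 251 in neural-like group 1. The counts at this higher limit argue against that explanation. No biological explanation was tested.

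In the 6 epidermal metacells that took at least 50% of their cells from 1 plate, the 30 genes of largest fold had a median log2 ratio of 0.38 in the non-epidermal cells of the same plate, with values of −0.35, 0.41, 0.36, 0.43, −0.38 and 0.82 for the single metacells. The first and the last of these metacells are mostly from the same plate. The medians over all genes with at least 30 UMIs in the metacell ran from −0.69 to 0.20. The value of 0.38 lies between the bounds set for a plate effect and for none, so a plate effect and a property of these cells cannot be told apart. No biological explanation was tested.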
